# REPTOR and CREBRF encode key regulators of muscle energy metabolism

**DOI:** 10.1038/s41467-023-40595-1

**Published:** 2023-08-15

**Authors:** Pedro Saavedra, Phillip A. Dumesic, Yanhui Hu, Elizabeth Filine, Patrick Jouandin, Richard Binari, Sarah E. Wilensky, Jonathan Rodiger, Haiyun Wang, Weihang Chen, Ying Liu, Bruce M. Spiegelman, Norbert Perrimon

**Keywords:** Metabolic syndrome, Transcriptomics, Cancer metabolism

## Abstract

Metabolic flexibility of muscle tissue describes the adaptive capacity to use different energy substrates according to their availability. The disruption of this ability associates with metabolic disease. Here, using a *Drosophila* model of systemic metabolic dysfunction triggered by yorkie-induced gut tumors, we show that the transcription factor REPTOR is an important regulator of energy metabolism in muscles. We present evidence that REPTOR is activated in muscles of adult flies with gut yorkie-tumors, where it modulates glucose metabolism. Further, in vivo studies indicate that sustained activity of REPTOR is sufficient in wildtype muscles to repress glycolysis and increase tricarboxylic acid (TCA) cycle metabolites. Consistent with the fly studies, higher levels of CREBRF, the mammalian ortholog of REPTOR, reduce glycolysis in mouse myotubes while promoting oxidative metabolism. Altogether, our results define a conserved function for REPTOR and CREBRF as key regulators of muscle energy metabolism.

## Abstract (web summary)

Obesity and cancer-induced cachexia are linked to an impairment in the ability of muscle to use glucose or lipids interchangeably as energy substrates. Here, the authors propose that *Drosophila* REPTOR and its mammalian ortholog CREBRF act as key transcriptional regulators of fuel choice in muscle.

## Introduction

Metabolic flexibility refers to the ability of tissues like the muscle to use glucose or lipids as energy substrates depending on their availability^1^. Glucose is processed to pyruvate in the presence of oxygen in the cytoplasm by a cascade of sequential enzymatic steps that constitute the glycolysis pathway; lipids are stored in the form of triglycerides in lipid droplets of the adipose tissue cells, but during lipolysis, fatty acids are released into circulation to be used by the mitochondria of muscle cells, where they undergo beta-oxidation. Pyruvate and fatty acids are then used as substrates to produce Acetyl-CoA, which is incorporated into the TCA cycle in mitochondria to stimulate ATP production^2,3^.

Both glucose and lipids are used interchangeably in muscle as oxidative fuel, as an adaption to the nutritional status^4^. After feeding, an increase in glucose levels reduces fatty acid oxidation in muscle, whereas nutritional restriction suppresses glucose oxidation while increasing the breakdown of triglycerides and supply of fatty acids to the muscle mitochondria^5,6^. Disruption of this flexibility, however, is frequently observed in the context of overwhelming abundance of either glucose or lipids and associates with insulin resistance, obesity and disruption of muscle energy metabolism^7–10^. It is therefore important to identify genes that regulate energy substrate use by muscle tissue, as they may have therapeutic potential in the context of metabolic disease.

Cancer induced-cachexia is a systemic metabolic dysfunction observed in cancer patients that severely affects skeletal muscle and adipose tissue^11–13^. During cachexia, skeletal muscle displays impaired glucose metabolism and insulin resistance^14^, whereas the adipose tissue often exhibits higher levels of lipolysis prior to muscle wasting^15,16^. Likewise, changes in glucose/fatty acid utilization are frequently observed in muscle of cachexic patients^17^. Furthermore, alterations in mitochondrial function in muscle have also been associated with wasting and loss of sarcomere integrity during cachexia^18,19^, suggesting a link between energy metabolism and muscle wasting.

In *Drosophila*, several models of tumor-induced organ wasting have been recently described^20–25^. One such model of tumor-induced organ wasting consists of generating tumors in the intestine of adult flies by overexpression of an active form of the transcriptional co-activator *yorkie/ *YAP (*yki*^*[S3A]*^)^20^. These gut *yki-*tumors secrete an insulin binding protein (IBP), ImpL2^26,27^, that reduces insulin signaling in peripheral tissues and induces organ wasting. High levels of tumor-derived ImpL2 associate with impairment of muscle function, reduced ATP content, ovary atrophy, hyperglycemia and reduction of stored triglycerides^20^.

Here, using the *yki*-tumor gut model (*Esg>yki*^*[S3A]*^)^20^, we focused on the flight muscles of the adult fly thorax to identify genes involved in muscle energy metabolism. We identify REPTOR, a transcription factor controlled by the mTOR pathway^28^, as a key regulator of glucose metabolism in flies with *yki*-tumors. We show that an increase in REPTOR activity in muscles is sufficient to repress glycolysis and to induce muscle degradation in flies. Finally, we propose that both REPTOR and its mammalian ortholog, CREBRF, work as regulators of metabolic flexibility by repressing glycolysis.

## Results

### *Esg>yki*^*[S3A]*^ flies show alterations in energy metabolism and myofiber degradation of flight muscles

To study how gut *yki*-tumors affect muscle energy metabolism in adult flies, we measured triglyceride and glucose content in *Esg>yki*^*[S3A]*^ thoraces over time. The adult thorax is mainly composed of muscle fibers that control wing and leg movement but also has portions of fat body, the fly adipose tissue (Fig. 1a). Triglyceride levels slowly decreased with aging in control thoraces but *Esg>yki*^*[S3A]*^ thoraces displayed a sharp reduction in triglyceride content after 8 days of tumor induction (Fig. 1b), suggesting increased triglyceride breakdown^20^. Conversely, we observed a progressive increase in tissue glucose content, from 8 to 14 days after tumor induction (Fig. 1c), which may indicate a reduction in glucose usage. Taken together, these results suggest that *Esg>yki*^*[S3A]*^ flies display changes in lipids and glucose utilization similar to what is observed in cancer patients with muscle metabolic changes^17^.

**Fig. 1:**
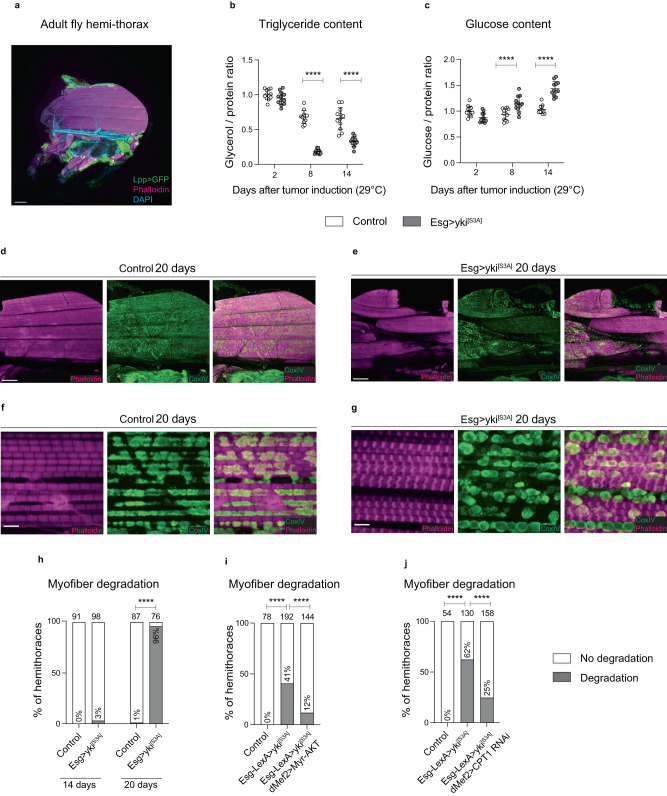
*Esg>yki*^*[S3A]*^ gut tumors induce alterations in energy metabolism and myofiber degradation. **a** Immunostaining of a *Lpp-GAL4* hemi-thorax (wildtype) expressing *UAS-TransTimer*^77^ (*Lpp>Transtimer, GFP*) for 4 days to label fat body cells (green) actively expressing *Lpp*. Actin myofibers were stained with phalloidin (magenta). Trachea is observed in the DAPI channel. **b**, **c** Triglyceride (**b**) and glucose (**c**) content in thoraces (Triglycerides: day 8 and day 14 *p* < 0.0001****. Glucose: day 8 and day 14 *p* < 0.0001****). *N* = 12 biologically independent samples, *N* = 8 thoraces per sample. Triglycerides and glucose were calculated from the same thoraces. Results were reproduced in three independent experiments (**b**, **c**). **d**–**g** Immunostaining of the flight muscles of hemi-thoraces at different magnifications (20× **d**, **e**; 60× **f**, **g**). Myofibrils were labelled with phalloidin (magenta) and mitochondria with CoxIV (green). **h**–**j** Percentage of hemi-thoraces showing myofiber degradation as shown in (**e**, **g**) (*p* < 0.0001****). Samples were analyzed at 14 or 20 days (**h**) or 19 days (**i**, **j**) after tumor induction. Total number of hemi-thoraces scored per genotype is shown. Data shows mean with ±SD (**b**, **c**). Values were normalized to the mean of control samples of 2 days after tumor induction (**b**, **c**). Statistical analysis was done using two-way ANOVA with Sidak correction test for multiple comparisons (**b**, **c**), or two-tailed Fisher’s exact test with a confidence interval of 95% for pairwise comparisons between two groups (**h**–**j**). Scale bar is 100 µm in (**a**, **d**, **e**) and 5 µm in (**f**, **g**). Source data are provided as a Source Data file.

Glucose is the main energy substrate used by flight muscles of *Drosophila*, whereas lipids appear to be unable to fuel continuous flight possibly due to their slow processing by the muscle^29^. Insects that use carbohydrates as an energy source to power flight muscles rely on aerobic glycolysis and oxidative metabolism to convert glucose to pyruvate for fueling the TCA cycle^30–33^. Yet, transcriptomic analysis of thoraces of flies with gut *yki-*tumors show a reduction in the transcriptional signature of both glycolysis and oxidative phosphorylation, while flight muscles exhibit loss of function as evidenced by wing positioning defects and mitochondrial dysfunction^20^. Based on these previous observations, we analyzed by immunostaining the thoracic dorso-longitudinal muscles (DLM), a subgroup of indirect flight muscles, and confirmed the presence of myofiber degradation and compromised sarcomere structure in flies bearing gut *yki-*tumors (Fig. 1d–g, Supplementary Fig. 1a–f). The percentage of *Esg>yki*^*[S3A]*^ flies showing signs of muscle degradation increased between 14 and 20 days after tumor induction, with most hemi-thoraces exhibiting myofiber degradation by 20 days (Fig. 1h). This correlated with a significant decrease in protein content in *Esg>yki*^*[S3A]*^ thoraces between 14 and 20 days (Supplementary Fig. 1g). Thus, the onset of myofiber degradation occurs after changes in energy metabolism associated with increased lipolysis and likely reduction in glucose usage.

Mitochondrial dynamics and myofibril structure of *Drosophila* flight muscles are coordinated by a proposed mechanical feedback mechanism^34^. The elongated shape of mitochondria in normal flight muscles changes to a circular morphology due to loss of tension in myofibrils^34^. Furthermore, in *Esg>yki*^*[S3A]*^ thoraces, aberrant mitochondrial morphology was linked to reduction in ATP content^20^. Immunostaining of degraded myofibers of *Esg>yki*^*[S3A]*^ thoraces showed mitochondria with circular morphology rather than the elongated shape of control samples (Fig. 1d–g), implying a compromised structure of the flight muscle myofibers. Supporting this observation, *Esg>yki*^*[S3A]*^ thoraces displayed severe impairment of the t-tubule network^35,36^ with a complete lack of staining of *discs large 1* (*dlg1*) and amphiphysin proteins in degraded muscle fibers (Supplementary Fig. 1a–f). Therefore, our results indicate that the muscle fibers in *Esg>yki*^*[S3A]*^ thoraces undergo severe degradation that associates with alterations in mitochondria morphology and energy metabolism.

In *Esg>yki*^*[S3A]*^ flies, *ImpL2* produced by the gut *yki-*tumors reduces systemic levels of phosphorylated AKT (pAKT), an indicator of lower insulin signaling^20^ (Supplementary Fig. 2a). Given that elevated levels of pAKT induced by Wingless signaling in muscle of *Esg>yki*^*[S3A]*^ flies associate with a decrease in the percentage of flies with wing position defects^37^, we checked whether this rescue was directly related to increasing insulin signaling specifically in muscle. Expression of Myristoylated AKT (Myr-AKT) in muscle of *Esg>yki*^*[S3A]*^ thoraces, while inducing *yki-*tumors in the gut with the *LexA-LexAop* system^38^, indeed ameliorated muscle degradation (Fig. 1i), without affecting tumor growth (Supplementary Fig. 2b). Since insulin signaling stimulates glycolysis^39^, and the transcriptional profile of glycolysis is reduced in *Esg>yki*^*[S3A]*^ thoraces^20^, we looked for changes in the glycolytic pathway. As expected, the amelioration of the myofiber degradation in *Esg>yki*^*[S3A]*^ thoraces due to increased *Myr-AKT* in muscle correlated with the transcriptional upregulation of the muscle rate-limiting glycolytic enzymes *Hexokinase-a (Hex-a)*, *Phosphofructokinase (Pfk)* and *Pyruvate kinase (Pyk)* (Supplementary Fig. 2c). Further, ATP quantification demonstrated that gut *yki*-tumors reduced thoracic ATP levels, whereas the expression of *Myr-AKT* in muscle of *Esg>yki*^*[S3A]*^ flies significantly restored ATP content (Supplementary Fig. 2d). Taken together, these results suggest that the protective effect of increasing insulin signaling in muscles of *Esg>yki*^*[S3A]*^ flies might be due in part to promoting glycolysis.

Cancer patients exhibit changes in glucose and fatty acid utilization in muscle^17^, suggesting increased fatty acid oxidation in muscle tissue^16^. An increase in lipid oxidation might therefore be deleterious to muscle tissue in *Esg>yki*^*[S3A]*^ flies. Indeed, knockdown of *CPT1*, the fatty acid importer to mitochondria, in muscle of *Esg>yki*^*[S3A]*^ flies led to an amelioration of myofiber degradation (Fig. 1j), without affecting tumor growth (Supplementary Fig. 2e). Taken together, our results indicate that the myofiber degradation observed in *Esg>yki*^*[S3A]*^ flies occurs secondary to changes in energy metabolism. This likely includes reduced glucose usage and possible alterations in fatty acid import to mitochondria.

### *REPTOR* is upregulated in muscles of flies with *yki*-tumors and modulates glucose metabolism

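Thoraces of adult males were profiled by RNA-seq in control flies, which carry the gut driver esg-GAL4 with tub-GAL80[TS] and UAS-GFP, and in Esg>yki[S3A] flies, in which the same driver expresses active Yorkie in gut progenitors at 29 °C and GAL80[TS] silences it again at 18 °C. Control libraries were made at day 2 and day 14 at 29 °C and at day 38, after 24 further days at 18 °C. Esg>yki[S3A] libraries were made at the same days and also at days 8, 20, 26 and 32, which the paper does not use. Each of the 10 conditions is 1 library, so a difference between conditions has no replicate check, and the confidence intervals given with ratios of reads cover counting error in those libraries only. The authors depleted rRNA, divided each library into 4 pools for sequencing and aligned the reads with STAR to the FlyBase r6.30 genome. The deposited values per gene are multiples of 0.25, and 4 times the value is a whole number for every gene. That product was taken as the number of reads, on the assumption that each value is a mean over the 4 pools. Read counts and the widths of the intervals rest on this assumption. On that scale the control libraries hold 29290646 reads on genes at day 2, 31058987 at day 14 and 18521857 at day 38. The Esg>yki[S3A] libraries hold 37496630 at day 2, 31588673 at day 14 and 14615109 at day 38. The 4 other Esg>yki[S3A] libraries hold 25833456 (day 8), 22853490 (day 20), 28665007 (day 26) and 38208955 (day 32). Reads were divided by the library's total on genes and by the length of the gene's merged exons and are given in RPKM, the unit of the paper's supplementary table. Ratios between libraries depend on that total. Genes of the mitochondrial genome take a different share of it in each library. This share was 26.6% in control and 30.9% in Esg>yki[S3A] thoraces at day 2, 29.3% and 46.9% at day 14, and 25.2% and 27.5% at day 38. The 95% Wilson interval for 46.9% was 46.92 to 46.96. The share does not account for all of the dependence. From day 2 to day 14 in control thoraces, the median log2 ratio of genes with at least 2 RPKM was 0.34 with this total. It was 0.41 with the reads on nuclear protein-coding genes and -0.01 with edgeR's TMM factors. Between the day 2 libraries, the baseline of the paper's comparison, 298 genes were more than 2-fold higher and 77 more than 2-fold lower in Esg>yki[S3A] thoraces, among 8093 genes with at least 2 RPKM in either.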

To identify genes responsible for modulating muscle metabolism in the context of gut *yki-*tumors, we performed a time-course RNA-seq experiment in thoraces spanning a tumor induction phase and a tumor “shutdown” phase by taking advantage of a GAL80 temperature-sensitive transgene (*tub-GAL80*^*[TS]*^) (Supplementary Fig. 3a). We analyzed gene expression at day 14, a time point near the onset of myofiber degradation in which glucose content is higher in *Esg>yki*^*[S3A]*^ thoraces. During the tumor “shutdown” phase, which was initiated at day 14 of tumor induction and lasted until day 38 (Supplementary Fig. 3a), triglycerides and glucose partially returned to control levels, while the reduction in protein content in thoraces was halted, indicating that the systemic effects of *yki-*tumors were ameliorated (Supplementary Fig. 3b–d). Also, the expression of both *yki*^*[S3A]*^ and *ImpL2* in the gut was restored to control levels (Supplementary Fig. 3e, f), and only 50% of *Esg>yki*^*[S3A]*^ thoraces showed myofiber degradation, which indicated an amelioration of the myofiber degradation (Supplementary Fig. 3g). 

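A gene was counted as lower then higher when its log2 ratio of day 14 to day 2 in Esg>yki[S3A] thoraces was below -1.3 and it rose again by more than 1.5-fold from day 14 to day 38, with at least 2 RPKM at day 2 or day 14. There were 855 such genes, and 321 genes met the same rule with the signs exchanged. Which direction holds more genes depends on the scaling. With the reads on nuclear protein-coding genes the counts were 515 and 983. With the totals the paper's RPKM imply, chosen after seeing the data, they were 392 and 495. The paper's lists, selected on an adjusted P value as well, hold 241 and 269 genes, of which 223 and 141 were among the 855 and 321. With the day 8 library in place of day 14, the counts were 187 and 175, and without the expression minimum they were 1584 and 1189. In control thoraces, 654 of the 855 genes were also lower at day 14 than at day 2, 164 of them past the cut-off, and 290 of the 321 genes were also higher, 166 of them past the cut-off. The median size of the day 14 to day 2 change on the log2 scale was 1.97 in Esg>yki[S3A] and 0.47 in control thoraces for the 855 genes, and 1.88 and 1.33 for the 321 genes. Both lists were chosen on the change in Esg>yki[S3A] thoraces, so a smaller median in control thoraces follows in part from that choice. At day 8, 769 of the 855 genes and 312 of the 321 genes had already moved in the direction they have at day 14. Among the 855 genes, 100 were more than 2-fold higher in Esg>yki[S3A] than in control thoraces at day 2, and 27 had at most 3 reads at both day 14 and day 38.
With at least 10 RPKM and the same direction at day 8, the genes that fell most from day 2 to day 14 included the genes for the larval serum proteins Lsp2 (FBgn0002565, chromosome 3L from 12129393 to 12131869 in the Release 6 assembly) and Lsp1beta (FBgn0002563, chromosome 2L from 898500 to 901316). Lsp2 had 6523 reads at day 2, 5 at day 14 and 1276 at day 38, and Lsp1beta had 7694, 12 and 181. An exon of a gene on the other strand overlaps Lsp2. The other 3 genes with the largest fall were CG8997 (at least 1506-fold lower, against a floor of 3 reads), CG31198 (at least 1102-fold lower) and CG31343, which had 5364, 3925 and 2905 reads at day 2 and 5, 7 and 5 reads at day 38; in control thoraces at day 2 they had 54, 39 and 21 reads. The largest rise was that of the antimicrobial peptide gene DptA (FBgn0004240, chromosome 2R from 18865765 to 18866260), which was at least 1082-fold higher at day 14, with 1 read at day 2, 2735 at day 14 and 5 at day 38. It was followed by CecA1, with 2, 245 and 4 reads, by CG15657, with 2, 219 and 21 reads, by snoRNA:Psi18S-301, with 39, 2194 and 99 reads, and by DptB, with 22, 868 and 15 reads. In control thoraces at day 2, DptA had 226 reads, CecA1 143 and DptB 634. DptA and DptB are related neighboring genes, and how reads that match more than 1 gene were counted is not stated.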

Our analysis revealed 241 genes downregulated and 269 genes upregulated during the tumor induction phase, whose expression was then reversed during the “shutdown” phase (Supplementary Data 1). 

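The 11 genes of glycolysis from Hex-A to PyK were all lower at day 14 than at day 2 in Esg>yki[S3A] thoraces, with a median log2 ratio of -2.99, below all 10000 random lists of 11 genes matched on mean expression. All 11 were also lower at day 14 in control thoraces, with a median of -2.22, again below all 10000 lists. Gapdh1 fell from 2634 to 96.8 RPKM in Esg>yki[S3A] and from 3687 to 200.6 RPKM in control thoraces. The alternative that moved this result most was the change in Esg>yki[S3A] minus the change in control thoraces, which was chosen after seeing the data: the median was -0.91, at percentile 3.93 of the matched lists, and is the same quantity as the day 14 difference between genotypes less the day 2 difference. From day 14 to day 38 all 11 genes rose in Esg>yki[S3A] thoraces, or 10 of 11 with TMM scaling, with a median of 1.47 against 0.40 for the matched lists (percentile 99.8). In control thoraces 8 of 11 rose, with a median of 0.70 against -0.08 for the matched lists (percentile 99.9). With the totals the paper's RPKM imply, chosen after seeing the data, 8 of 11 rose in Esg>yki[S3A] thoraces, with a median of 0.40. With the same totals, 4 of 11 rose in control thoraces, with a median of -0.08. The rule for lower then higher was met by 9 of the 11 genes, and 1 of them, Gapdh2, is in the paper's list.
The 15 genes of the TCA cycle were all lower at day 14 than at day 2 in both genotypes, with a median of -2.23 in Esg>yki[S3A] and -1.74 in control thoraces. Of the nuclear genes of oxidative phosphorylation, 72 of 75 with a read were lower in Esg>yki[S3A] and 68 of 79 in control thoraces, with medians of -2.30 and -1.65. Each of these 4 medians was below all 10000 matched lists. By the GO annotation printed with the paper's own lists, 25 of its genes that fell belong to the mitochondrion, 11 to carbohydrate metabolic process and 1 to glycolysis; 22, 10 and 1 of them met the rule. The 25 mitochondrial genes had a median log2 ratio of day 14 to day 2 of -1.83 in Esg>yki[S3A] and -0.29 in control thoraces, and the 11 carbohydrate genes of -1.73 and 0.09. The paper chose these genes on their change in Esg>yki[S3A] thoraces, so the gap to control thoraces follows in part from that choice.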

GO-term enrichment and KEGG pathway analysis showed decreased expression of groups of genes related to mitochondria, glycolysis, generation of precursor metabolites and energy, and carbohydrate metabolism during the tumor induction phase (Supplementary Data 1). 

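By the GO annotation printed with the paper's list of genes that rose and fell again, 43 carry a signaling term, 18 DNA-binding transcription factor activity and 9 a stress term. Of these, 39, 17 and 8 were past the 1.3 cut-off from day 2 to day 14 in Esg>yki[S3A] thoraces, while 19, 4 and 2 also fell again by more than 1.5-fold by day 38. How many fall again depends on the scaling. Of all 269 genes in that list, 157 fell by more than 1.5-fold here, 208 with TMM and 217 with nuclear protein-coding reads. The median rise on the log2 scale was 1.51 for the signaling genes, 1.49 for the transcription factors and 1.51 for the stress genes, and the median change of the same genes in control thoraces was 0.97, 1.04 and 0.90. These genes too were chosen on their rise in Esg>yki[S3A] thoraces, which by itself makes the control medians smaller. Of the 13 antimicrobial peptide genes, 11 met the whole rule and 9 are in the paper's list. Their median log2 ratio of day 14 to day 2 was 5.09 in Esg>yki[S3A] thoraces and -4.20 in control thoraces, where the day 2 library was the highest of the 3: their RPKM values sum to 637 at day 2, 22.3 at day 14 and 35.1 at day 38. The small heat shock gene Hsp23 (FBgn0001224, chromosome 3L from 9381882 to 9382765) rose from 5.85 to 29.0 RPKM in Esg>yki[S3A] and from 6.22 to 16.0 RPKM in control thoraces, and at day 38, at 18 °C, it was at 2.09 and 1.95 RPKM.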

Some of the increased groups included stress response genes, signal transduction and DNA-transcription factor activity (Supplementary Data 1). Within this last category, we identified 23 transcription factors upregulated during the tumor induction phase that could be candidate regulators of muscle metabolism (Supplementary Fig. 3h).

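All 23 transcription factors of Supplementary Fig. 3h were higher at day 14 than at day 2 in Esg>yki[S3A] thoraces, and 21 of them were past the 1.3 cut-off. The other 2, toy and CG10431, rose by 0.91 and 0.71 on the log2 scale. From day 14 to day 38, 16 of the 23 were lower, or 22 with TMM scaling, and 8 were lower by more than 1.5-fold. The whole rule was met by REPTOR, brwl, CG17361, cwo, emc, scrt, CG5953 and vri. With TMM scaling 14 of the 23 met it, and with scaling to the reads on nuclear protein-coding genes 16 did. All 23 were also higher at day 14 than at day 2 in control thoraces, or 22 with TMM scaling, and none was past the cut-off. The rise was larger in Esg>yki[S3A] than in control thoraces for 22, with medians of 1.56 and 0.89. The paper chose the 23 on their rise in the same Esg>yki[S3A] libraries. The counts in those libraries and the excess over control thoraces follow in part from that choice. The gene closest to the cut-off in control thoraces was emc, at 1.296. With scaling to the reads on nuclear protein-coding genes the median rise in control thoraces was 0.96 in place of 0.89. That shift takes emc, CrebA and Cf2 past the cut-off. At day 14 all 23 were higher in Esg>yki[S3A] than in control thoraces, 7 of them by more than 1 on the log2 scale. That count depends on the scaling. The median was 0.75 here, 1.10 with TMM scaling and 1.20 with scaling to the reads on nuclear protein-coding genes. The genes vri, Pdp1 and cwo belong to the circadian clock, and the hour of collection is not given in the paper's text.

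**Figure D1:**
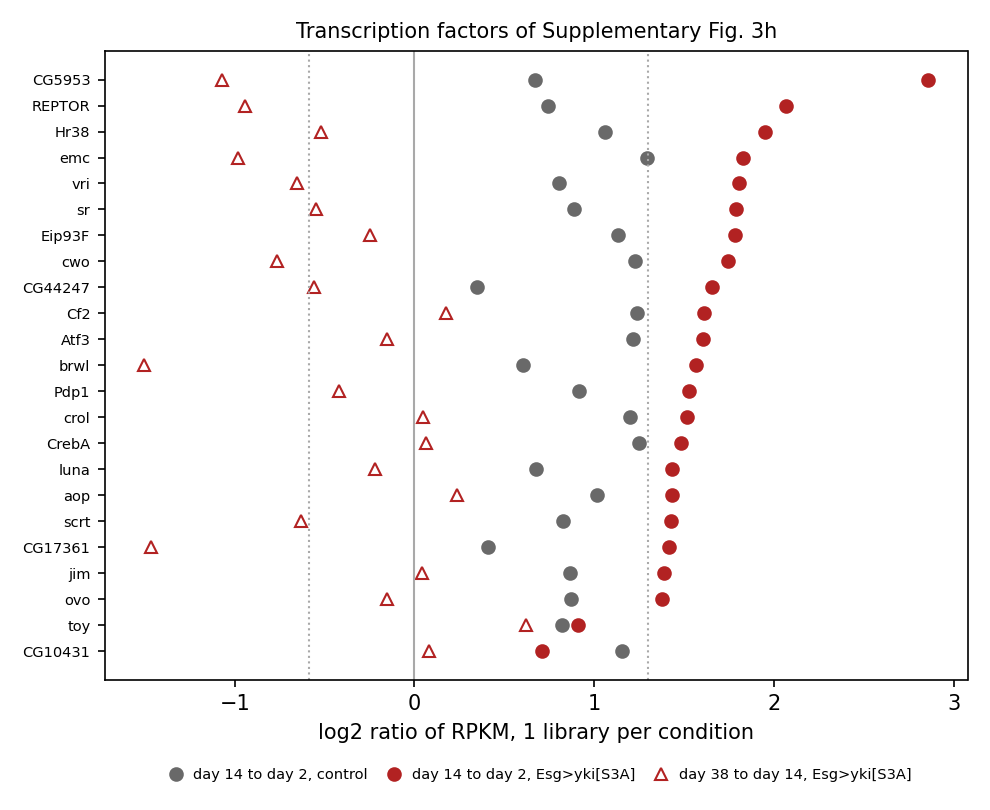
Log2 ratio of RPKM for each of the 23 transcription factors, from day 2 to day 14 in control (gray circles) and Esg>yki[S3A] thoraces (red circles) and from day 14 to day 38 in Esg>yki[S3A] thoraces (open triangles). Dotted lines mark the cut-off of 1.3 and a fall of 1.5-fold; 21 red circles lie past the first and 8 triangles past the second.

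From their upregulation during the tumor induction phase, the paper proposes that these factors could be candidate regulators of muscle metabolism.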

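REPTOR (FBgn0039209) lies on chromosome 3R from 24557368 to 24582864 on the minus strand of the Release 6 assembly and is annotated as a protein-coding gene with 7 transcripts, whose merged exons span 7133 bases and overlap no exon of another gene. In Esg>yki[S3A] thoraces it had 4185 reads at day 2, 14748 at day 14 and 3555 at day 38, or 15.6, 65.5 and 34.1 RPKM. In control thoraces it was at 17.1, 28.6 and 47.7 RPKM, so it rose at each step there under this scaling. With the totals the paper's RPKM imply, chosen after seeing the data, the log2 ratio of day 38 to day 14 in control thoraces was -0.05 in place of 0.74. The log2 ratio of day 14 to day 2 in Esg>yki[S3A] thoraces was 2.06 (95% exact interval of the reads 2.01 to 2.11) against 0.74 (0.68 to 0.80) in control thoraces, and Esg>yki[S3A] exceeded control thoraces at day 14 by 1.19 (1.15 to 1.24). From day 14 to day 38 it changed by -0.94 (-0.99 to -0.89) in Esg>yki[S3A] thoraces. The alternative that moved the day 14 ratio to control most set the Esg>yki[S3A] library of day 8 against the control library of day 14, which gave 0.48. No control library exists at day 8, so this value mixes genotype with age. The scalings gave between 1.19 and 1.64. In the Esg>yki[S3A] libraries the paper does not use, REPTOR was at 40.0 RPKM at day 8, 62.4 at day 20, 35.0 at day 26 and 34.4 at day 32.

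**Figure D2:**
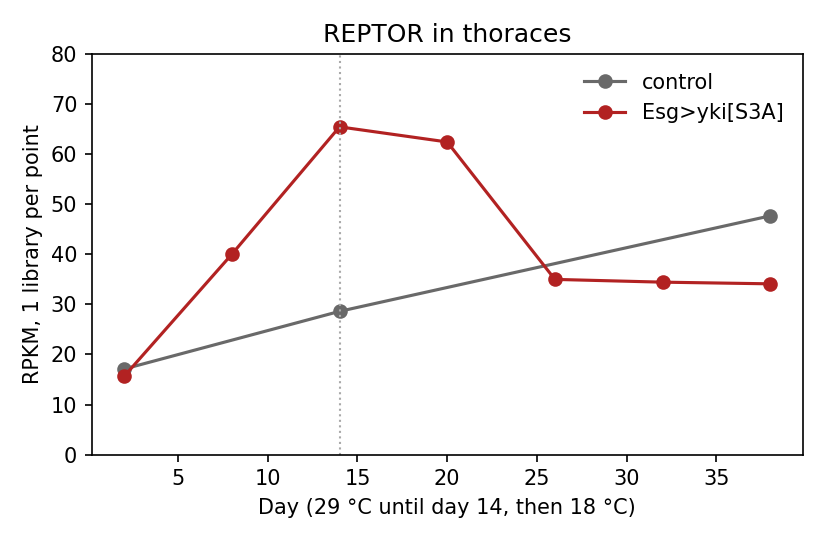
REPTOR expression in RPKM (vertical axis) by day (horizontal axis) in control (gray) and Esg>yki[S3A] thoraces (red), 1 library per point; the dotted line marks the shift from 29 to 18 °C at day 14. Esg>yki[S3A] thoraces reach 65.5 RPKM at day 14 and lie below control thoraces at day 38, at 34.1 against 47.7 RPKM.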

We focused on *REPTOR*, since it is a transcription factor regulated by TOR signaling, which was previously linked to the regulation of metabolism in *Drosophila*^28^. *REPTOR* mRNA was increased in *Esg>yki*^*[S3A]*^ thoraces at several time points after tumor induction and was restored to normal levels during the tumor “shutdown” phase (Fig. 2a, Supplementary Fig. 3i).

**Fig. 2:**
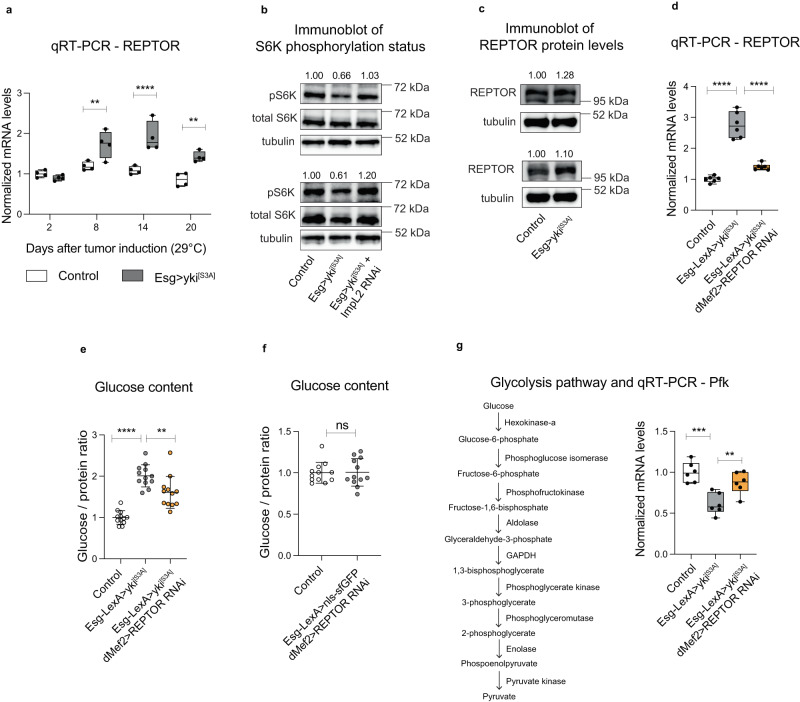
REPTOR regulates glucose metabolism in *Esg>yki*^*[S3A]*^ thoraces. **a** mRNA levels of *REPTOR* in thoraces (8 days *p* = 0.004**, 14 days *p* < 0.0001****, 20 days *p* = 0.0025**). *N* = 4 biologically independent samples, *N* = 6–10 thoraces per sample. **b**, **c** Protein levels of phosphorylated S6K (pS6K) and total S6K (**b**), or REPTOR (**c**) measured from thora**c**es after 14 days of tumor induction. *N* = 2 biologically independent samples (**b**, **c**). Results were reproduced in two (**b**) or three (**c**) independent experiments. Values indicate densitometry of bands normalized to control. **d** mRNA levels of *REPTOR* in thoraces (Ctrl vs *yki*^*[S3A]*^ *p* < 0.0001****, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* < 0.0001****). *N* = 6 biologically independent samples, *N* = 6–10 thoraces per sample. **e**, **f** Glucose content in thoraces upon *REPTOR* knockdown in muscle (**e**: Ctrl vs *yki*^*[S3A]*^ *p* < 0.0001****, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* = 0.0033**. **f**: *p* = 0.93 ns). *N* = 12 biologically independent samples, *N* = 8 thoraces per sample. Results were reproduced in three independent experiments. **g** Scheme of the glycolytic pathway and mRNA levels of Phosphofructokinase (*pfk)* in thoraces (Ctrl vs *yki*^*[S3A]*^ *p* = 0.0003***, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* = 0.0076**). *N* = 6 biologically independent samples, *N* = 6–10 thoraces per sample. Samples were analyzed after 12 days of gene induction (**d**–**g**). Data shows mean with ±SD (**e**, **f**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**a**, **d**, **g**). Values were normalized to the mean of control samples of 2 days after tumor induction (**a**) or mean of control samples (**d**–**g**). Statistical analysis was done using two-way ANOVA (**a**), one-way ANOVA with Sidak correction test for multiple comparisons (**d**, **e**, **g**), or two-tailed *t*-test with Welch’s correction (**f**). Source data are provided as a Source Data file.

REPTOR activity was previously shown to be modulated through phosphorylation by the mTOR pathway, leading to its cytoplasmic retention^28^. In conditions of low mTOR activity, REPTOR becomes active and translocates to the nucleus^28^. Given that AKT positively regulates mTOR activity^40–44^, and that *ImpL2* produced from gut *yki-*tumors reduces systemic insulin signaling^20^, we expected the activity of the mTOR pathway in *Esg>yki*^*[S3A]*^ thoraces to be reduced. Supporting this hypothesis, we detected in *Esg>yki*^*[S3A]*^ thoraces a decrease in the levels of phosphorylation of S6K (pS6K), a direct target of mTOR, whereas knockdown of *ImpL2* in *yki-*tumors restored the levels of pS6K (Fig. 2b). Taken together, these observations support the model that mTOR activity is decreased and that REPTOR activity is increased in muscles of *Esg>yki*^*[S3A]*^ thoraces. Interestingly, we only observed a marginal increase in protein levels of REPTOR in *yki*-thoraces, suggesting that post-translational modifications of REPTOR may be critical for its activity in the context of *yki-*gut tumors (Fig. 2c).

To test the role of REPTOR in regulating triglyceride and glucose content in thoraces, we decreased the expression of *REPTOR*, and therefore its activity, in muscle using *dMef-GAL4* *REPTOR-RNAi*, while inducing *yki-*tumors in the gut with the *LexA-LexAop* system. Knockdown of *REPTOR* in muscles of *Esg>yki*^*[S3A]*^ thoraces reduced the elevation of its transcript (Fig. 2d), without affecting tumor growth (Supplementary Fig. 4a). Importantly, we could not retrieve flies after 12 days of tumor induction that maintained a strong suppression of *REPTOR* expression in muscles, demonstrating the critical role of REPTOR for survival of flies with gut *yki-*tumors. Interestingly, *REPTOR* knockdown in muscles did not affect the reduction of triglyceride content in *yki-*thoraces (Supplementary Fig. 4a), indicating that, at least in the context of gut *yki-*tumors, the increased lipolysis induced by tumor-secreted factors^20,45,46^ was not dependent on increased *REPTOR* expression in muscle.

Transcriptomic analysis of *Esg>yki*^*[S3A]*^ thoraces showed a severe reduction in energy metabolism gene signatures, in particular glycolysis^20^ (Supplementary Data 1). 

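At day 14, 10 of the 11 glycolysis genes were lower in Esg>yki[S3A] than in control thoraces, or 8 with scaling to the reads on nuclear protein-coding genes, with a median log2 ratio of -1.11, at percentile 1.37 of the matched lists. Part of this is a shift of all genes: over the 8368 genes with at least 2 RPKM in either library the median was -0.36, and the lists matched to the glycolysis genes had a median of -0.53. Scaling to the reads on nuclear protein-coding genes moved the median of the set to -0.67. A scaling shifts all genes alike and cannot move the percentile. Of the 3 glycolytic enzyme genes the paper measures in Supplementary Fig. 2c, Pfk (FBgn0003071, chromosome 2R from 10109740 to 10117457) and PyK (FBgn0267385, chromosome 3R from 22367536 to 22372746) were at 19.1 and 128 RPKM in Esg>yki[S3A] and at 41.2 and 322 RPKM in control thoraces. Their log2 ratios were -1.11 (95% exact interval of the reads -1.18 to -1.04) and -1.33 (-1.366 to -1.296). The ratios of the other genes that were lower ran from -0.20 for Ald1 to -1.70 for Gapdh2, with -1.05 for Gapdh1, -1.16 for Pgi, -1.18 for Pgk, -1.04 for Tpi, -1.37 for Pglym78 and -0.43 for Eno. The other of these 3 genes, Hex-A (FBgn0001186, chromosome X from 9585675 to 9589813), was higher, at 33.2 RPKM in Esg>yki[S3A] and 25.2 RPKM in control thoraces, a log2 ratio of 0.40 (0.33 to 0.47). At day 2, 8 of the 11 genes were already lower in Esg>yki[S3A] thoraces, with a median of -0.06, among them Gapdh1 at -0.48, Tpi at -0.44 and PyK at -0.42. Less the day 2 difference, the set at day 14 no longer lay below the 2.5 percentile of the matched lists. Exons of Pgk, Ald1, Pglym78 and Eno overlap an exon of a gene on the other strand, and whether the counting used the strand is not stated.

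**Figure D3:**
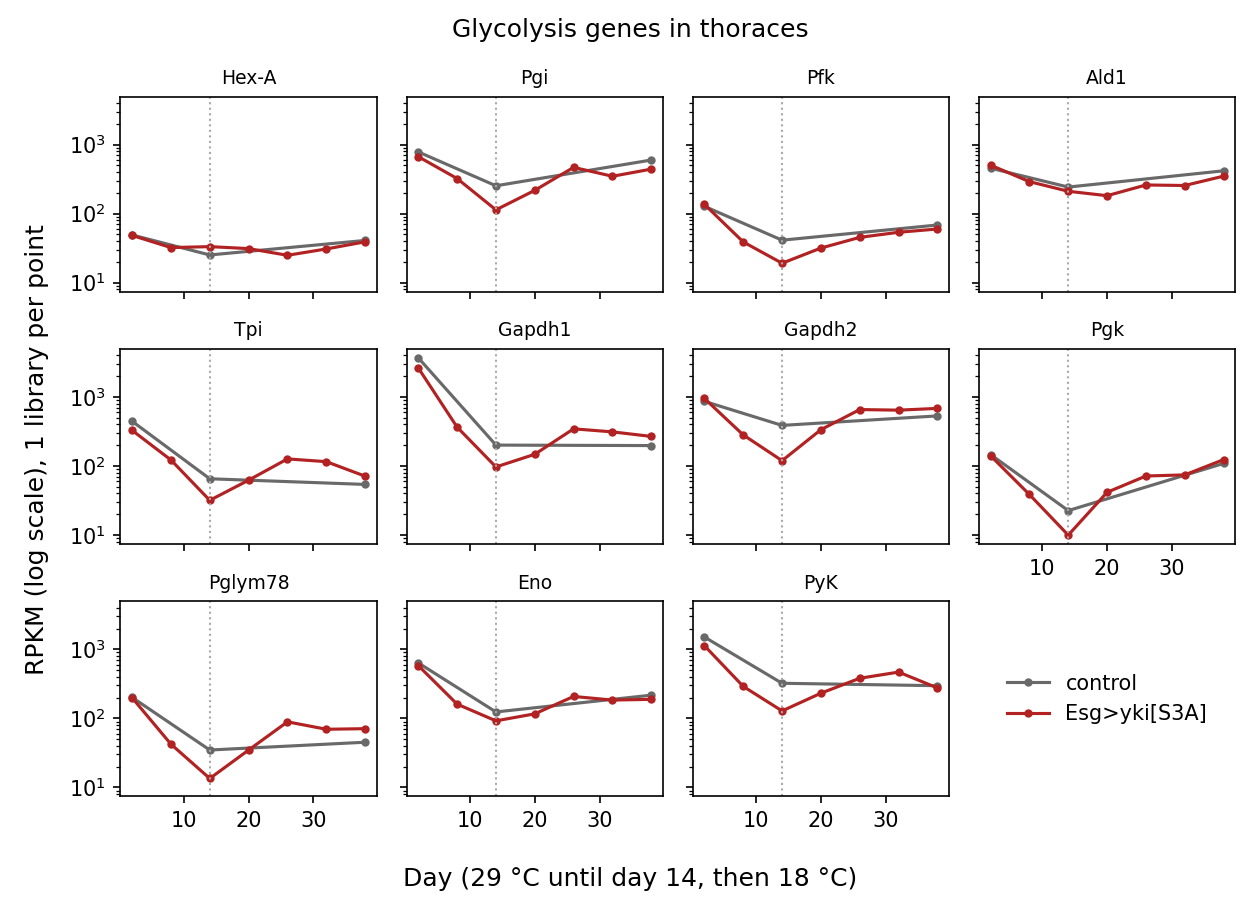
RPKM of each of the 11 glycolysis genes (vertical axis, log scale) by day (horizontal axis) in control (gray) and Esg>yki[S3A] thoraces (red), 1 library per point; the dotted line marks the shift from 29 to 18 °C. All 11 genes fall from day 2 to day 14 in both genotypes, and 10 of them, or 8 with scaling to the reads on nuclear protein-coding genes, lie lower in Esg>yki[S3A] thoraces at day 14.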

Importantly, the increase in glucose content observed in *Esg>yki*^*[S3A]*^ thoraces was significantly blunted after 12 days of tumor induction when *REPTOR* was knocked-down in muscles (Fig. 2e). Further, suppression of *REPTOR* expression in wildtype muscles did not affect glucose levels in thoraces (Fig. 2f). Associated with these results, reducing *REPTOR* expression in *Esg>yki*^*[S3A]*^ muscles fully restored the expression of *pfk* to control levels (Fig. 2g), while inducing a moderate rescue of *pyk* expression, as well as a slight increase in *hex-a* mRNA levels (Supplementary Fig. 4c). Taken together, our results suggest the involvement of REPTOR in modulating glucose metabolism in muscle of *Esg>yki*^*[S3A]*^ flies.

### REPTOR is more active in muscles of *Esg>yki*^*[S3A]*^ flies and modulates the expression of two potential direct target genes *CG42390* and *RhoGAP68F*

To demonstrate that REPTOR was indeed more active in muscles of *Esg>yki*^*[S3A]*^ thoraces, we checked for changes in expression of potential target genes of REPTOR. To discover specific targets of REPTOR in adult fly muscle, we ectopically expressed the constitutively active allele of REPTOR^28^, *REPTOR*^*[ACT]*^, in muscle and performed single nucleus RNA-seq (snRNA-seq) in dissected thoraces. Our analysis resolved a total of seventeen clusters (Fig. 3a), which were identified using annotations from the Fly Cell Atlas^47^. Of the seventeen clusters, four clusters corresponded to muscle cells, from which cluster 0 was identified as indirect flight muscle (Fig. 3b). We therefore focused our analysis exclusively on these four muscle clusters. Given that FoxO is negatively regulated by insulin signaling^48^, and shares around 40% of target genes with REPTOR^28,49^, we compared the transcriptional profile of the muscle clusters expressing *REPTOR*^*[ACT]*^ with muscle clusters expressing a constitutively active allele of *FoxO* (*FoxO* ^*[ACT]*^). This approach allowed us to pinpoint the transcriptional signature of each transcription factor and exclude common target genes. Consistent with previous results^28^, *REPTOR* and *FoxO* expression led to an enrichment of *4E-BP* in muscle clusters (Supplementary Fig. 5a–c), a known target gene of both transcription factors.

**Fig. 3:**
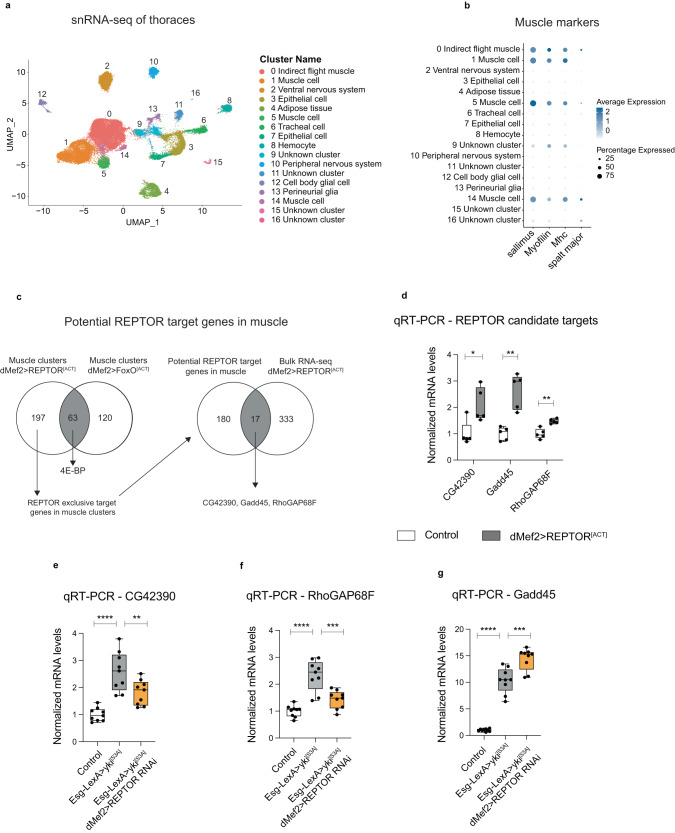
Identification of candidate target genes of REPTOR in muscle. **a** UMAP plot showing the integration of the datasets of control, *dMef2* > *REPTOR*^*[ACT]*^ and *dMef2>FoxO*^*[ACT****]***^ thoraces. **b** Dot plot representing the scaled expression of three markers of muscle tissue, *sallimus, Myofilin* and *Myosin heavy chain (Mhc)*. *Spalt major* is used as marker of indirect flight muscles^102^. **c** Schematics of the strategy to identify specific target genes of REPTOR in muscle. All four muscle clusters were included in the analysis. Seventeen genes were identified from the intersection between snRNA-seq muscle clusters and the bulk RNA-seq of *dMef2* > *REPTOR*^*[ACT]*^. Three candidate targets of REPTOR were shortlisted based on being upregulated in more than one muscle cluster and having REPTOR/REPTOR-BP DNA binding sites. **d**–**g** mRNA levels in thoraces of the candidate targets identified upon muscle-specific induction of *REPTOR*^*[ACT]*^ (*CG42390* *p* = 0.017*, *Gadd45* *p* = 0.0035**, *RhoGAP68F* *p* = 0.0027**) (**d**), or knockdown of *REPTOR* in muscle of *Esg>yki*^*[S3A]*^ flies for 12 days (*CG42390*: Ctrl vs *yki*^*[S3A]*^ *p* < 0.0001****, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* = 0.0084**. *RhoGAP68F:* Ctrl vs *yki*^*[S3A]*^ *p* < 0.0001****, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* = 0.0002***. *Gadd45:* Ctrl vs *yki*^*[S3A]*^ *p* < 0.0001****, *yki*^*[S3A]*^ vs *yki*^*[S3A]*^ *REPTOR RNAi* *p* = 0.0002***) (**e**–**g**). *N* = 5–9 biologically independent samples, *N* = 6–10 thoraces per sample. Data shows boxplots (median and quartiles) with whiskers (minimum to maximum) (**d**–**g**). Values were normalized to the mean of control samples (**d**–**g**). Statistical analysis was done by using two-tailed *t*-test with Welch’s correction (**d**), or one-way ANOVA with Sidak correction test for multiple comparisons (**e**–**g**). Source data are provided as a Source Data file.

Further analysis of gene expression changes in all four muscle clusters revealed 197 REPTOR-specific genes, 120 FoxO-specific genes and 63 common target genes (Fig. 3c, Supplementary Data 2). Next, we looked for REPTOR specific hits that could be detected by qRT-PCR in homogenized thoraces, and shortlisted seventeen genes whose expression was similarly changed in bulk RNA-seq of *dMef2* > *REPTOR*^*[ACT]*^ thoraces. (Fig. 3c, Supplementary Data 1). From these, we focused on studying three genes that were upregulated in more than one muscle cluster and had DNA binding sites for REPTOR/REPTOR-BP (Supplementary Data 2). *CG42390, RhoGAP68F* and *Gadd45* were confirmed to be upregulated in wildtype thoraces overexpressing *REPTOR*^*[ACT]*^ in muscle (Fig. 3d), but not in thoraces overexpressing *FoxoO*^*[ACT]*^ (Supplementary Fig. 5d). These genes were also increased in *Esg>yki*^*[S3A]*^ thoraces, but only *CG42390* and *RhoGAP68F* had their expression reversed when *REPTOR* was knocked-down in muscle (Fig. 3e–g), thus supporting our hypothesis that these genes may act as targets of REPTOR in muscle of the *Esg>yki*^*[S3A]*^ flies.

Given the role of ImpL2 produced by gut *yki-*tumors in modulating the mTOR pathway in thoraces, we tested whether increased insulin signaling in muscle of *Esg>yki*^*[S3A]*^ flies would reduce the expression of these potential target genes by increasing mTOR activity and repressing REPTOR. To increase insulin signaling in muscle, we overexpressed *Myr-AKT* with *dMef2-*GAL4, which led, as expected, to an increase in the pS6K/S6K ratio in *Esg>yki*^*[S3A]*^ thoraces (Supplementary Fig. 5e). In this context, the expression of the *CG42390*, but not of *RhoGAP68F*, was partially restored to control levels (Supplementary Fig. 5f, g), consistent with reduced REPTOR activity.

### Activating REPTOR in wild type muscle phenocopies the changes in glucose content and myofiber structure observed in *Esg>yki*^*[S3A]*^ flies

Gut *yki-*tumors produce multiple factors that can induce complex systemic metabolic changes^20,45,46^, making it difficult to isolate the effects of REPTOR in muscle metabolism. To study the function of REPTOR in wildtype muscles in the absence of gut *yki-*tumors, we tested whether elevating the expression of a wildtype *REPTOR*^*[WT]*^ allele with *dMef2-GAL4* would induce the same phenotypes observed in *Esg>yki*^*[S3A]*^ flies. Forced expression of *REPTOR*^*[WT]*^ increased its protein levels in muscle (Fig. 4a). However, there was no detectable increase in glucose content (Fig. 4b) and no induction of myofiber degradation (Fig. 4c), even when *REPTOR*^*[WT]*^ was expressed for 20 days (Supplementary Fig. 6a, b).

**Fig. 4:**
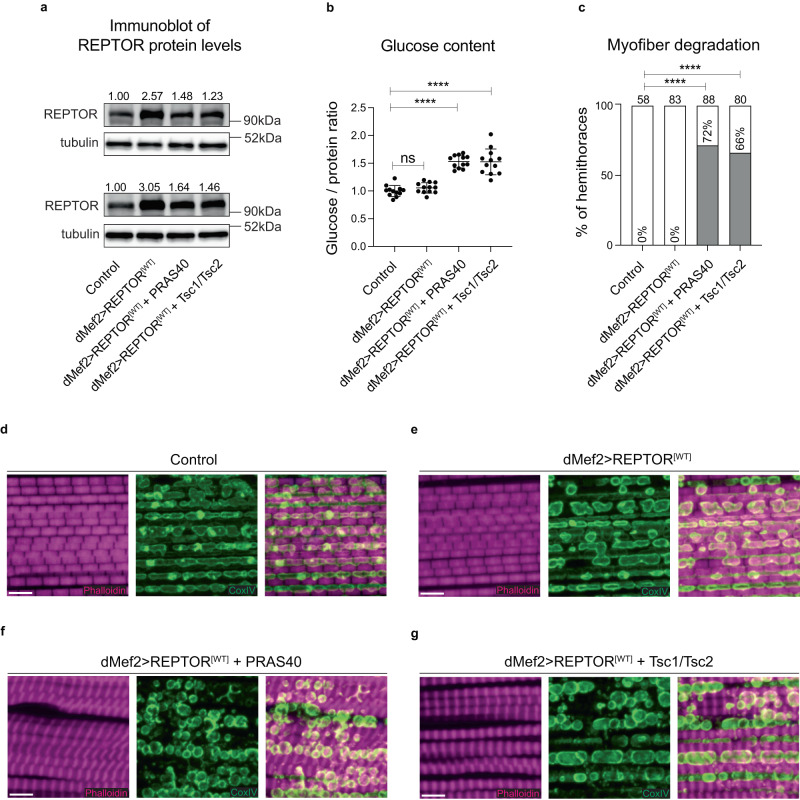
Activation of REPTOR in wildtype muscle increases glucose content and promotes myofiber degradation. **a** Protein levels of REPTOR measured from thoraces. *N* = 2 biologically independent samples. Results were reproduced in three independent experiments. Numbers indicate densitometry of bands normalized to control. **b** Glucose content in thoraces (Ctrl vs *REPTOR*^*[WT]*^ *p* = 0.74 ns, Ctrl vs *REPTOR*^*[WT]*^ + *PRAS40* *p* < 0.0001****, Ctrl vs *REPTOR*^*[WT]*^ + *Tsc1/Tsc2* *p* < 0.0001****). *N* = 12 biologically independent samples, *N* = 8 thoraces per sample. Results were reproduced in three independent experiments. **c** Percentage of thoraces showing myofiber degradation (*p* < 0.0001****). Total number of hemi-thoraces scored for each genotype is shown. **d**–**g** Immunostaining of the flight muscles of control (**d**), *REPTOR*^*[WT]*^ (**e**), or *REPTOR*^*[WT]*^ co*-*expressed with *PRAS40* (**f**) or *Tsc1/Tsc2* (**g**). Myofibrils were labelled with phalloidin (magenta) and mitochondria with CoxIV (green). Gene expression was induced for 8 days (**b**–**g**) Data shows mean with ±SD (**b**). Values were normalized to the mean of control samples (**b**). Statistical analysis was done by using one-way ANOVA with Sidak correction test for multiple comparisons (**b**), or two-tailed Fisher’s exact test with a confidence interval of 95% for pairwise comparisons between two groups (**c**). Scale bar is 5 µm in (**d**–**g**). Source data are provided as a Source Data file.

Since REPTOR is post-translationally regulated by mTOR activity^28^, we tested whether the simultaneous expression of *REPTOR* with *PRAS40* or *Tsc1/Tsc2*, two inhibitors of mTOR signaling^43,44,50^, could activate REPTOR and induce the changes in energy metabolism and myofiber degradation observed in flies bearing gut *yki-*tumors. Even though the co-expression of *REPTOR*^*[WT]*^ with *PRAS40* or *Tsc1/Tsc2* led to only a moderate increase in REPTOR protein levels, as compared with *REPTOR*^*[WT]*^ single expression (Fig. 4a), it induced a significant increase in glucose content (Fig. 4b). Moreover, 70% of thoraces exhibited myofiber degradation (Fig. 4c), with degraded myofibers displaying round-shape mitochondria like those observed in *Esg>yki*^*[S3A]*^ thoraces (Fig. 4d–g). Importantly, glucose content was unchanged and myofiber degradation absent when *Tsc1/Tsc2* or *PRAS40* was expressed in the absence of *REPTOR*^*[WT]*^ co-expression (Supplementary Fig. 6c, d). Taken together, these results indicate that sustained activity of REPTOR in muscle tissue is sufficient to collapse muscle fibers and induce alterations in glucose metabolism similar to those observed in flies with gut *yki*-tumors.

### Sustained activation of REPTOR in muscle affects energy metabolism by repressing glycolysis

Our results in muscle of both *Esg>yki*^*[S3A]*^ flies as well as wildtype flies suggest that permanent activation of REPTOR may repress glycolysis, leading over time to myofiber degradation. We therefore used the overexpression of the *REPTOR*^*[ACT]*^ allele in muscle to assess the metabolic role of activated REPTOR. As expected, the effects of *REPTOR*^*[ACT]*^ were similar to those of *REPTOR*^*[WT]*^ activation by mTOR suppression (see Fig. 4), and included an increase in thoracic glucose content, as well as severe myofiber degradation and alterations in mitochondrial morphology (Supplementary Fig. 7a, b). Notably, analysis of the glycolytic metabolites revealed that *REPTOR*^*[ACT]*^-expressing thoraces displayed a significant reduction in the levels of glucose-6-phosphate, fructose-6-phosphate, fructose-1,6-biphosphate and glyceraldehyde 3-phosphate, the first four metabolites of glycolysis (Fig. 5a). Associated with this reduction, we detected a significant decrease in the expression of the enzymes involved in these glycolytic steps, including *pfk* (Supplementary Fig. 7c). Taken together, these results strongly support that REPTOR is indeed a repressor of glycolysis in muscle tissue.

**Fig. 5:**
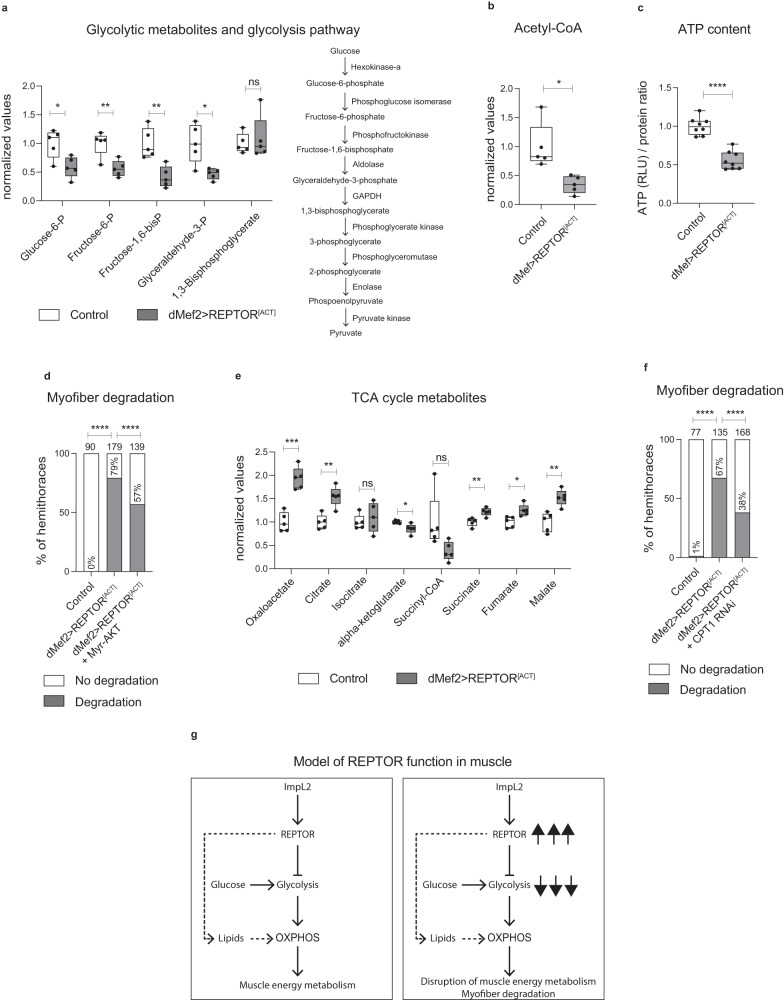
REPTOR sustained activation in muscle represses glycolysis and collapses the energy metabolism program. **a**, **b** Levels of glycolytic metabolites (Glucose-6-P *p* = 0.0196*, Fructose-6-P *p* = 0.0068**, Fructose 1,6-bisP *p* = 0.0042**, Glyceraldehyde-3-P *p* = 0.0224*, 1,3-Bisphosphoglycerate *p* = 0.66 ns) (**a**), or Acetyl-CoA (*p* = 0.0172*) (**b**) quantified by LC/MS in thoraces. *N* = 5 biologically independent samples, *N* = 45 thoraces per sample. **c** ATP content in thoraces (*p* < 0.0001****). *N* = 8 biologically independent samples, *N* = 4 thoraces per sample. Results were reproduced in three independent experiments. **d** Percentage of hemi-thoraces showing myofiber degradation (*p* < 0.0001****). Total number of hemi-thoraces scored for each genotype is shown. **e** Levels of TCA cycle metabolites quantified by LC/MS in thoraces as in (**a**, **b**) (Oxaloacetate *p* = 0.0002***, Citrate *p* = 0.0021**, Isocitrate *p* = 0.55 ns, alpha-ketoglutarate *p* = 0.0334*, Succinyl-CoA *p* = 0.075 ns, Succinate *p* = 0.0044**, Fumarate *p* = 0.0112*, Malate *p* = 0.0027**). *N* = 5 biologically independent samples, *N* = 45 thoraces per sample. **f** Percentage of hemi-thoraces showing myofiber degradation (*p* < 0.0001****). Total number of hemi-thoraces scored for each genotype is shown. **g** Model of the function of REPTOR in muscles. ImpL2 promotes *REPTOR* expression. REPTOR activity represses glucose usage in muscle, while likely promoting the use of lipids as an alternative fuel substrate. REPTOR sustained activation in muscle collapses the energy metabolism program. Data shows boxplots (median and quartiles) with whiskers (minimum to maximum) (**a**–**c**, **e**). All values were normalized to the mean of control samples (**a**–**c**, **e**). Statistical analysis was done using two-tailed *t*-test with Welch’s correction (**a**–**c**, **e**), or two-tailed Fisher’s exact test with a confidence interval of 95% for pairwise comparisons between two groups (**d**, **f**). Source data are provided as a Source Data file.

Next, we investigated the energy metabolism status of the muscle tissue. Consistent with failure of the energy metabolism system, the overexpression of *REPTOR*^*[ACT]*^ caused a severe reduction in the levels of Acetyl-CoA and ATP content (Fig. 5b, c). Gene set enrichment analysis of RNA-seq from thoraces with sustained expression of *REPTOR*^*[ACT]*^ in muscles showed a downregulation of genes involved in energy metabolism, in particular glycolysis, but also oxidative phosphorylation and genes encoding mitochondrial proteins (Supplementary Data 1). These results reflect a similar effect to that observed both in the transcriptional profile of the *Esg>yki*^*[S3A]*^ thoraces^20^ (Supplementary Data 1), and on the reduction of ATP content (see Supplementary Fig. 2d). 

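In Esg>yki[S3A] thoraces at day 14, 76 of the 79 nuclear genes of oxidative phosphorylation with a read were lower than in control thoraces, or 65 with scaling to nuclear protein-coding reads, with a median log2 ratio of -0.86, at percentile 0.09 of matched lists, whose median was -0.53. Measured as the day 14 difference less the day 2 difference, the median was -0.63, at percentile 3.00. The 73 genes of the mitochondrial ribosome had a median of -0.999, below all 10000 matched lists, with 69 of the 72 that had a read lower, or 60 under that scaling. All 15 TCA cycle genes were lower, or 11 under that scaling, with a median of -0.72, at percentile 21.2 of matched lists, so this set did not stand apart from genes of the same expression. Citrate synthase (kdn) had a log2 ratio of -0.18 and SdhB of -1.35. Of the genes of the mitochondrial genome, chosen here after their values were seen, mt:CoI was 0.84 higher and mt:ND1 0.90 higher in Esg>yki[S3A] than in control thoraces at day 14, and mt:CoI alone held 25.4% of the reads on genes against 14.1%. Flight muscle genes had a median of -0.83, at percentile 10.2, with -1.86 for Mhc and -3.97 for Act88F (FBgn0000047, chromosome 3R from 15439969 to 15442177).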

Importantly, the co-expression of *Myr-AKT* with *REPTOR*^*[ACT]*^ slightly improved the muscle degradation (Fig. 5d). Since a major effect of AKT activation is to stimulate glycolysis^39,51^, this result suggests that changes in glucose utilization are at least partially responsible for the deleterious effect of prolonged REPTOR activation in muscle. Thus, our observations imply that sustained activation of REPTOR in muscle is pathological and leads to a detrimental metabolic state that associates repression of glycolysis to energy metabolism collapse and muscle degradation.

In mammals, lipids can be used as an alternative substrate to produce energy in settings in which glucose usage is reduced such as nutritional restriction^5^. Nevertheless, it is unclear whether *Drosophila* flight muscles can rely extensively on lipid utilization^29^. Given that *REPTOR* activation in muscle promoted a moderate reduction in triglyceride content (Supplementary Fig. 7d), it is possible that the suppressive effect of REPTOR on glycolysis permits an elevated use of lipids. Contrasting with the pathway enrichment analysis showing a downregulation of genes involved in oxidative phosphorylation (Supplementary Data 1), LC/MS analysis of *REPTOR*^*[ACT]*^-expressing thoraces revealed a significant elevation in several of the TCA cycle metabolites, which may suggest a stimulation of the TCA cycle (Fig. 5e). Importantly, the myofiber degradation induced by sustained REPTOR activation in muscle was ameliorated when the *CPT1* fatty acid transporter was simultaneously knocked-down in muscle tissue (Fig. 5f). These observations suggest that the collapse of the muscle fibers might be due, in part, to changes in fatty acid import to mitochondria. Thus, our results are suggestive of *REPTOR* working as regulator of energy metabolism by strongly suppressing glycolysis while potentially promoting the use of lipids as another fuel substrate (Fig. 5g).

### *FoxO*^*[ACT]*^ overexpression in muscle does not phenocopy the overexpression of *REPTOR*^*[ACT]*^

The systemic metabolic phenotypes in peripheral tissues of *Esg>yki*^*[S3A]*^ flies are mediated by ImpL2 produced by the gut *yki-*tumors and associate with systemic reduction of insulin signaling^20^. Consistent with previous results^20^, *ImpL2* suppression in gut *yki-*tumors improved the reduction in triglyceride content^20^, and also ameliorated the glucose content increase and the myofiber degradation observed in *Esg>yki*^*[S3A]*^ thoraces (Supplementary Fig. 8a–c). Thus, these results indicate that tumor-derived *ImpL2* plays a major role in the two phenotypes associated with sustained REPTOR activation in muscle.

FoxO activity as a transcription factor is repressed by insulin signaling^48^, and shares multiple target genes with REPTOR^28,49^. It has also been shown to increase proteolysis in flight muscles^52,53^. We therefore investigated whether FoxO could have a redundant role with REPTOR in driving the muscle metabolic phenotypes observed in *Esg>yki*^*[S3A]*^ flies. First, we examined whether FoxO was more active in the muscle of flies bearing gut *yki-*tumors. To do so, we used the snRNA-seq analysis (see Fig. 3) to identify potential FoxO target genes that were not regulated by REPTOR, and which could be used as proxy for FoxO activity in muscle (Supplementary Fig. 8d). Three such targets, *CG10383, l(1)G0469* and *CG1673*, were increased in wildtype thoraces when *FoxO*^*[ACT]*^ was overexpressed in muscle, but not with *REPTOR*^*[ACT]*^ overexpression (Supplementary Fig. 8e, f). Importantly, the mRNA levels of these genes was similarly increased in *Esg>yki*^*[S3A]*^ thoraces, whereas elevating insulin signaling in the muscle of *Esg>yki*^*[S3A]*^ flies significantly restored the expression of *CG10383* and *l(1)G0469* (Supplementary Fig. 8g). Thus, these observations suggest that FoxO activity may be elevated in muscle of *Esg>yki*^*[S3A]*^ flies.

Next, we tested whether overexpression of *FoxO*^*[ACT]*^ in wildtype muscle could induce the same phenotypes than *REPTOR*^*[ACT]*^. However, this genetic manipulation did not have a substantial effect on myofiber degradation or in glucose content, even after 20 days of induction (Supplementary Fig. 8h, i). Altogether, these results indicate that REPTOR sustained activity in muscle, but not FoxO, is the main driver of the muscle metabolic phenotypes in *Esg>yki*^*[S3A]*^ flies.

### Systemic reduction of insulin signaling upregulates *REPTOR* in wildtype flies

Insulin signaling orchestrates pathways to regulate glucose metabolism in muscle tissue in response to changes in nutritional status^54^. Given the opposite roles of insulin signaling and REPTOR in regulating glucose metabolism in muscle, we investigated whether *REPTOR* transcription could be modulated by changes in insulin signaling status. In *Esg>yki*^*[S3A]*^ thoraces, a setting of reduced insulin signaling, *REPTOR* expression was enhanced by tumor-derived ImpL2 (Supplementary Fig. 9a). However, increasing insulin signaling by expression of *Myr-AKT* specifically in the muscle of these flies failed to strongly suppress the upregulation of *REPTOR* (Supplementary Fig. 9b). These observations suggest that additional systemic effects of ImpL2, on multiple tissues and/or on other signaling pathways, are necessary for its effect on *REPTOR* expression. Consistent with this idea, reducing insulin signaling specifically in muscle of wildtype flies, by overexpressing *p60*, a strong inhibitor of insulin signaling^55^, was not sufficient to elevate the levels of *REPTOR* in thoraces (Supplementary Fig. 9c). Likewise, this genetic manipulation did not promote myofiber degradation or elevated glucose content in thoraces (Supplementary Fig. 9d, e).

The pathophysiological nature of the *Esg>yki*^*[S3A]*^ flies prompted us to investigate the link between insulin signaling and REPTOR in wildtype flies instead. *ImpL2* is involved in reducing systemic insulin signaling during nutritional restriction^26,27^, a setting in which glucose usage is reduced. We observed that after a short period of starvation, *REPTOR* expression was induced in thoraces (Supplementary Fig. 9f). Interestingly, *pfk* expression in starved flies was increased when *REPTOR* was suppressed in muscles, indicating that REPTOR suppresses *pfk* in a context of decreased glucose usage (Supplementary Fig. 9g). Supporting the association between nutritional restriction and *REPTOR* expression, systemic reduction of insulin signaling in a tumor-free setting through ectopic expression of *ImpL2* in normal guts, also led to an upregulation of *REPTOR* in thoraces (Supplementary Fig. 9h). Importantly, in wildtype flies, ectopic expression of *ImpL2* in guts was not sufficient to promote myofiber degradation or alter glucose content (Supplementary Fig. 9i, j). Nevertheless, these results indicate that *REPTOR* expression is induced by changes in the nutritional status of an organism that are associated with reduced glucose utilization.

### CREBRF, the mammalian ortholog of REPTOR, drives a shift from glycolysis to oxidative metabolism in mouse myotubes

To assess the evolutionary conservation of REPTOR function in the regulation of muscle metabolism, we examined CREBRF, the mammalian ortholog of REPTOR. The human CREBRF protein shares 16% identity and 25% similarity with REPTOR, although the REPTOR residues phosphorylated by mTOR (S527 and S530) do not appear to be conserved in CREBRF. Nevertheless, *Crebrf* expression has been reported to increase upon mTOR inhibition, and its forced expression protects against starvation in cultured adipocytes, suggesting that its activity may be responsive to nutrient availability^56,57^. Moreover, a *Crebrf* coding polymorphism associated with obesity in the Samoan population has the strongest effect on BMI of any common obesity-risk variant^57^.

We first examined the regulation of the endogenous *Crebrf* gene. In mice, *Crebrf* transcript was increased in muscle upon fasting and suppressed upon refeeding, confirming its regulation by nutritional availability (Fig. 6a). *Crebrf* elevation in muscle was also associated with cancer anorexia cachexia syndrome in a mouse genetic model of non-small cell lung cancer (Supplementary Fig. 10a)^58^. In C2C12 mouse myotubes in vitro, *Crebrf* was increased upon the stress of nutrient withdrawal (Fig. 6b), whereas it was decreased by insulin signaling (Fig. 6c).

**Fig. 6:**
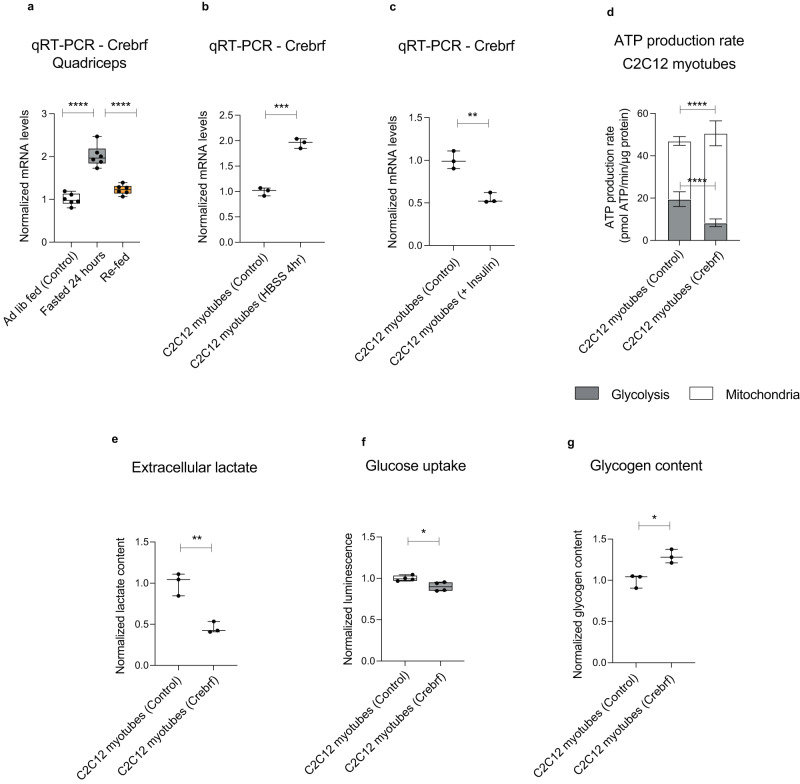
CREBRF represses glycolysis and promotes oxidative metabolism in mammalian myotubes. **a**–**c** *Crebrf* mRNA levels in: mouse quadriceps muscle upon *ad libitum* feeding, 24 h fast or 4 h re-feeding (Ctrl vs Fasted *p* < 0.0001****, Fasted vs Re-fed *p* < 0.0001****) (**a**), C2C12 myotubes incubated in HBSS for 4 h (*p* = 0.0002***) (**b**) or C2C12 myotubes treated with insulin (100 nM) (*p* = 0.006**) (**c**). *N* = 3–6 biologically independent samples. **d** ATP production rate contributed by glycolysis and mitochondrial respiration in C2C12 myotubes upon adenoviral expression of *Crebrf*. (Glycolysis *p* < 0.0001****, Mitochondria *p* < 0.0001****). Values for glycolysis and mitochondrial respiration were calculated from *N* = 10 biologically independent bioanalyzer wells for each condition. **e** Secreted lactate measurement in media conditioned by C2C12 myotubes expressing *Crebrf* (*p* = 0.0092**). **f** Glucose uptake in myotubes expressing *Crebrf* (*p* = 0.027*). **g** Glycogen content in myotubes expressing *Crebrf* (*p* = 0.0125*). *N* = 3–4 biologically independent samples (**e**–**g**). Results were reproduced in two independent experiments (**b**–**g**). Data shows mean with ±SD (**d**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**a**–**c**, **e**–**g**). All values were normalized to the average of control samples (**a**–**c**, **e**–**g**). Statistical analysis was done using one-way ANOVA with Sidak correction test for multiple comparisons (**a**), or two-tailed *t*-test with Welch’s correction (**b**–**g**). Source data are provided as a Source Data file.

Next, we examined the effects of forced *Crebrf* expression on energy metabolism in myotubes. We transduced C2C12 myotubes with adenovirus encoding *Crebrf* and measured the relative contributions of mitochondrial respiration and glycolysis to overall cellular ATP production. In control cells, glycolysis and mitochondrial respiration each contributed approximately half of the cellular ATP production. In contrast, myotubes expressing *Crebrf* showed a substantial shift away from glycolysis: their absolute rate of glycolytic ATP production decreased by 60%, alongside a concomitant 40% increase in the absolute rate of mitochondrial ATP production (Fig. 6d). This effect was independent of the energy substrates available to myotubes, as it was observed not only in the presence of glucose, pyruvate, and glutamine but also in media lacking all three of these components (Supplementary Fig. 10b). As expected, lactate production was halved in myotubes expressing *Crebrf*, consistent with their reduced glycolytic ATP production (Fig. 6e). These cells also exhibited reduced glucose uptake and increased glycogen content (Fig. 6f, g), further suggestive of reduced glycolytic flux. In an independent model of myotubes derived from primary mouse myoblasts, *Crebrf* caused similar metabolic changes: a 60% reduction in glycolytic ATP production alongside reduced lactate production, reduced glucose uptake, and mildly increased cellular glycogen (Supplementary Fig. 10c–f).

Given the role of CREBRF in transcriptional regulation, we next used RNA sequencing to assess the gene expression changes associated with the altered energy metabolism of C2C12 myotubes expressing *Crebrf*. Unbiased gene set enrichment analysis revealed oxidative phosphorylation metabolism as the top upregulated term, whereas the top downregulated terms were interferon response, TNFα signaling, and hypoxia (Supplementary Fig. 10g). Moreover, the glycolysis gene set itself was significantly decreased (Supplementary Fig. 10h). The concerted upregulation of mRNAs encoding many mitochondrial proteins suggested a change in activity of an upstream regulator. Indeed, the protein levels of PGC1α, a transcriptional co-activator sufficient to drive mitochondrial biogenesis, were increased in cells expressing *Crebrf*, as were mRNA levels of known PGC1α target genes (Supplementary Fig. 10i, j, Supplementary Data 1). Together, these results suggest that *Crebrf* drives gene expression changes that favor mitochondrial respiration over glycolysis in myotubes.

## Discussion

Dynamic regulation of glycolysis and oxidative phosphorylation in energy metabolism is critical for adaptation to changes in nutritional availability, and disruption of this flexibility is often associated with metabolic diseases, such as obesity and insulin resistance^7–9^, or in cancer patients^17^. Using a model of gut *yki-*tumors in *Drosophila* that shows signs of impaired energy metabolism and muscle degeneration^20^, we identify REPTOR as a key player in driving the muscle metabolic phenotypes described in these flies. We provide evidence that in the pathophysiological context of tumors, REPTOR is more active in muscle and disrupts glucose metabolism. We uncouple the effect of REPTOR from the context of gut *yki*-tumors and demonstrate that in wildtype flies, sustained activation of REPTOR in muscle represses glycolysis and induces muscle degradation. We uncover that CREBRF, the mammalian ortholog of REPTOR, is also a potent repressor of glycolysis in mouse myotubes. We propose that REPTOR and CREBRF act as regulators of metabolic adaption to nutrient availability in muscle by repressing glucose utilization, thereby allowing, directly or indirectly, the use of distinct fuel sources such as lipids.

Flight muscles across multiple species of insects use predominantly aerobic glycolysis and oxidative phosphorylation to produce ATP^30–33^. In *Drosophila*, carbohydrates, in particular glucose, are the most efficient energy source to power flight^29^. Permanent activation of REPTOR in muscle, as in flies bearing gut *yki-*tumors or in flies with forced expression of *REPTOR*^*[ACT]*^, eventually led to the collapse of the energy metabolism program with reduced ATP content in thoraces and muscle degradation. Disruption of glycolysis affects the wing beat or flight ability in *Drosophila*^59,60^. Consistent with these observations, sustained REPTOR activity in muscles induced a sharp reduction in the levels of glycolytic metabolites. Conversely, the expression of *Myr-AKT* in muscle improved the myofiber degradation observed in *Esg>yki*^*[S3A]*^ flies or associated with *REPTOR*^*[ACT]*^ expression. Although AKT affects multiple targets^51^, one of its major functions is the stimulation of glycolysis^39^, suggesting that re-activation of glycolysis can counteract the deleterious effect of REPTOR permanent activation in muscle. Nevertheless, in a pathophysiological context of gut *yki*-tumors, sustained REPTOR activity in *Drosophila* muscles might be adaptive, serving as a systemic response that limits glucose use in muscle to prioritize its availability to other organs that rely on glucose, such as the nervous system^61^.

Disruption of insulin signaling is often observed in cancer and impairs glucose metabolism^14^. Our results place REPTOR under the control of ImpL2, a secreted factor from gut *yki-*tumors that reduces systemic insulin signaling. In *Esg>yki*^*[S3A]*^ flies, ImpL2-derived from tumors is linked to transcriptional upregulation of REPTOR in thoraces, as well as to increased glucose content and muscle degradation, two phenotypes induced by sustained activity of REPTOR in muscle. Nevertheless, in wildtype flies, systemic reduction of insulin signaling or muscle-specific decrease in mTOR pathway activity did not phenocopy the effect of *REPTOR*^*[ACT]*^ overexpression. These observations reflect the complexity of the *Esg>yki*^*[S3A]*^ flies, in which multiple molecules are being secreted by the gut *yki-*tumors (i.e., ImpL2, Pvf1, Upd3) that can induce signaling pathways systemically^45,46^, and may additionally affect REPTOR activity, besides the mTOR-mediated post-translational regulation.

Systemic reduction of insulin signaling in wildtype flies upregulated *REPTOR* in thoraces, whereas muscle-specific reduction of insulin signaling did not. It is possible that ImpL2 modulates *REPTOR* expression by reducing insulin signaling in other peripheral tissues associated with metabolic regulation. One such tissue may be the fat body, where lipolysis is regulated by insulin signaling^62,63^. Supporting this notion, lipolysis is increased in flies with gut *yk*i-tumors^20^ or under nutritional restriction^62^, both conditions in which *REPTOR* is transcriptionally induced. Thus, REPTOR regulation by insulin signaling may be an adaptive, and likely temporary, response to changes in nutrient availability, to prevent glucose usage in muscle while promoting a switch to other available energy substrates. However, in disease conditions such as the gut *yki-*tumors, permanent activation of REPTOR caused by systemic dysregulation of insulin signaling becomes pathological to the muscle.

Human genetics suggested a metabolic role for CREBRF in the control of cellular energy utilization^57^. A coding polymorphism of CREBRF (R457Q) is common among Pacific populations and has been identified as one of the strongest known variants linked to obesity^57^. Our results provide a global view of gene expression programs regulated by CREBRF and demonstrate that increased levels of CREBRF favor mitochondrial oxidative metabolism in vitro. This shift is achieved in part through repression of glycolysis, resulting in a switch towards mitochondrial respiration that is accompanied by an increase in the oxidative phosphorylation gene expression program. The fact that CREBRF and REPTOR can repress glycolysis in muscle may enable the use of alternative energy substrates to fuel oxidative phosphorylation, like lipids, allowing an adaptation to settings of unfavorable nutrient availability. Consistent with this, our results in mice show that *Crebrf* levels increase in muscle under nutritional restriction—a setting in which fatty acid oxidation is increased and glucose usage reduced—and return to control levels after re-feeding. REPTOR showed a similar transcriptional upregulation in starved flies.

Mouse modes of cachexia demonstrated that excessive lipolysis or fatty acid oxidation can contribute to alterations of muscle metabolism and muscle atrophy^64–67^. Glycolytic myofibers are more severely affected in cachexia, contrasting with oxidative muscle fibers that are more resistant to wasting^58^. In this context, the activity of glycolytic enzymes is reduced in glycolytic muscle fibers, as is glucose oxidation^58^. The increase in *Crebrf* observed in the gastrocnemius, a predominantly glycolytic muscle, of cachectic mice may contribute to this phenomenon. Whether CREBRF ultimately contributes to muscle wasting or protection remains to be determined, and may depend on the type of myofiber involved and the nature of the other mitochondrial fuel sources available to the muscle.

Disruption of the adaptive capacity of muscle tissue to switch between lipids and glucose oxidation has been proposed to cause a metabolic gridlock in mitochondria that disrupts energy metabolism^68^. In insects, locusts can use lipids to sustain long-term flight^69–71^, but it is not clear what role lipids play in powering muscles of *Drosophila*^29^. Flies maintained on a high-fat diet were shown to have impaired mitochondria respiration and lower ATP content in thoraces^72^. Consistent with these observations, repressing the fatty acid importer *CPT1* in a setting of sustained REPTOR activity reduced the percentage of flies showing myofiber degradation. These results suggest that alterations in the flux of fatty acid import to mitochondria of flight muscles may be linked to their collapse. In mammals, changes in fatty acid oxidation in heart muscle have been implicated in the cardiac function in heart failure and ischemic heart disease^73^. Our results thus provide molecular insight into the adaption of muscle tissue to changes in nutrient availability.

## Methods

### *Drosophila* stocks

Bloomington *Drosophila* Stock Center (BDSC): *esg.LexA::GAD* (*P{ST.lexA::HG}SJH-1*, 66632). *UAS-p60* (*P{UAS-Pi3K21B.HA}2*, 25899). *UAS-Myr-Akt* (*P{UAS-myr-Akt.ΔPH}3*, 80935). *tub-GAL80*^*[TS]*^ (P{tubP-GAL80[ts]}10, 7108. P{tubP-GAL80ts}7, 7018). *UAS-CPT1 RNAi (P{y[+t7.7] v[+t1.8]=TRiP.HMS00040}attP2, 34066)*. National Institute of Genetics Stock Center (NIG): *UAS-ImpL2-RNAi* (15009R-3)*. UAS-REPTOR-RNAi* (13624R-3). Vienna *Drosophila* Research Center (VDRC): *Act88f::GFP* (PBac{fTRG10028.sfGFP-FT} v318362). Laboratory stocks: *w*^*[1118]*^*. tub-GAL80*^*[ts]*^, *dmef2-GAL4. tub-GAL80*^*[ts]*^*; lpp-GAL4. esg-GAL4, UAS-GFP*, *tub*-*GAL80*^*[ts]*^^74^. *UAS-yki*^*[S3A]*^^75^. *UAS-s.ImpL2*^27^. UAS-*Tsc1/Tsc2*^76^. *UAS-Transtimer*^77^. The stock *UAS-Empty*^*[VK33]*^ (3^rd^ chromosome) was a gift from Hugo Bellen laboratory. The stocks *UAS-REPTOR*^*[ACT]*^^28^ and *UAS.PRAS40*^78^ were a gift from Aurelio Teleman. The stocks *UAS-HA-FoxO*^*[ACT]*^*, UAS-REPTOR*^*[WT]*^, *LexAop-nls-sfGFP* and *LexAop-yki*^*[S3A]*^*-sfGFP* were made in this work.

### Crosses

Flies were kept on standard cornmeal fly food supplemented with agar and yeast. Around 20 virgin females were used per cross and each cross was kept at 18 °C under similar conditions of food. Bottles were flipped every 4–6 days. For gut *yki*-tumors, male flies were collected every 24–48 h and then incubated at 29 °C (*GAL4*) or 27 °C (*LexAop*) for induction of *yki*^*[S3A]*^ expression in the gut. For muscle-specific expression (*dMef2-GAL4*), adult males were collected every 48–72 h, kept at 18 °C for an additional 4–5 days and then incubated at 29 °C to induce gene expression. Muscle-specific overexpression was done for 4 days unless stated otherwise. Up to 20 males were kept in each vial to avoid overcrowding. Vials at 29 °C were flipped every 2–3 days. For a list of *Drosophila* genotypes used for each figure see Supplementary Data 3.

### Nutritional restriction

Adult males were collected every 48 h, kept for 5 days at 18 °C and then incubated at 29 °C for 24 h to induce gene expression prior to starvation. Flies were then transferred to vials with agarose 0.8% supplemented with 2% sucrose (Fisher Scientific) and maintained at 29 °C for 3 days.

### DNA and plasmids

PCR amplification of DNA from plasmids or fly genomic DNA was done using Phusion polymerase (NEB—M0530). Digestion of plasmids with restriction enzymes was done at 37 °C for 2–3 h. Linearized plasmids and PCR fragments were gel purified using QIAquick columns (QIAGEN – 28115). PCR fragments and plasmid backbones were assembled using Gibson assembly (NEB—E2611). For Gateway cloning, Gateway-compatible expression and entry vectors were recombined using LR Clonase II (Thermo Fisher Scientific – 11791020). Plasmid DNA was extracted from bacterial cultures using a QIAprep Spin Miniprep Kit (QIAGEN – 27104) and Sanger sequenced at the Dana-Farber/Harvard Cancer Center DNA Resource Core or Genewiz.

### Generation of the *LexAop-nls-sfGFP and LexAop-yki*^*[S3A]*^*-sfGFP* fly stocks

The nuclear superfolder GFP^79^ (*nls-sfGFP)* construct was amplified from a *T2A-sfGFP* plasmid kindly provided by Justin Bosch (unpublished) with the following oligos: forward primer “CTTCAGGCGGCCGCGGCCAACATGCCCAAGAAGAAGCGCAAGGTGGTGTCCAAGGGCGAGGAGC” and reverse primer “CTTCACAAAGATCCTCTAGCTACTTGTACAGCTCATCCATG”. The *yki*^*[S3A]*^ sequence was amplified from genomic DNA of *UAS-yki*^*[S3A]*^ flies^75^ using as forward primer “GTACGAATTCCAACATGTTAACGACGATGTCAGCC” and the reverse primer “ATATGCGGCCGCTCACGTAGAATCGAGAC” that includes a homologous sequence to the V5-tag present in the *yki*^*[S3A]*^ transgene^75^. The *yki*^*[S3A]*^ PCR fragment was cloned in frame with *sfGFP* (Justin Bosch—unpublished). The *yki*^*[S3A]*^*-sfGFP* fragment was amplified using the following oligos: forward primer “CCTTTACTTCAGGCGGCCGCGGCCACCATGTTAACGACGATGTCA” and reverse primer “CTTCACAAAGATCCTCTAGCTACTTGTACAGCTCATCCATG”. The *nls-sfGFP* and *yki*^*[S3A]*^*-sfGFP* PCR products were then cloned by Gibson assembly in the backbone of the pJFRC19-*13XLexAop2-IVS-myr::GFP* plasmid (Addgene – 26224) previously digested with XbaI and XhoI to remove the *myr::GFP* sequence. Final plasmids were injected in fly embryos of the stock *yw; nos-Cas9 attP40* for targeted insertion in the second chromosome.

### Generation of *UAS-HA-FoxO*^*[ACT]*^ line

The complete cDNA of *dFOXO* was obtained from the BDGP collection, clone LD19191 (accession no. AF426831), and subcloned into a gateway entry vector using the following oligo sequences: forward primer “CACCATGATGGACGGCTACGCGCAGGAATG” and reverse primer “CTAGTGCACCCAGGATGGTGGCGAGGTCAC”. The Akt phosphorylation sites in *dFOXO* were mutated to T44E, S190E, and S259E using the oligos sequences: forward/reverse primers “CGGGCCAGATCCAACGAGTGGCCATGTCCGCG”/ “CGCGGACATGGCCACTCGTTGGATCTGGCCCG” for T44E; “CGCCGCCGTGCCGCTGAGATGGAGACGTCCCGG”/ “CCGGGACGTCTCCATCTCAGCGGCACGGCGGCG” for S190E; and “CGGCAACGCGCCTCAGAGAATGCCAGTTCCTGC”/ “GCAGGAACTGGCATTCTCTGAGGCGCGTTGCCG” for the S259E position, according to the manufacturer’s procedure for the multisite mutagenesis kit (Invitrogen). The resulting construct was cloned into the *pHWUASt* destination vector from the *Drosophila* Gateway Vector collection to generate a N-terminal HA-tagged *FoxO*. Transgenic flies were obtained by injecting the construct into *w*^*-*^ recipients (Bestgene).

### Generation of the *REPTOR*^*[WT]*^ allele

To generate a *REPTOR*^*[WT]*^, the sequence of *REPTOR* was amplified from genomic DNA of w^*[1118]*^ flies using the following oligos: forward primer “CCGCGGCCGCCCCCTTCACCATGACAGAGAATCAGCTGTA” and reverse primer “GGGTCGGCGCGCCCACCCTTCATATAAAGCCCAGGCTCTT” and then cloned in a gateway-compatible vector by Gibson assembly reaction. The gene was then cloned in a *pBID-UAS-C* plasmid^80^ using gateway cloning. Final plasmids were injected in fly embryos of the stock *yw; nos-Cas9 attP40* for targeted insertion in the second chromosome.

### Protein, triglyceride and glucose colorimetric measurements

Quantifications were done by adapting a published protocol^81^. Five or six biological replicates were collected from each cross at the designated time point. For each biological sample, eight thoraces were dissected in PBS by clipping the wings and the head, separating the abdomen from the thorax, and making sure the entire gut was removed. Dissected thoraces were immediately frozen on dry ice and stored at −80 °C until collections were finished. Samples were placed in an Abgene 96 Well 1.2 mL Polypropylene Deepwell Storage Plates (Thermo Fisher Scientific—AB0564) with 200 ul of ice-chilled PBS with 0.05% Triton-X-100 (Sigma) and Zirconium Oxide Beads, 1.0 mm, 1 Lb. (Next Advance Lab Products—ZROB10). Homogenization was done using a TissueLyser II homogenizer (QIAGEN), 2–3 times per 30 s with an oscillation frequency of 30 Hz/s. Plates were then centrifuged for 1 min at 3197 g to spin down debris and the homogenate was immediately used to quantify glucose and protein. For triglycerides, an additional step of heat treatment for 10 min at 75 °C was performed. Quantifications were done using a SpectraMax Paradigm Multi-mode microplate reader (Molecular Devices). For protein measurements, 5 µl of homogenate was diluted in 20 µl of PBS, mixed with 200 µl of BCA Protein Assay Kit (Pierce BCA Protein Assay Kit), and incubated for 30 min at 37 °C with gentle shaking in 96-well Microplates (Greiner Bio-One). Glucose was measured by mixing 10 µl of homogenate in 100 µl of Infinity Glucose Hexokinase Reagent (Thermo Fisher Scientific—TR15421), followed by incubation for 30 min at 37 °C in 96-well Microplates UV-Star (Greiner Bio-One – 655801) with gentle shaking. For triglyceride measurements, 20 µl of homogenate were used in 150 µl of Triglycerides Reagent (Thermo Fisher Scientific—TR22421) and incubated for 10 min at 37 °C in 96-well Microplates (Greiner Bio-One) with gentle shaking. Values were determined from standard curves of five serial dilutions (1:1) of BSA (Pierce BCA Protein Assay Kit), Glycerol standard solution (Sigma) or Glucose standard solution (Sigma).

### RNA extraction and qRT-PCR

*Drosophila* thoraces and guts: thoraces were dissected as described above. Five to ten thoraces and six to ten guts were collected per sample. Samples were homogenized in TRIzol reagent (Ambion) and mixed vigorously with Chloroform (Fisher) for phase separation. The collected supernatant was processed on Direct-zol RNA MicroPrep columns (Zymo Research) according to the manufacturer instructions. Eluted RNA was treated with TURBO DNA-free Kit (Ambion) and cleaned up again with the Direct-zol RNA MicroPrep columns. Reverse transcription was done by using iScript cDNA Synthesis Kit (Bio-Rad). qRT-PCR was done in a CFX96 Real-Time System (Bio-Rad) using iQ SYBR Green Supermix (Bio-Rad). Relative mRNA levels were calculated using the ΔΔCt method. For thoraces, values were normalized to the housekeeping gene *a-tubulin* or *rp49*. For guts, mRNA levels were normalized to *rp49*. Mouse C2C12 myotubes: Total RNA from myotubes was extracted by homogenizing samples in TRIzol followed by purification using RNeasy Mini spin columns (QIAGEN). Reverse transcription was performed using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). qRT-PCR was done in a ABI PRISM 7900HT Real-Time PCR system (Applied Biosystems) using SYBR Green Supermix 2× qPCR master mix (Promega). Relative mRNA levels were normalized to *Tbp* mRNA and calculated using the ΔΔCt method. All primer sequences are listed in Supplementary Table 1.

### RNA-seq

*Drosophila* sample collection: For the time-course RNA-seq experiment, three time points were chosen for sample collection. Flies were incubated at 29 °C to induce gut *yki-*tumors, and thoraces were collected at 2 days and 14 days after tumor induction. For the tumor “shutdown” phase, after a period of tumor induction of 14 days, flies were shifted back to 18 °C and kept for an additional 24 days before thoraces were collected. For the *REPTOR*^*[ACT]*^ overexpression dataset, gene induction was done for 4 days at 29 °C prior to sample collection. Library preparation for transcriptome analysis: Total RNA was quantified using an Agilent 2200 or 4200 TapeStation instrument (Agilent), with the corresponding Agilent TapeStation RNA assay (Agilent). The resulting RIN (RNA Integrity Number) scores, spanning between 8.8 and 9.6, and the respective concentrations of RNA were used to qualify samples for library preparation. For the time-course experiment on *Esg>yki*^*[S3A]*^ thoraces, the rRNA was depleted using Illumina RiboZero HMR workflow. For the REPTOR and CREBRF overexpression experiments, the mRNA was pulled-down using oligo-dt beads as part of the KAPA mRNA HyperPrep workflow. Library samples were normalized in equimolar ratio and divided into four pools for technical replication. Each pool was denatured and loaded onto an Illumina NextSeq 500 instrument, with a High-Output 75-cycle kit to obtain Single-Read 75 bp reads. Transcriptome analysis—*Drosophila*: FastQC was used to assess the quality control of the sequencing data, and MultiQC was used to aggregate the results. Sequencing reads were then aligned to the *Drosophila* reference genome obtained from FlyBase (FB dmel r6.30) using STAR (v2.7.2b)^82^. Differentially expressed genes were identified using DESeq2 (v1.34.0). Final hits were selected based on both adjusted *P* value as well as fold change (FC) cut-off. 

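Without the requirement of a reversal at day 38, 1155 genes were lower and 634 higher past the 1.3 cut-off at day 14 than at day 2 in Esg>yki[S3A] thoraces, among 8433 genes with at least 2 RPKM at either day. The same comparison in control thoraces gave 268 lower and 733 higher genes among 8327. Both splits depend on the scaling. With TMM the control counts were 439 and 404, and with the reads on nuclear protein-coding genes the Esg>yki[S3A] counts were 756 and 1332. Of the genes past the cut-off in Esg>yki[S3A] thoraces, 218 were also past it in the same direction in control thoraces among the lower genes and 319 among the higher genes.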

In the time-course RNA-seq dataset, 510 genes showing differential expression between 2 days and 14 days after tumor induction were selected using a Log2FC > 1.3 cut-off. For the RNA-seq dataset of *REPTOR*^*[ACT]*^ overexpression in muscle, 700 genes were selected using a Log2FC > 1 cut-off with adjusted *p* value < 0.05. The information on the differentially expressed genes for each dataset is presented in Supplementary Data 1, along with the gene ontology annotation and respective human orthologs identified by DIOPT (v9.2)^83^. The transcription factors differentially expressed in the time-course RNA-seq dataset were illustrated by heatmap in Supplementary Fig. 3h using TM4 software suite (http://mev.tm4.org/). The enrichment analysis was performed on differentially expressed genes of both datasets using PANGEA (v1), an in-house program based on hyper-geometric distribution^84^. The gene hits of each dataset were assembled based on their gene ontology (GO) annotation from FlyBase, with a further selection of SLIM terms specifically for *Drosophila* genes. For the KEGG pathway annotation, the *Drosophila* genes were supplemented with the annotation for human genes identified using DIOPT with the high/moderate rank filter. Enrichment results for each dataset are presented in Supplementary Data 1. Transcriptome analysis—Mouse C2C12 myotubes: Sequenced reads were trimmed using fastp 0.20.1^85^ and then aligned to the mm10 reference genome assembly using RNA STAR (v2.7.8)^82^. Differential gene expression testing was performed by analyzing gene counts from RNA STAR using DESeq2 (v2.11.40.6)^86^. Genes with mean expression below 0.5 were filtered, and the remaining genes were ranked by Wald statistic to generate a pre-ranked gene list for gene set enrichment analysis using GSEA (v4.0.1)^87,88^. ‘Classic’ mode was used for enrichment statistic calculation. For unbiased discovery of enriched gene sets, the HALLMARK gene sets were used as queries^89^. In a separate query, muscle gene expression data were examined using a custom gene set, ‘PGC1α muscle gene set.’, and the list of genes is presented in Supplementary Data 1. This gene set consists of 331 genes upregulated in the gastrocnemius muscle of MCK-PGC1α transgenic mice with a *p* value < 1e-5^87^. *P* values reported in figures correspond to FDR *q* values to account for multiple hypothesis testing.

### snRNA-seq of thoraces

Adult males were incubated for 4 days at 29 °C to express either *REPTOR*^*[ACT]*^ or *FoxO*^*[ACT]*^ in muscle with *dMef2-GAL4*. Thoraces were dissected making sure the guts were completely removed and snap frozen. Single nuclei extractions were prepared as described previously with minor changes^90^. Briefly, thirty thoraces were homogenized in 1 ml of homogenization buffer^90^ composed of 250 mM of sucrose (Invitrogen), 10 mM Tris pH 8.0, 25 mM KCl, 5 mM MgCl2, 0.1% Triton-X, 0.5% RNasin Plus (Promega - N2615), 1X protease inhibitor (Promega - G652A) and 0.1 mM DTT, using a 1 ml dounce (Wheaton − 357538). After filtering the extract with a 40 µm cell strainer (Falcon) and a 40 µm Flowmi (BelArt- H13680-0040), nuclei were collected via centrifugation for 10 min at 1000 g at 4 °C, and then re-suspended in 800 µl PBS/BSA buffer (1× PBS with 0.5% BSA and 0.5% RNasin Plus). The nuclei suspension was filtered again using a 40 µm Flowmi and stained with DRAQ7 Dye (Invitrogen, D15106). Single nuclei were sorted using a Sony SH800Z Cell Sorter. Around 400 thousand nuclei were collected, centrifuged at 1000 g for 10 min at 4 °C, and then resuspended at a final concentration of 800–1000 cells/µl in PBS/BSA buffer. Ten thousand nuclei per genotype, with two technical replicates per genotype, were encapsulated using 10x Genomics Chromium controller. After encapsulation, single-nuclei libraries were generated following the manufacturer instructions. Sequencing was done by NovaSEQ 6000 S2 using 1.65 billion reads in total, with over 30,000 reads obtained per nucleus per technical replicate. snRNA-seq data analysis. Raw data files were processed using Cell Ranger software (10x Genomics, v7.0.0) to generate the single cell matrix for each sample. All downstream analysis was performed in R (v4.1.2). The count matrices were then imported into Seurat (v4.3.0) and cells with <100 UMI or <100 genes detected were removed from the dataset. Batch correction was performed using the Harmony algorithm (v0.10)^91^ before creating a UMAP and performing clustering analysis using a resolution of 0.3^92^. 45335 nuclei and 414 UMIs (mean) per nucleus were recovered for downstream analysis. The annotation of the clusters was done by comparing the top markers with the Fly Cell Atlas whole body_dm_FCAvs2_10x database using the DRSC-DB database^93^. Clusters that did not have an obvious annotation were considered “unknown”. The default settings of Seurat (v4.3.0) were used to generate the dot plot of muscle specific markers portraying scaled expression. For the transcriptome of the four muscle clusters, differentially expressed genes were calculated using the Wilcox Rand Sum Test across each cluster and were then further selected using a Log2FC > 2 cut-off and adjusted *p* value < 0.05 for downstream analysis. 10x Genomics Loupe Browser (v6.4.1) was used to generate the violin plots in Supplementary Fig. 5c. To screen for potential direct target genes of REPTOR, DNA binding sites for REPTOR/REPTOR-BP were identified based on chip-seq datasets using the modERN resource (https://epic.gs.washington.edu/modERN/)^94^. Information on the FoxO DNA binding sites was obtained from a relevant publication^95^, as well as from the modERN database. Genes with DNA binding sites for REPTOR/REPTOR-BP or FoxO localized up to 10 kb upstream of the transcription start site (TSS) were listed in Supplementary Data 2. REPTOR and FoxO target genes: Differentially expressed genes detected in each of the four muscle clusters were screened to identify exclusive and common targets between REPTOR and FoxO in muscle (Supplementary Data 2). To validate the REPTOR exclusive hits and confirm that their regulation could be detected in the mixed cell population of homogenized thoraces, we focused on seventeen genes whose expression was similarly altered in bulk RNA-seq of *dMef2* > *REPTOR*^*[ACT]*^ thoraces using a Log2FC > 1.5 cut-off. To validate the FoxO exclusive target genes and confirm that their regulation could be detected in homogenized thoraces, we focused on fifteen genes whose expression was also changed in bulk RNA-seq of *Esg>yki*^*[S3A]*^ thoraces after 14 days of tumor induction using a Log2FC > 1 cut-off (Supplementary Data 1 “DEG Yki-thoraces − 14 days”). 

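Between Esg>yki[S3A] and control thoraces at day 14, 1421 genes were lower and 250 higher by more than 1 on the log2 scale, with at least 2 RPKM in either library. The list the paper prints for this comparison holds 751 lower and 236 higher genes, of which 724 and 173 were among them. The split depends on the scaling, since with scaling to the reads on nuclear protein-coding genes 632 genes were lower and 810 higher. Of the 15 FoxO candidate genes in Supplementary Data 2, 13 were past the cut-off, 7 higher and 6 lower in Esg>yki[S3A] thoraces. The 3 highest ratios were those of CG10383 (FBgn0032699, chromosome 2L from 18690904 to 18695602), at 1.79 (95% exact interval of the reads 1.71 to 1.87), InR (FBgn0283499, chromosome 3R from 21570248 to 21619321), at 1.65 (1.59 to 1.71), and sty, at 1.36. The genes l(1)G0469 and CG1673 had ratios of 1.20 (1.09 to 1.31) and 1.08 (0.97 to 1.18). The 6 lower genes were CG3348 at -1.67, Npl4 at -1.59, Unc-89 at -1.58, CG17928 at -1.53, RyR at -1.44 and CG2003 at -1.14. The genes scyl and CG32066 were higher by 0.89 and 0.90, under the cut-off, and were past it with TMM scaling, at 1.23 and 1.24. With TMM scaling CG2003 was at -0.80, so that 14 of the 15 were past it. Exons of CG10383 and CG3348 overlap an exon of a gene on the other strand.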

Only genes with predicted DNA binding sites for either REPTOR/REPTOR-BP or FoxO, and that were upregulated in more than one muscle cluster, were then considered for further analysis (Supplementary Data 2 “REPTOR final targets” and “FoxO final targets”).

### Immunostaining of thoraces and guts

Thoraces were fixed for 30 min on a relaxing buffer^96^ composed of PBS with 0.3% Triton-X-100 (PBT 0.3%), 5 mM MgCl2, 5 mM EGTA, 2 mM ATP and 4% formaldehyde (Polysciences). After fixation, thoraces were bisected with a Double Edge Razor Blade (Personna – 74-0002), washed three times in PBT 0.3% and then incubated in a blocking solution of PBT 0.3% with 5% BSA for 1 hour at room temperature. For gut immunostaining, dissected guts were fixed on PBT 0.1% with 4% formaldehyde for 20 min, washed three times in PBT 0.1% and then blocked in PBT 0.1% with 5% BSA for 1 h. Incubation with primary antibodies was done overnight at 4 °C in blocking solution. Antibodies used were mouse anti-CoxIV (1:200-1:500, Abcam – 33985), chicken anti-GFP (1:2000, Aves Labs—GFP-1020), mouse anti-bPS1 (1:50, DSHB—CF.6G11), mouse anti-dlg1 (1:50, DSHB – 4F3) and rabbit anti-amphiphysin^35^ (1:200 − 9906). Corresponding secondary antibodies used were anti-mouse Alexa Fluor 488 (1:500, Thermo Fisher Scientific—A-21202), anti-chicken 488 (1:500, Jackson ImmunoResearch – 703-545-155) or Alexa Fluor 647 (1:500, Thermo Fisher Scientific—A-21244). For staining of myofibrils, Alexa Fluor 555 Phalloidin (1:200, Thermo Fisher Scientific) was incubated with secondary antibodies for 2 h at room temperature. Hemi-thoraces were mounted on u-Dish 35 mm high Glass Bottom (Ibidi) in VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories).

### Thorax cross-sections

To make agarose blocks, Intermediate Tissue-Tek Cryomolds (Sakura – 4566) were loaded with agarose 1% and cooled down. Several intact thoraces previously fixed in PBT 0.3% with 4% formaldehyde for 30 min were placed in the agarose before solidifying. Slices of the agarose blocks with approximately 300 µm of thickness were generated on a Vibratome (Leica VT 1000 M). Samples were immediately incubated in a blocking solution of PBT 0.3% with 5% BSA for 1 h at room temperature followed by immunostaining.

### Confocal imaging and analysis

Confocal imaging was performed using a fully motorized Ti2 inverted microscope equipped with a Yokogawa CSU-W1 Spinning disk scanhead with a single 50 µm pinhole disk, a PI 250 µm or Mad City Labs 500 µm Z piezo stage inserts, a TOPTICA iChrome MLE laser launch with directly modulated 405 nm 100 mW solid state, 488 nm solid-state, 561 nm DPSS and 640 nm solid state laser lines, and a SOLA SE Lumencor light engine for widefield illumination. Image acquisition was done using either a Plan Apo λ 60 × 1.4 NA immersion oil DIC (Figs. 1f, g,  4d–g; Supplementary Figs. 1a–d,  7b), a Plan Fluor 40×/1.3 NA immersion oil (Supplementary Figs. 1e, f,  2b, e,  4a), a 20×/0.75 N.A. Air DIC objective (Fig. 1d, e) or a Plan Apo 10x/0.45 Air DIC objective (Fig. 1a). Images were captured using an Andor Zyla 4.2 Plus sCMOS monochrome camera using the 16-bit dual gain digitizer mode and Nikon Elements Acquisition Software AR (v5.02). Signal from the different channels was acquired sequentially using a Semrock Di01-T405/488/568/647 multi-band pass dichroic mirror and band pass emission filters for green (Chroma ET525/36 m), red (Chroma ET 605/52 m), far red (Chroma ET 705/72 m) channels and DAPI (Chroma ET455/50 m). Z stack acquisition was optimized for proper axial sampling, using a 0.3–0.6 µm step size for 60x, while acquiring all channels in the same focal plane to minimize axial shifts. For 40× objective lens (0.3 µm step size), 20× objective lens (0.9 µm step size) and 10× objective lens (5.6 µm step size) each channel was acquired sequentially. Image analysis: was done in Fiji/ImageJ (v2.9.0)^97^. For images of hemi-thoraces acquired with the 60x objective, maximum intensity projections were done using 10–20 stacks of each acquisition starting from the surface of the sample and a representative image was shown. For all other scans, the maximum intensity projections included all stacks. For cross-sections, either all stacks were included in the maximum projection (Supplementary Fig. 1e, f) or only 15 stacks (Supplementary Fig. 1e’, f’).

### Myofiber degradation analysis

For each experiment, up to 15 flies per vial were incubated at 29 °C and then thoraces were dissected at a defined time point, fixed for 40 min in relaxing buffer, bisected with a razor blade, and stained for 2 h with Alexa Fluor 555 Phalloidin (1:200, Thermo Fisher Scientific—A34055) at room temperature. Hemi-thoraces were mounted on u-Dish 35 mm high Glass Bottom (Ibidi) in VECTASHIELD Antifade Mounting Medium (Vector Laboratories). Z stack acquisition of samples on the Yokogawa CSU-W1 Spinning disk was done with the 20× objective. To score for myofiber degradation, each hemi-thorax was analyzed for changes in sarcomere structure that are observed either in *Esg>yki*^*[S3A]*^ flies or when *REPTOR*^*[ACT]*^ is overexpressed in muscle (see Fig. 1f, g; Supplementary Figs. 1a–d,  7b). Samples showing the sarcomere phenotype in at least one of the thoracic dorso-longitudinal muscles were scored as positive for displaying myofiber degradation. Hemi-thoraces in which it was not possible to confirm a wildtype morphology of the sarcomeres for all dorso-longitudinal muscles due to damage caused by dissections were not considered suitable for analysis.

### Targeted mass spectrometry analysis

Metabolite quantification in thoraces was adapted from a published protocol^98^. In detail, 45 dissected thoraces were dissected per genotype, snap-frozen in liquid nitrogen, and stored at −80 °C in extraction buffer (80% (v/v) aqueous methanol). Tissues were homogenized in 500 ml extraction buffer using 1 mm zirconium beads (Next Advance—ZROB10) in a Bullet Blender tissue homogenizer (model BBX24—Next Advance), for 10 min at 4 °C. An additional homogenization step using 250 ml of extraction buffer was performed. Metabolites were then pelleted by vacuum centrifugation. Pellets were re-suspended using 20 ml HPLC grade water for mass spectrometry. 5–7 μl were injected and analyzed using a hybrid 6500 QTRAP triple quadrupole mass spectrometer (AB/SCIEX) coupled to a Prominence UFLC HPLC system (Shimadzu) via selected reaction monitoring (SRM) of a total of 298 endogenous water-soluble metabolites for steady-state analyses of samples. Some metabolites were targeted in both positive and negative ion mode for a total of 309 SRM transitions using positive/negative ion polarity switching. ESI voltage was +4950 V in positive ion mode and −4500 V in negative ion mode. The dwell time was 3 ms per SRM transition and the total cycle time was 1.55 s. Approximately 9–12 data points were acquired per detected metabolite. Samples were delivered to the mass spectrometer via hydrophilic interaction chromatography (HILIC) using a 4.6 mm i.d x 10 cm Amide XBridge column (Waters) at 400 μl/min. Gradients were run starting from 85% buffer B (HPLC grade acetonitrile) to 42% B from 0–5 min; 42% B to 0% B from 5–16 min; 0% B was held from 16–24 min; 0% B to 85% B from 24–25 min; 85% B was held for 7 min to re-equilibrate the column. Buffer A was comprised of 20 mM ammonium hydroxide/20 mM ammonium acetate (pH = 9.0) in 95:5 water:acetonitrile. Peak areas from the total ion current for each metabolite SRM transition were integrated using MultiQuant v3.0 software (AB/SCIEX). Values for each metabolite analyzed and the ID compound database are presented in Supplementary Data 4. Five biological replicates were analyzed per genotype.

### ATP quantification

ATP quantification was adapted from a published protocol^99^. Four biological replicates, each with 4 thoraces were homogenized in 100 µl of 5 M guanidine-HCl (Sigma) supplemented with 100 mM Tris pH 8.0 and 5 mM EDTA pH 7.8, immediately boiled for 3 min at 95 °C, and centrifuged at 15,700 g, at 4 °C, for 10 min to collect the supernatant. Extracts were used for quantification of luciferase as proxy for ATP content using the ENLITEN ATP Assay System Bioluminescence Detection Kit (Promega) according to the manufacturer instructions. Samples were diluted in water to fit the range of the standard curve (5 serial dilutions, 1:10). ATP levels were calculated from the standard curve by measuring luminescence (Relative Light Units) in a SpectraMax Paradigm Multi-mode microplate reader (Molecular Devices) using Corning 96-well Solid White Flat Bottom Polystyrene microplates (Costar). Values were normalized to protein content (Pierce BCA Protein Assay Kit).

### Data analysis, statistics, and reproducibility

GraphPad Prism (v9.5.1) was used for statistical analysis. For analysis of two groups, unpaired two-tailed *t*-test with Welch’s correction was used to calculate the *p*-value (*p* < 0.05). For analysis of three groups, either two-way ANOVA or one-way ANOVA followed by Sidak multiple comparisons test was used to calculate the *p*-value (*p* < 0.05). For myofiber degradation analysis, two-tailed Fisher’s exact test with a confidence interval of 95% (*p* < 0.05) was used for pairwise comparisons between two groups. For immunostainings, five animals were analyzed to confirm reproducibility in all samples and one representative image was shown. No data was excluded from analysis. No randomization or blinding was done during experiments and data analysis. No statistical method was used to predetermine sample size. Statistical analysis on the quantification of protein, glucose, triglyceride and ATP content in thoraces was done on pooled results from two independent experiments. Complete information on the *Drosophila* genotypes used for each figure are detailed in Supplementary Data 3.

### Western blot

*Drosophila thoraces*: To measure phosphorylated S6K and AKT protein levels, flies were kept at 29 °C in normal food supplemented with yeast paste. On the day of collection, flies were transferred to vials with agarose 0.8% supplemented with 2% sucrose (Fisher Scientific), maintained at 29 °C for 5–6 h, and then transferred back to normal food with yeast paste for 1–3 h before collection. Ten thoraces per genotype were dissected in PBS supplemented with 2.5× Complete, EDTA-free Protease Inhibitor (Roche) and 1× PhosSTOP phosphatase inhibitor (Roche). Thoraces were then homogenized in 1x Laemmli Buffer (Bio-Rad) supplemented with 355 mM 2-Mercaptoethanol (Sigma) and 5×-10× of Halt Protease and Phosphatase Inhibitor Cocktail (100×) (Thermo Fisher Scientific). Samples were immediately boiled at 90 °C for five minutes and centrifuged at 15,700 g, at 4 °C, for 10 min to recover the supernatant. To detect pS6K, pAKT, S6K, AKT and REPTOR, equal volumes of supernatant were used for each sample, with 30–40 µg of protein extract being loaded into wells. For tubulin detection, equal volumes of 10–15 µg of protein extract of each sample were loaded on the same gel. Samples were resolved on Mini Protein Gels Novex WedgeWell 8 to 16%, Tris-Glycine (Invitrogen) and transferred to Nitrocellulose Membranes (Bio-Rad). Membranes were blocked on a 5% dry nonfat milk solution with Tris-buffered saline with 0.1% TWEEN 20 (TBS-T) (Boston BioProducts) at room temperature for 30 min. Further incubation with primary antibodies was done overnight at 4 °C with gentle shaking either in TBS-T or TBS-T with 5% nonfat milk. After washing, membranes were incubated with HRP-conjugated secondary antibodies at room temperature for 1 h and developed using a SuperSignal West Pico PLUS or SuperSignal West Femto Chemiluminescent Substrate (Thermo Fisher Scientific). HRP signal was visualized using ChemiDoc MP Imaging System (Bio-Rad) with automatic optimal exposure. Densitometry of the bands was performed using the Image Lab software (Bio-Rad v6.0.1) and calculated by determining the adjusted volume after background subtraction for each band of interest. Total S6K and total AKT were detected from the same membranes previously blotted for pS6K or pAKT, respectively. To achieve this, membranes were incubated in Restore PLUS Western Blot Stripping Buffer (Thermo Fisher Scientific) for 5 min at room temperature and then re-blotted with the respective primary antibodies. Primary antibodies used were rabbit anti-pAKT (1:1000, Cell Signaling – 4060), rabbit anti-Akt (1:1000, Cell Signaling – 9272), rabbit anti-pS6K (1:1000, Cell Signaling – 9209), guinea pig anti-S6K^100^ (1:10000), mouse anti-tubulin (1:20000, Sigma—T5168), guinea pig anti-REPTOR^28^ (1:1000). Secondary antibodies used were anti-mouse HRP (1:10000, Amersham—NXA931), anti-rabbit HRP (1:10000, Amersham—NA934) and anti-guinea pig HRP (1:10000, Jackson ImmunoResearch – 106-035-003). Mouse C2C12 myoblasts: Cell culture samples were prepared in ice-cold RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1× Complete, EDTA-free Protease Inhibitor (Roche) and 1× PhosSTOP phosphatase inhibitor (Roche). Lysates were sonicated 7.5 min in a Diagenode water bath sonicator (high intensity; 30 s on, 30 s off cycles), centrifuged at 16,000 g for 15 min at 4 °C, and the supernatants were used for subsequent analyses. Protein concentration was determined using the BCA assay. Protein lysates were denatured in Laemmli buffer, resolved by 4–12% NuPAGE Bis-Tris SDS-PAGE (Invitrogen) and transferred to polyvinylidene difluoride (PVDF, 0.45 μm pore size) membrane. Primary antibodies were diluted in TBS containing 0.05% Tween-20, 5% BSA, and 0.05% NaN3. Primary antibodies used were: rabbit anti-TBP (1:1000, Cell Signaling – 44059) and mouse anti-PGC1α (1:1000, EMD Millipore—ST1202). Membranes were incubated overnight with primary antibodies at 4 °C. For secondary antibody incubation, anti-rabbit (Promega—W4011) or anti-mouse HRP (Promega—W4021) was diluted in TBS containing 0.05% Tween-20 and 5% dry nonfat milk. HRP signal was visualized using Crescendo Western HRP substrate (EMD Millipore) and an Amersham Imager 680. Detection of PGC1α required immunoprecipitation prior to immunoblotting. After preparation of RIPA lysates as described above, 0.5 mg of protein was immunoprecipitated using 5 μg anti-PGC1α antibody (Santa Cruz—sc518025) during overnight rotation at 4 °C. The next day, 20 μl of protein G agarose bead slurry (Thermo Fisher) was washed and added to each IP, followed by rotation at 4 °C for 2 h. Beads were washed 3× in RIPA buffer and immunoprecipitated protein was eluted in Laemmli buffer for analysis by immunoblot. Immunoblot was performed as above, except that the anti-PGC1α primary antibody was diluted in TBS with 0.05% Tween-20 and 5% nonfat dry milk during overnight incubation.

### Cell culture

Mouse C2C12 cells (ATCC—CRL-1772) and HEK293A cells (Thermo Fisher Scientific—R70507) were cultured in DMEM with 4.5 g/L glucose and 584 mg/L L-glutamine (Corning), supplemented with 10% sterile filtered fetal bovine serum (GeminiBio) and 1x penicillin/streptomycin (Gibco). Cells were maintained in 37 °C and 5% CO_2_. Adenoviral vectors encoding *Gfp* or M. musculus *Crebrf* (Uniprot Q8CDG5-1) were constructed using the pAd/CMV/V5-DEST vector (Thermo Fisher). No epitope tag was added to the CREBRF polypeptide. Adenovirus was generated in HEK293A cells and titered using the Adeno-X Rapid Titer Kit (Takara Bio). For differentiation, C2C12 cells were grown to confluence in 6-well cell culture plates and washed with PBS, followed by addition of DMEM with 4.5 g/L glucose and 584 mg/L L-glutamine (Corning), supplemented with 2% horse serum (GemCell) and 1× penicillin/streptomycin (Gibco). Medium was changed every two days thereafter. For viral transduction experiments, adenovirus was added to the medium for 3 h on day 4 of differentiation at 250 MOI in the presence of 5 μg/ml polybrene (Santa Cruz Biotechnology). Experiments were performed 3 days later, at day 7 of differentiation. To assess the effects of nutrient withdrawal, 6 well plates containing C2C12 myotubes differentiated to day 7 as above, were washed once with 3 ml PBS and then incubated in Hank’s balanced salt solution without calcium or magnesium (Corning) for 4 h. To assess insulin signaling, C2C12 myotubes were differentiated to day 6 as above, washed with 3 ml PBS, and then incubated overnight (16 h) in DMEM without serum. Bovine pancreatic insulin (Sigma) was added to 100 nM for 10 min and then cells were harvested for immunoblot analysis. Mouse primary myoblasts: Primary myoblasts were isolated from female C57BL/6 J mice as previously described^101^, and propagated on collagen-coated tissue culture plates (Corning) in growth medium containing an equal mixture of F10 (Thermo) and DMEM (Corning) supplemented with 20% fetal bovine serum (GeminiBio) and penicillin/streptomycin. One day prior to differentiation, myoblasts were plated on collagen-coated plates at a density of 60,000 cells per cm^2^. The next day, differentiation was initiated by washing with PBS and adding differentiation medium: DMEM containing 5% horse serum (HyClone) and penicillin/streptomycin. One day later, differentiation medium was replaced and adenovirus encoding *Gfp* or *Crebrf* were added as above. Differentiation medium was replaced daily until cell harvest 3 days after transduction.

### Mice

Mice were housed at 23 °C and approximately 50% relative humidity under a 12 h light/dark cycle. Animals were fed a standard irradiated chow diet. All experiments used 8–12 week old male C57BL/6 J mice (Jackson Labs—stock number 000664). Animal experiments were performed according to procedures approved by the Institutional Animal Care and Use Committee (IACUC) of the Beth Israel Deaconess Medical Center.

### Cellular bioenergetic measurements in C2C12 myotubes

C2C12 cells were seeded in 24-well Seahorse XF V7-PS cell culture microplates and differentiated upon confluence, then transduced using adenovirus as described above. Three days after transduction, an ATP rate assay was performed. The cells were washed twice with 0.5 ml Seahorse XF DMEM medium pH 7.4 (Agilent) and then incubated in a CO2-free incubator at 37 °C for 45 min. At this point, the medium was removed and replaced with 0.5 ml Seahorse XF DMEM. Unless otherwise stated, the medium was supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine. Oxygen consumption and extracellular acidification were assessed in a standard ATP rate assay protocol in a XFe24 Seahorse Analyzer at 37 °C as follows: basal measurement (3 cycles), inject port A (3 cycles), inject port B (3 cycles). Injection port A contained oligomycin (1.5 μM final; Cell Signaling Technology) and injection port B contained rotenone/antimycin A (1 μM/1 μM final; Sigma). Each cycle consisted of 2 min 30 s mixing, 2 min waiting, and 3 min measuring. The contribution of respiration and glycolysis to ATP production were calculated using the Seahorse Analytics web application (Agilent). Measurements were normalized to per-well protein content as determined by BCA assay (Thermo Fisher Scientific). Experiments using primary myotubes were performed with the following changes. Primary myoblasts were plated at a density of 17,000 cells per well on 24-well Seahorse XF V7-PS cell culture microplates that were pre-coated with ECL cell attachment matrix (Sigma). The next day, differentiation was initiated, followed by adenoviral transduction using the timeframe described above.

### Glucose uptake assay

C2C12 or primary myotubes were differentiated in 12-well plates and transduced as described above. Three days after adenoviral transduction, the medium was removed and replaced with 0.25 ml PBS containing 0.1 mM 2-deoxyglucose. The cells were incubated an additional 30 min at 24 °C and then lysed in stop buffer, allowing measurement of 2-deoxyglucose-6-phosphate using the Glucose Uptake-Glo assay (Promega) and a FLUOstar Omega luminescence plate reader (BMG Labtech).

### Lactate measurement

For C2C12 myotubes, DMEM medium with 2% horse serum was conditioned for 24 h by C2C12 myotubes transduced as above with adenovirus encoding *Gfp* or *Crebrf*. The medium was subsequently assessed for lactate content using a Lactate Colorimetric Assay Kit (Biovision). For primary myotubes, intracellular lactate was measured three days after adenoviral transduction using the Lactate-Glo assay (Promega) according to manufacturer’s instructions. Luminescence was measured in a FLUOstar Omega plate reader (BMG Labtech).

### Glycogen measurement

Intracellular glycogen was measured three days after adenoviral transduction of C2C12 or primary myotubes using the Glycogen-Glo assay (Promega) according to manufacturer’s instructions. Luminescence was measured in a FLUOstar Omega plate reader (BMG Labtech).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The data generated in this research is available in the Source Data file provided with this work. Reagents are available from the Lead Contact. The RNA-seq and snRNA-seq datasets generated in this work have been deposited in the Gene Expression Omnibus (GEO) databases under the following accession codes: GSE189214, RNA-seq dataset of thoraces of wildtype flies or flies with gut *yki*-tumors at different time points after tumor induction. GSE189218, RNA-seq dataset of thoraces upon overexpression of *REPTOR*^*[ACT]*^ in muscle with *dMef2-GAL4*. GSE228034, RNA-seq dataset of C2C12 myofibers overexpressing *Crebrf*. GSE227038, snRNA-seq dataset of thoraces upon *REPTOR*^*[ACT]*^ or *FoxO*^*[ACT]*^ overexpression in muscle with *dMef2-GAL4*. The snRNA-seq dataset has also been made publicly available at DRSC/TRiP Functional Genomics Resources data portal [https://www.flyrnai.org/scRNA/thorax/] to allow users to query the expression of any gene of interest in thoraces. Source data are provided with this paper.

# Supplementary material for: REPTOR and CREBRF encode key regulators of muscle energy metabolism
**Source:** Nat Commun. 2023 Aug 15;14:4943. doi: 10.1038/s41467-023-40595-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION FILE**

Supplementary Figures and Figure legends

Supplementary Table 1 with qRT-PCR primers used in this work

Source Data for Supplementary Figure 2a

Source Data for Supplementary Figure 5e

Source Data for Supplementary Figure 10i

Supplementary references

Supplementary Figure 1

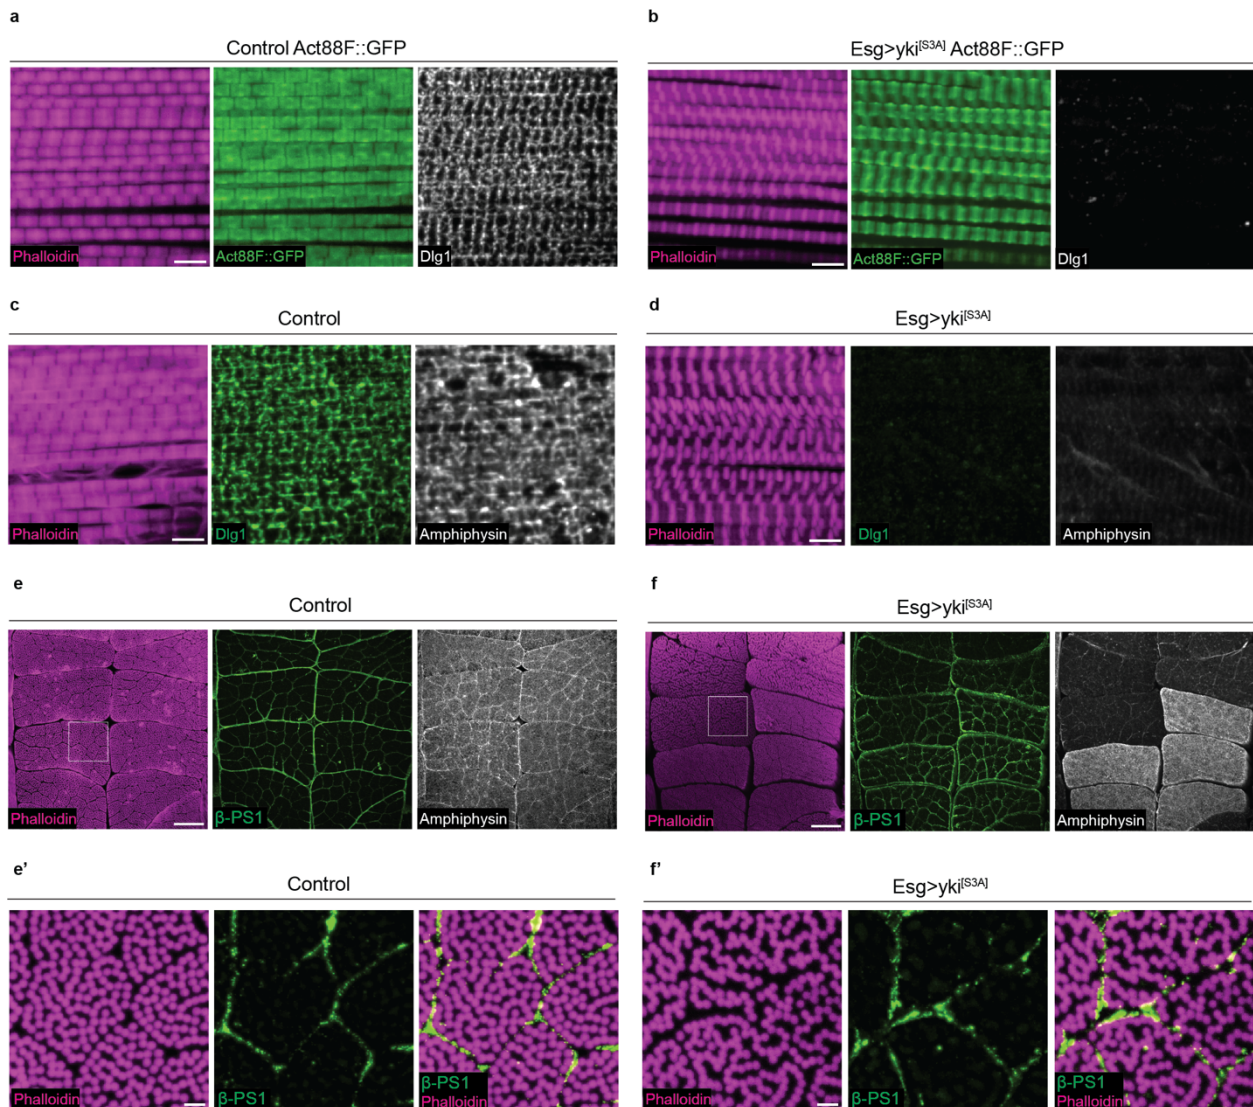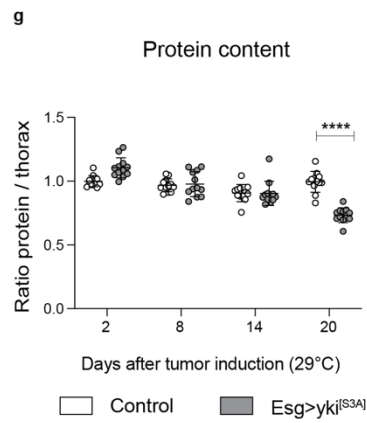

**Supplementary Figure 1. Characterization of the myofiber degradation phenotype in *Esg>yki<sup>S3A</sup>* thoraces.** **a-f** Immunostaining of flight muscles of control (**a, c, e**) or *Esg>yki<sup>S3A</sup>* thoraces (**b, d, f**). All panels show myofibrils labelled with phalloidin (magenta). Samples expressing Actin88F::GFP (green) were stained with anti-GFP to label Actin88F in the sarcomeres (**a, b**). The t-tubule network was labelled with Dlg1 (gray in **a, b** and green in **c, d**), or Amphiphysin (gray in **c-f**). In cross-sections of thoraces,  $\beta$ -PS1 (green) was used to mark the plasma membrane of flight muscles (**e, f**). White boxes indicate zoomed in areas shown in **e'** and **f'**. **g** Protein content in thoraces after several days of tumor induction ( $p<0.0001$ \*\*\*\*). Protein content was calculated from the same samples used in Fig. 1b, c. N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. Data shows mean with  $\pm$  SD (g). Values were normalized to the mean of control samples of 2 days after tumor induction (**g**). Statistical analysis was done using two-way ANOVA with Sidak correction test for multiple comparisons. Scale bar is 5  $\mu$ m (**a-d**), 50  $\mu$ m (**e, f**) or 10  $\mu$ m (**e', f'**). Source data are provided as a Source Data file.

Supplementary Figure 2

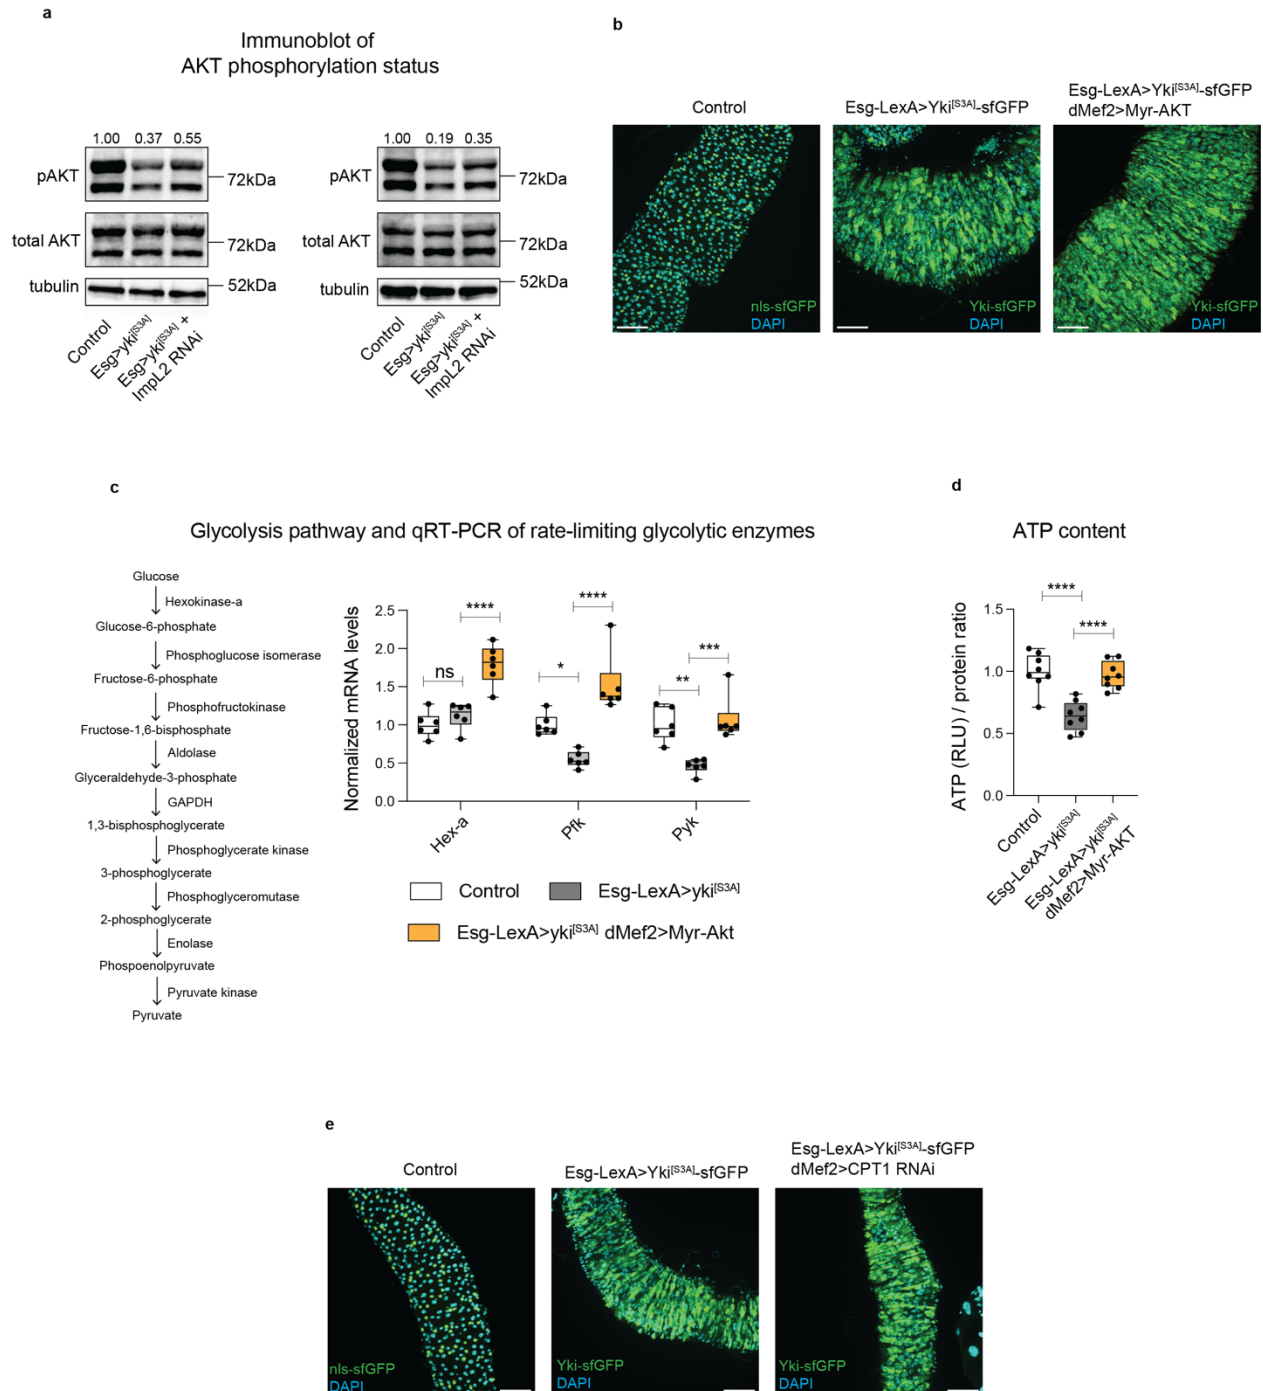

**Supplementary Figure 2: Characterization of the effect of elevating insulin signaling or knocking down *CPT1* in muscle of *Esg>yki<sup>[S3A]</sup>* flies.**

**a** Protein levels of phosphorylated AKT (pAKT) and total AKT in thoraces. N=2 biologically independent samples. Results were reproduced in three independent experiments. Numbers indicate densitometry of bands normalized to control samples. **b** Immunostaining of posterior midguts expressing nuclear superfolder GFP (nls-sfGFP) or *yki<sup>[S3A]</sup>*-sfGFP with anti-GFP (green) and DAPI (cyan). **c** mRNA levels in thoraces of the glycolytic rate-limiting enzymes *Hexokinase-a* (*hex-a*), *Phosphofructokinase* (*pfk*) and *Pyruvate Kinase* (*pyk*) (*hex-a*: Ctrl vs *yki<sup>[S3A]</sup>* p=0.547 ns, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup>* Myr-AKT p<0.0001\*\*\*\*. *pfk*: Ctrl vs *yki<sup>[S3A]</sup>* p=0.012\*, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup>* Myr-AKT p<0.0001\*\*\*\*; *pyk*: Ctrl vs *yki<sup>[S3A]</sup>* p=0.0012\*\*, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup>* Myr-AKT p=0.0004\*\*\*). N=6 biologically independent samples, N=5-10 thoraces per sample. **d** ATP content in thoraces (Ctrl vs *yki<sup>[S3A]</sup>* p<0.0001\*\*\*\*, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup>* Myr-AKT p=0.0001\*\*\*). N=8 biologically independent samples, N=4 thoraces per sample. Results were reproduced in three independent experiments. **e** Immunostaining of posterior midguts expressing nuclear superfolderGFP (nls-sfGFP) or *yki<sup>[S3A]</sup>*-sfGFP after 12 days of tumor induction with anti-GFP (green) and DAPI (cyan). Samples were analyzed 14 days (**a**), 12 days (**b**, **c**, **e**), or 16 days after tumor induction (**d**).

Data shows boxplots (median and quartiles) with whiskers (minimum to maximum) (**c**, **d**). Values were normalized to the mean of control samples (**c**, **d**). Statistical analysis was done by one-way ANOVA with Sidak correction test for multiple comparisons (**c**, **d**). Scale bar is 50  $\mu$ m in **b**, **e**. Source data are provided as a Source Data file.

Supplementary Figure 3

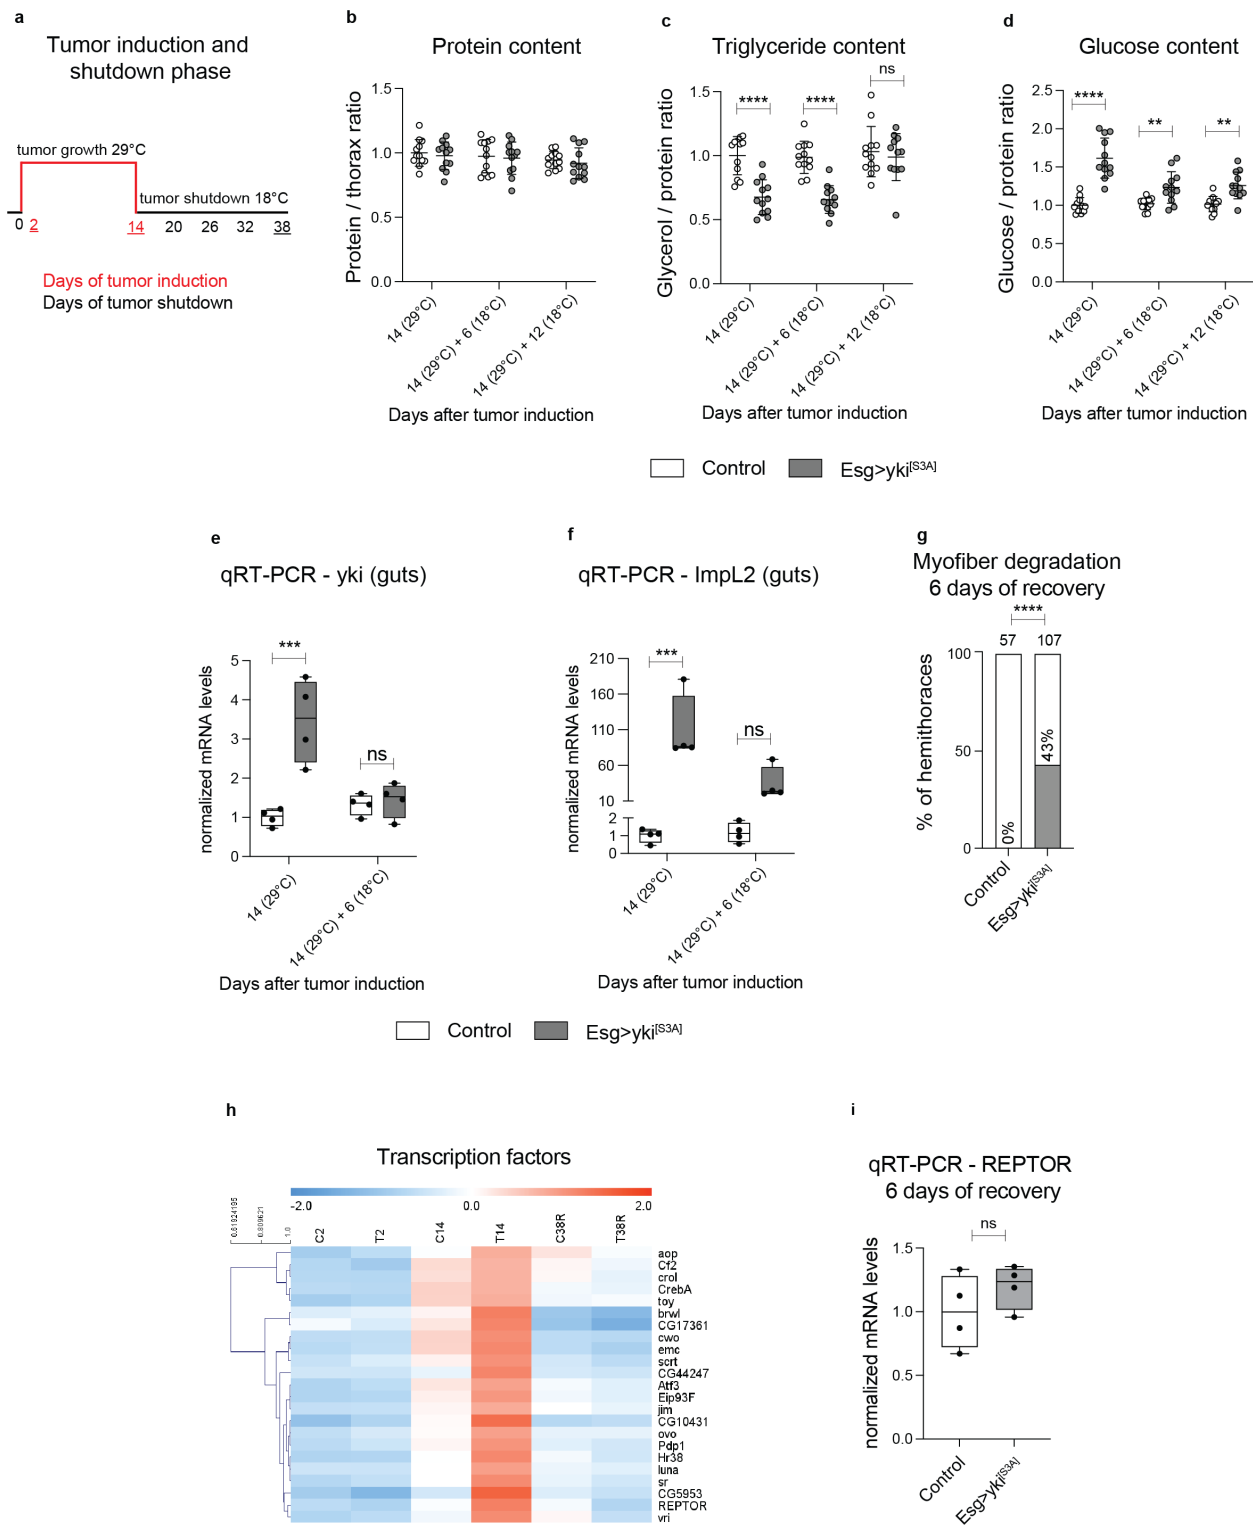

**Supplementary Figure 3. Time-course RNA-seq in *Esg>yki<sup>[S3A]</sup>* thoraces.** **a** Model showing the duration of the tumor induction (red line - 29°C) and the tumor shutdown phase (black line - 18°C). Underlined days were used as time points for RNA-seq analysis of thoraces: day 2 and 14 of tumor induction at 29°C, and day 38 that spans a recovery phase of 24 days at 18°C after tumor shutdown.

**b-d** Protein (**b**), triglyceride (**c**) and glucose (**d**) content from same thoraces during the recovery phase after 14 days of tumor induction (Triglycerides: 14 days  $p < 0.0001^{****}$ , 14+6 days  $p < 0.0001^{****}$ , 14+12 days  $p = 0.87$  ns. Glucose: 14 days  $p < 0.0001^{****}$ , 14+6 days  $p = 0.0076^{**}$ , 14+12 days  $p = 0.0019^{**}$ ).  $N = 12$  biologically independent samples,  $N = 8$  thoraces per sample. Results were reproduced in three independent experiments. **e, f** mRNA levels of *yki* (**e**) and *ImpL2* (**f**) in guts (*yki*: 14 days  $p = 0.0092^{***}$ , 14+6 days  $p = 0.96$  ns. *ImpL2*: 14 days  $p = 0.0002^{***}$ , 14+6 days  $p = 0.20$  ns).  $N = 4$  biologically independent samples,  $N = 6-10$  guts per sample. **g** Percentage of hemi-thoraces showing signs of myofiber degradation after 14 days of tumor induction and 6 days of recovery ( $p < 0.0001^{****}$ ). Total number of hemi-thoraces scored is shown for each genotype.

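Among the 23 transcription factors, CG5953 (FBgn0032587, chromosome 2L from 16508078 to 16532877) rose most from day 2 to day 14 in Esg>yki[S3A] thoraces, by 2.86 on the log2 scale against 0.67 in control thoraces, and fell by 1.07 from day 14 to day 38. Exons of 2 other genes on its own strand overlap it. The falls from day 14 to day 38 in Esg>yki[S3A] thoraces were largest for brwl, by 1.50, and CG17361, by 1.47. In control thoraces these 2 genes fell by 0.35 and 0.54 over the same step, while vri rose by 1.07 and CG5953 by 0.88. The transcription factors aop, Cf2, crol, CrebA, toy, jim and CG10431 did not fall in Esg>yki[S3A] thoraces from day 14 to day 38, with log2 ratios between 0.04 for jim and 0.62 for toy; over the 8566 genes with at least 2 RPKM the median of this step was 0.35, and with TMM scaling all but 1 of the 23 were lower.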

**h** Heat map showing the transcription factors with reverse pattern of expression for control (C) and *Esg>yki<sup>[S3A]</sup>* (T) thoraces during tumor induction (C2 to C14; T2 to T14) and recovery phase (C14 to C38R; T14 to T38R). **i** mRNA levels of *REPTOR* in thoraces after 6 days of recovery (14 days at 29°C + 6 days at 18°C,  $p = 0.30$  ns) normalized to *Rp49*.  $N = 4$  biologically independent samples,  $N = 5-10$  thoraces per sample.

Data shows mean with  $\pm$  SD (**b-d**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**e, f, i**). Values were normalized to the mean of control samples of 14 days after tumor induction (**b-f**) or control samples (**i**). Statistical analysis was done by two-way ANOVA (**b-f**) with Sidak multiple comparison correction, or using two-tailed *t*-test with Welch's correction (**i**), or two-tailed Fisher's exact test with a confidence interval of 95% for pairwise comparisons between two groups (**g**). Source data are provided as a Source Data file.

Supplementary Figure 4

a

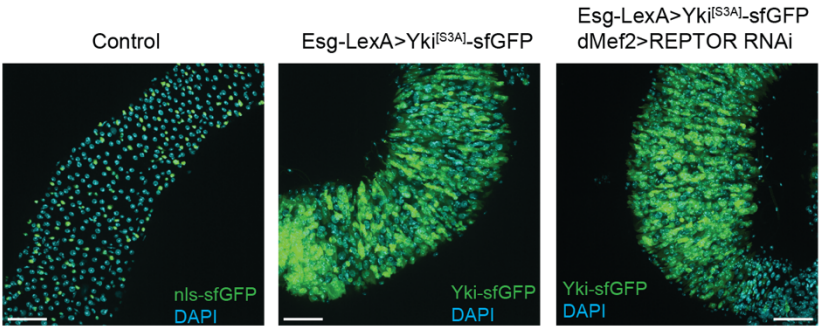

b

Triglyceride content

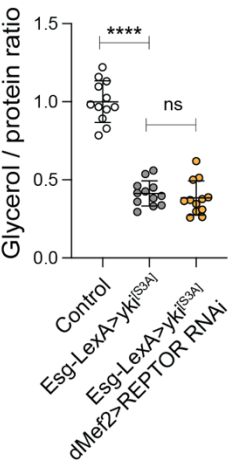

c

qRT-PCR - Hex-a and Pyk

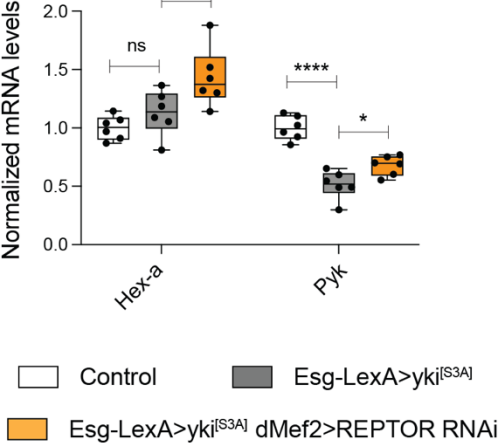

**Supplementary Figure 4. Characterization of the effect of *REPTOR* knockdown in muscle of *Esg>yki<sup>[S3A]</sup>* flies.** **a** Immunostaining of posterior midguts expressing nuclear superfolder GFP (nls-sfGFP) or *yki<sup>[S3A]</sup>*-sfGFP with anti-GFP (green) and DAPI (cyan). **b** Triglyceride content in thoraces (Ctrl vs *yki<sup>[S3A]</sup>*  $p<0.0001$ \*\*\*\*, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup> REPTOR RNAi*  $p=0.78$  ns). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. **c** mRNA levels in thoraces of the glycolytic rate-limiting enzymes *Hexokinase-a* (*hex-a*) and *Pyruvate Kinase* (*pyk*) (*hex-a*: Ctrl vs *yki<sup>[S3A]</sup>*  $p=0.46$  ns, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup> REPTOR RNAi*  $p<0.0327$ \*, *pyk*: Ctrl vs *yki<sup>[S3A]</sup>*  $p<0.0001$ \*\*\*\*, *yki<sup>[S3A]</sup>* vs *yki<sup>[S3A]</sup> REPTOR RNAi*  $p=0.0314$ \*). N=6 biologically independent samples, N=5-10 thoraces per sample. Samples were analyzed 12 days after tumor induction (**a-c**).

Data shows mean with  $\pm$  SD (**b**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**c**). Values were normalized to the mean of control samples (**b, c**). Statistical analysis was done by using one-way ANOVA with Sidak correction test for multiple comparisons (**b, c**). Scale bar is 50  $\mu$ m in **a**. Source data are provided as a Source Data file.

Supplementary Figure 5

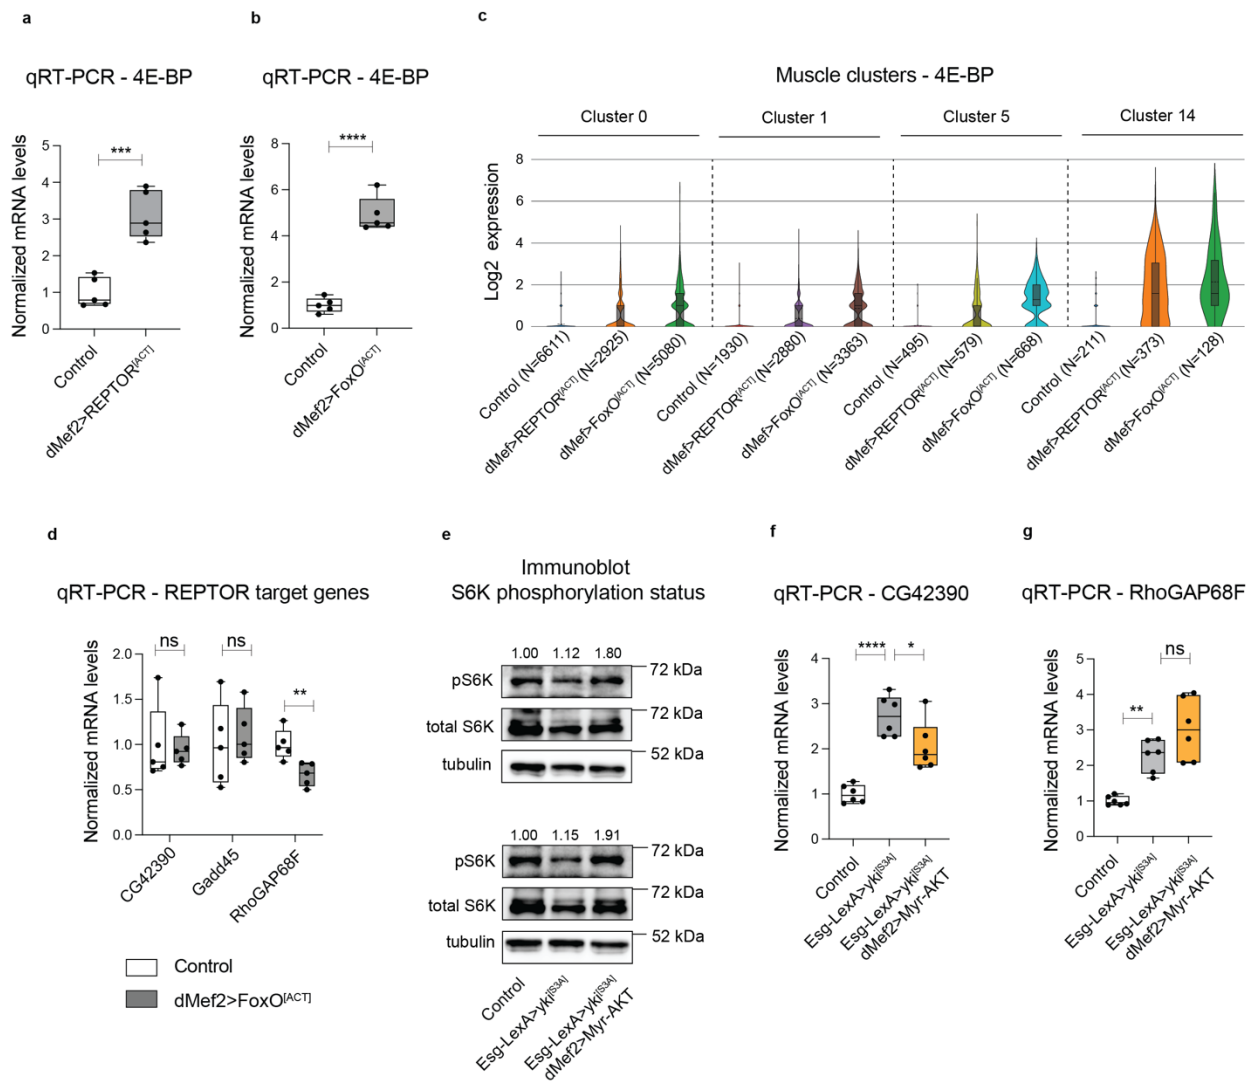

**Supplementary Figure 5: Validation of REPTOR target genes in muscle tissue.** **a, b** mRNA levels of *4E-BP* in thoraces upon muscle-specific overexpression of: *REPTOR*<sup>[ACT]</sup> (p=0.0007\*\*\*) (**a**), or *FoxO*<sup>[ACT]</sup> (p<0.0001\*\*\*\*) (**b**). N=5 biologically independent samples, N=5-6 thoraces per sample. **c** Violin plots showing expression of *4E-BP* (log2) in nuclei for each muscle cluster. Total number of nuclei analyzed per condition and per cluster is indicated. **d** mRNA levels in thoraces of potential target genes of REPTOR (see Fig. 3d) upon *FoxO*<sup>[ACT]</sup> induction in muscle (*CG42390* p=0.79 ns, *Gadd45* p=0.69 ns, *RhoGAP68F* p=0.0093\*\*). N=5 biologically independent samples, 5-6 thoraces per sample. **e** Protein levels of p-S6K and total S6K in thoraces. N=2 biologically independent samples. Results were reproduced in three independent experiments. Numbers indicate densitometry of bands normalized to control samples. The p-S6K/S6K ratio between control and *Esg>yki*<sup>[S3A]</sup> thoraces is similar due to a decrease in total S6K levels, but it is higher when *Myr-AKT* is overexpressed in muscle of *Esg>yki*<sup>[S3A]</sup> flies. **f, g** mRNA levels in thoraces of *CG42390* (Ctrl vs *yki*<sup>[S3A]</sup> p<0.0001\*\*\*\*, *yki*<sup>[S3A]</sup> vs *yki*<sup>[S3A]</sup> *Myr-AKT* p=0.0301\*) (**f**), or *RhoGAP68F* (Ctrl vs *yki*<sup>[S3A]</sup> p=0.0033\*\*, *yki*<sup>[S3A]</sup> vs *yki*<sup>[S3A]</sup> *Myr-AKT* p=0.07 ns) (**g**) upon elevation of insulin signaling (*Myr-AKT*) in muscle of *Esg>yki*<sup>[S3A]</sup> flies for 12 days. N=6 biologically independent samples, N=5-10 thoraces per sample.

Data shows boxplots (median and quartiles) with whiskers (minimum to maximum) (**a, b, d, f, g**) or violin plots (median, quartiles and interquartile) (**c**). Values were normalized to the mean of control samples (**a, b, d, f, g**). Statistical analysis was done by using two-tailed *t*-test with Welch's correction (**a, b, d**) or one-way ANOVA with Sidak correction test for multiple comparisons (**f, g**). Source data are provided as a Source Data file.

## Supplementary Figure 6

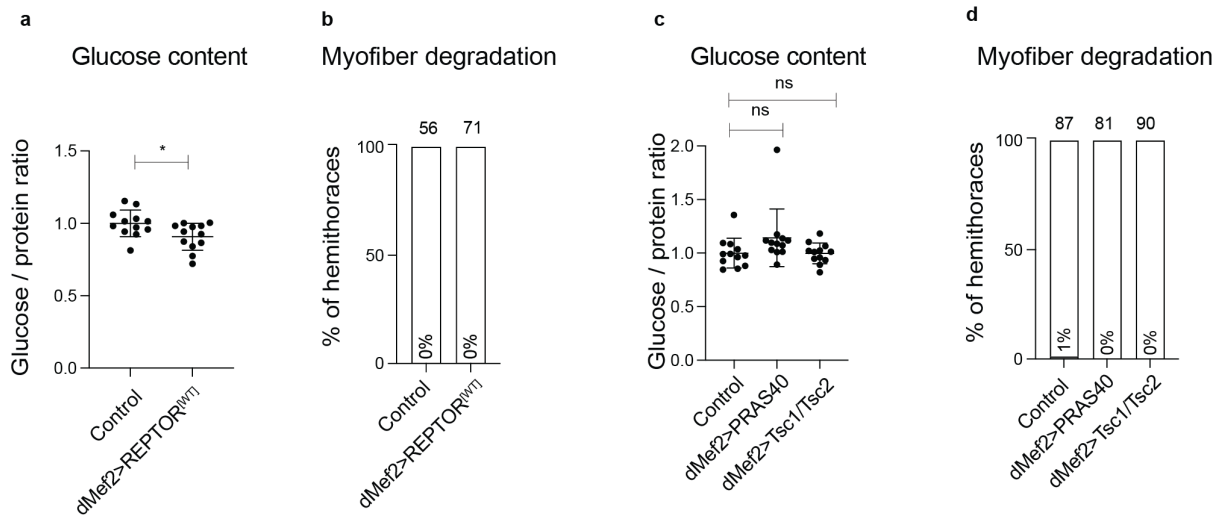

**Supplementary Figure 6: Overexpression of *REPTOR*<sup>WT</sup>, *PRAS40* or *Tsc1/Tsc2* in wildtype muscle does not increase glucose content or promote myofiber degradation.** **a** Glucose content in thoraces (p=0.0232\*). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. **b** Percentage of hemi-thoraces showing myofiber degradation. Total number of hemi-thoraces scored for each genotype is shown. *REPTOR*<sup>WT</sup> expression was induced in muscle for 20 days. **c** Glucose content in thoraces (*PRAS40* p=0.13 ns, *Tsc1/Tsc2* p=0.99 ns). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. **d** Percentage of hemi-thoraces showing myofiber degradation. Total number of hemi-thoraces scored for each genotype is shown. Gene expression was induced for 20 days (**c**, **d**).

Data shows mean with  $\pm$  SD (**a**, **c**). Values were normalized to the mean of control samples (**a**, **c**). Statistical analysis was done by using two-tailed *t*-test with Welch's correction (**a**), one-way ANOVA with Sidak correction test for multiple comparisons (**c**), or two-tailed Fisher's exact test with a confidence interval of 95% for pairwise comparisons between two groups (**b**, **d**). Source data are provided as a Source Data file.

## Supplementary Figure 7

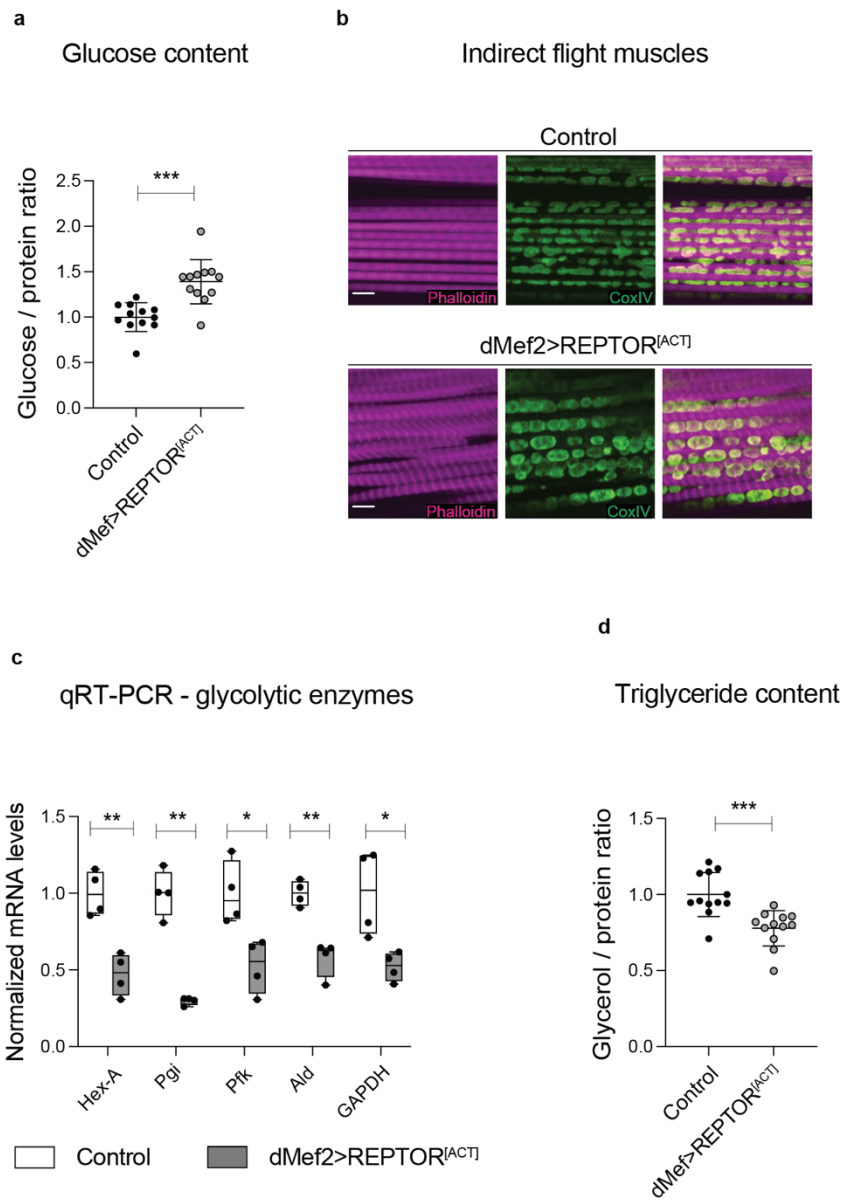

**Supplementary Figure 7: *REPTOR*<sup>[ACT]</sup> induction in muscle modulates glucose metabolism and promotes myofiber degradation.** **a** Glucose content in thoraces ( $p=0.0002^{***}$ ). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. **b** Immunostaining of flight muscles in hemi-thoraces upon 8 days of *REPTOR*<sup>[ACT]</sup> overexpression. Myofibrils were labelled with phalloidin (magenta) and mitochondria with CoxIV (green). **c** mRNA levels of the first five enzymes in the glycolytic pathway *Hexokinase-a* (*hex-a*), *Phosphoglucose isomerase* (*pgi*), *Phosphofructokinase* (*pfk*) *Aldolase* (*ald*) and *GAPDH* in thoraces upon *REPTOR*<sup>[ACT]</sup> induction in muscle (*hex-a*  $p=0.0018^{**}$ , *pgi*  $p=0.0023^{**}$ , *pfk*  $p=0.013^{*}$ , *ald*  $p=0.001^{**}$ , *GAPDH*  $p=0.035^{*}$ ). N=4 biologically independent samples, N=5-10 thoraces per sample. **d** Triglyceride content in thoraces ( $p=0.0005^{***}$ ). N=12 biologically independent samples, N=8 thoraces per sample. Triglyceride content was calculated from the same samples as in (a). Results were reproduced in three independent experiments.

Data shows mean with  $\pm$  SD (**a, d**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**c**). Values were normalized to the mean of control samples (**a, c, d**). Statistical analysis was done by using two-tailed *t*-test with Welch's correction (**a, c, d**). Scale bar is 5  $\mu$ m in **b**. Source data are provided as a Source Data file.

Supplementary Figure 8

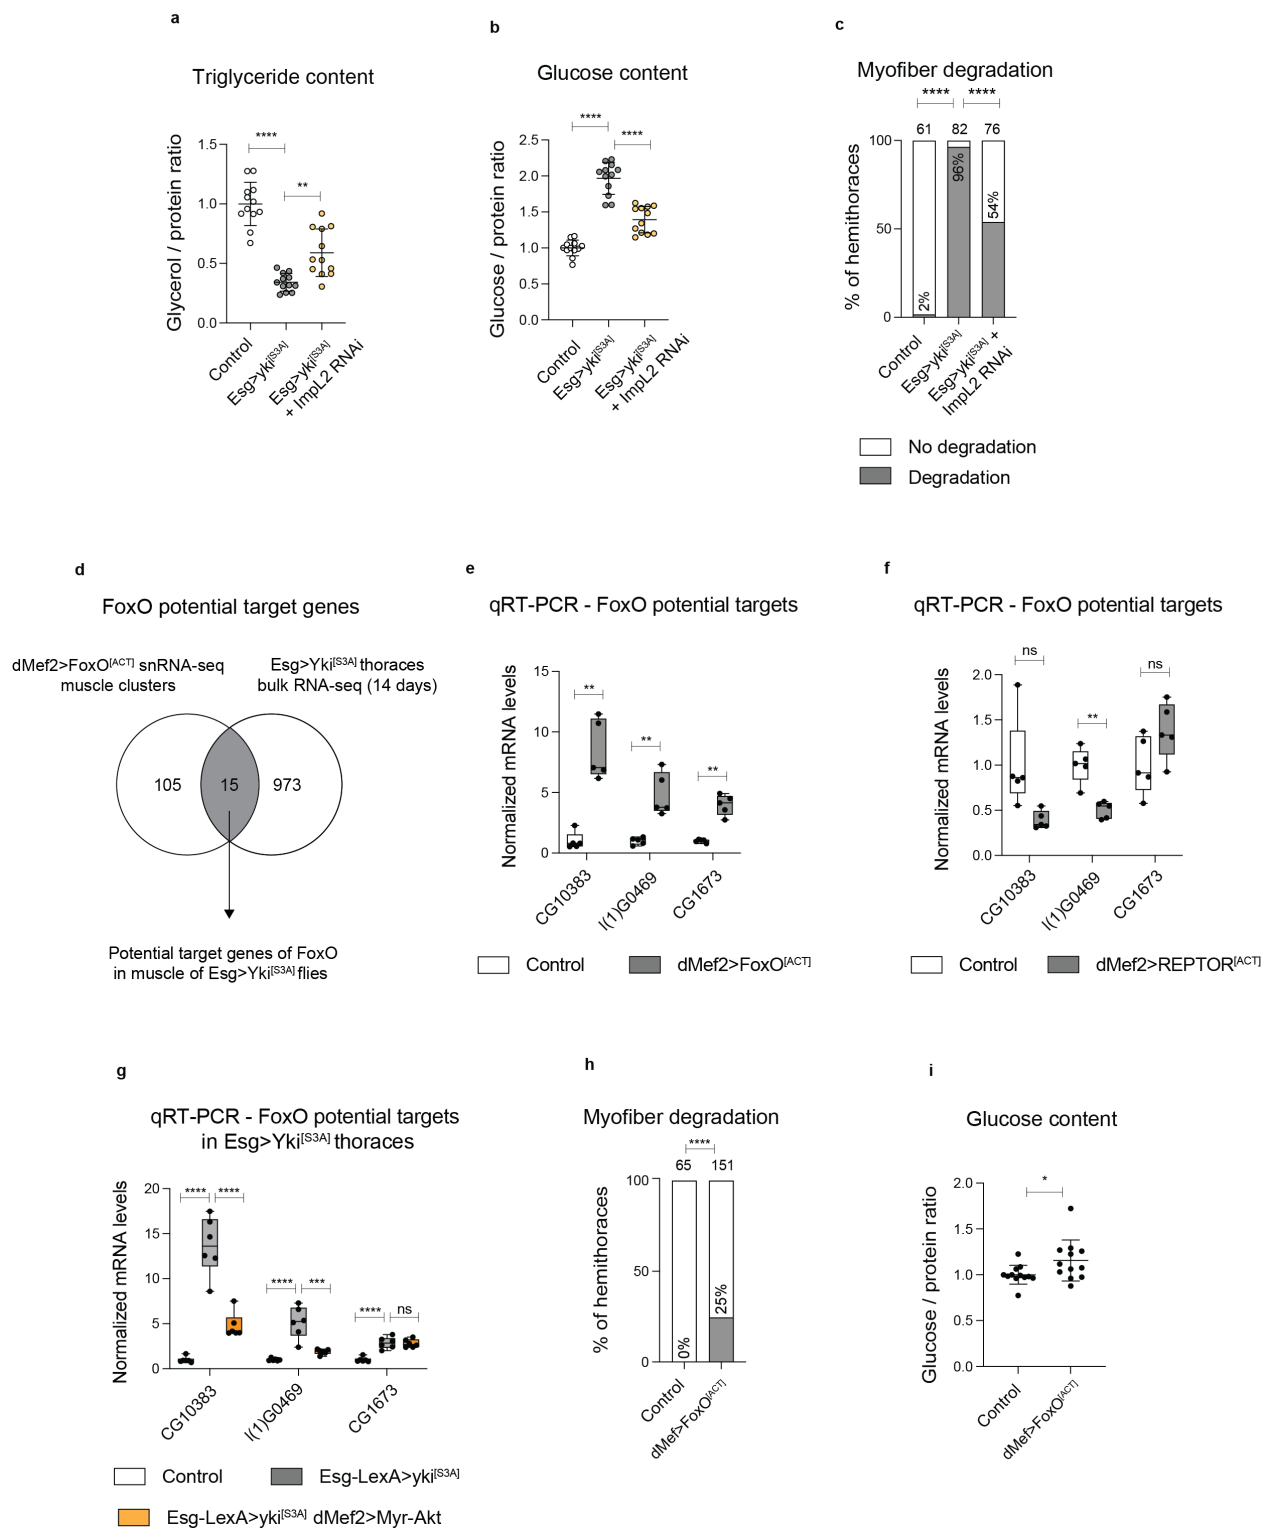

**Supplementary Figure 8: *FoxO<sup>[ACT]</sup>* overexpression in muscle does not phenocopy the overexpression of *REPTOR<sup>[ACT]</sup>*.** **a, b** Triglyceride (**a**) and glucose (**b**) content in thoraces (Triglycerides: Ctrl vs *Yki*  $p < 0.0001^{****}$ , *Yki* vs *Yki + ImpL2 RNAi*  $p = 0.0013^{**}$ . Glucose: Ctrl vs *Yki*  $p < 0.0001^{****}$ , *Yki* vs *Yki + ImpL2 RNAi*  $p < 0.0001^{****}$ ). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. **c** Percentage of hemi-thoraces showing myofiber degradation ( $p < 0.0001^{****}$ ). Total number of hemi-thoraces scored is shown for each genotype. Samples were analyzed after 8 days (**a**), 14 days (**b**) and 20 days (**c**) after tumor induction. **d** Schematics of the strategy to identify specific target genes of FoxO in muscle (see Fig. 3 and Methods). From 15 potential target genes, only 3 candidates have FoxO DNA binding sites and are upregulated in more than one muscle cluster (Supplementary Data 2). **e-g** mRNA levels of potential targets of FoxO in thoraces upon muscle-specific overexpression of *FoxO<sup>[ACT]</sup>* (*CG10383*  $p = 0.0016^{**}$ , *l(1)G0649*  $p = 0.0076^{**}$ , *CG1673*  $p = 0.0012^{**}$ ) (**e**), of *REPTOR<sup>[ACT]</sup>* (*CG10383*  $p = 0.06$  ns, *l(1)G0649*  $p = 0.0027^{**}$ , *CG1673*  $p = 0.09$  ns) (**f**), or elevation of insulin signaling (*Myr-AKT*) in muscle of *Esg>yki<sup>[S3A]</sup>* flies for 12 days (*CG10383*: Ctrl vs *Yki*  $p < 0.0001^{****}$ , *Yki* vs *Yki + Myr-AKT*  $p < 0.0001^{****}$ . *l(1)G0649*: Ctrl vs *Yki*  $p < 0.0001^{****}$ , *Yki* vs *Yki + Myr-AKT*  $p = 0.0001^{***}$ . *CG1673*: Ctrl vs *Yki*  $p < 0.0001^{****}$ , *Yki* vs *Yki + Myr-AKT*  $p = 0.97$  ns) (**g**). N=5-6 biologically independent samples, N=5-10 thoraces per sample. **h** Percentage of hemi-thoraces showing myofiber degradation. Total number of hemi-thoraces scored for each genotype is shown. **i** Glucose content in thoraces ( $p = 0.0444^{*}$ ). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. *FoxO<sup>[ACT]</sup>* was induced for 20 days (**h, i**).

Data shows mean with  $\pm$  SD (**a, b, i**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**e-g**). Values were normalized to the mean of control samples (**a, b, e-g, i**). Statistical analysis was done by using one-way ANOVA with Sidak correction test for multiple comparisons (**a, b, g**), or two-tailed *t*-test with Welch's correction (**e, f, i**), or two-tailed Fisher's exact test with a confidence interval of 95% for pairwise comparisons between two groups (**c, h**). Source data are provided as a Source Data file.

Supplementary Figure 9

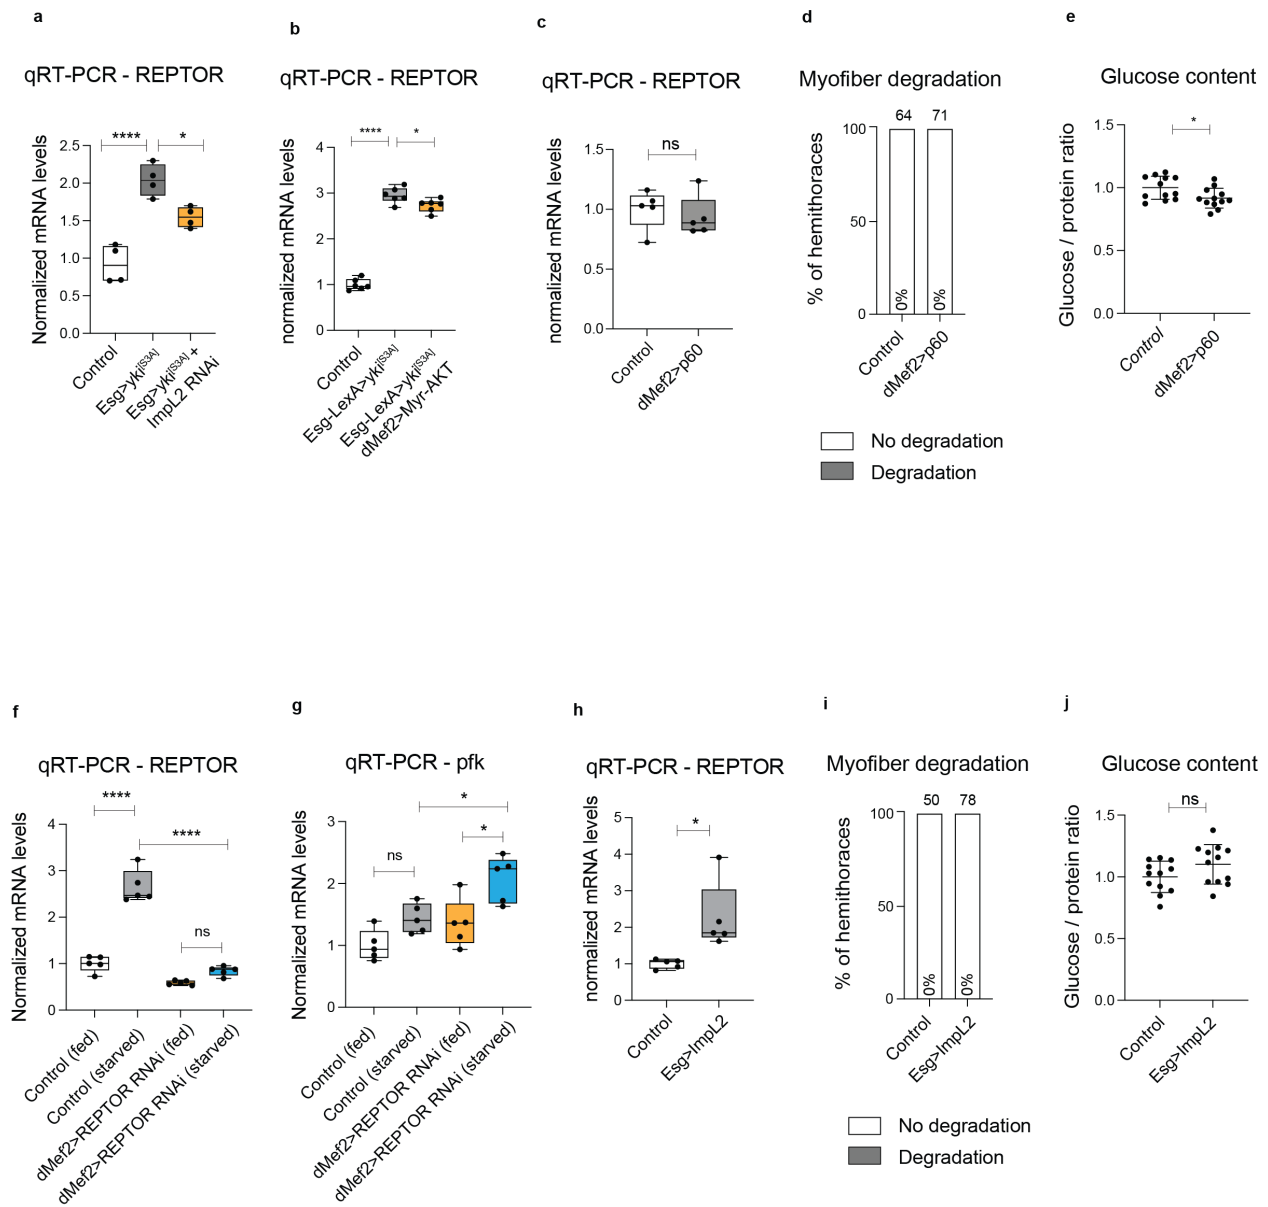

**Supplementary Figure 9: Systemic reduction of insulin signaling in wildtype flies induces *REPTOR* expression.** **a-c** mRNA levels of *REPTOR* in thoraces: upon *Impl2* knockdown in gut *yki*-tumors after 20 days (Ctrl vs *Yki*  $p < 0.0001$ \*\*\*\*, *Yki* vs *Yki* + *Impl2 RNAi*  $p = 0.0169$ \*) (**a**), with elevated insulin signaling (*Myr-AKT*) in muscle of *Esg>yki<sup>S3A</sup>* flies after 12 days (Ctrl vs *Yki*  $p < 0.0001$ \*\*\*\*, *Yki* vs *Yki* + *Myr-AKT*  $p = 0.0399$ \*) (**b**), with muscle-specific reduction of insulin signaling (*p60*) in wildtype flies ( $p = 0.58$  ns) (**c**). N=4-6 biologically independent samples, N=5-10 thoraces per sample. **d** Percentage of hemi-thoraces showing myofiber degradation. Total number of hemi-thoraces scored for each genotype is shown. **e** Glucose content in thoraces ( $p = 0.0259$ \*). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. *p60* was overexpressed in muscle for 20 days (**d, e**). **f, g** mRNA levels of *REPTOR* (**f**) or *pfk* (**g**) in thoraces under nutritional restriction (*REPTOR*: Ctrl fed vs Ctrl starved  $p < 0.0001$ \*\*\*\*, Ctrl starved vs *REPTOR RNAi* starved  $p < 0.0001$ \*\*\*\*, *REPTOR RNAi* fed vs *REPTOR RNAi* starved  $p = 0.34$  ns. *Pfk*: Ctrl fed vs Ctrl starved  $p = 0.25$  ns, Ctrl starved vs *REPTOR RNAi* starved  $p = 0.0383$ \*, *REPTOR RNAi* fed vs *REPTOR RNAi* starved  $p = 0.017$ \*). **h** mRNA levels of *REPTOR* in thoraces ( $p = 0.0376$ \*). N=5 biologically independent samples, N=5-10 thoraces per sample (**f-h**). **i** Percentage of hemi-thoraces showing myofiber degradation. Total number of hemi-thoraces scored for each genotype is shown. **j** Glucose content in thoraces ( $p = 0.1$  ns). N=12 biologically independent samples, N=8 thoraces per sample. Results were reproduced in three independent experiments. *Impl2* was overexpressed in wildtype guts for 20 days (**h, i**) or 14 days (**j**).

Data shows mean with  $\pm$  SD (**e, j**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**a-c, f-h**). Values were normalized to the mean of control samples (**a-c, e-h, j**). Statistical analysis was done by using one-way ANOVA with Sidak correction test for multiple comparisons (**a, b, f, g**), two-tailed *t*-test with Welch's correction (**c, e, h, j**), or two-tailed Fisher's exact test with a confidence interval of 95% for pairwise comparisons between two groups (**d, i**). Source data are provided as a Source Data file.

Supplementary Figure 10

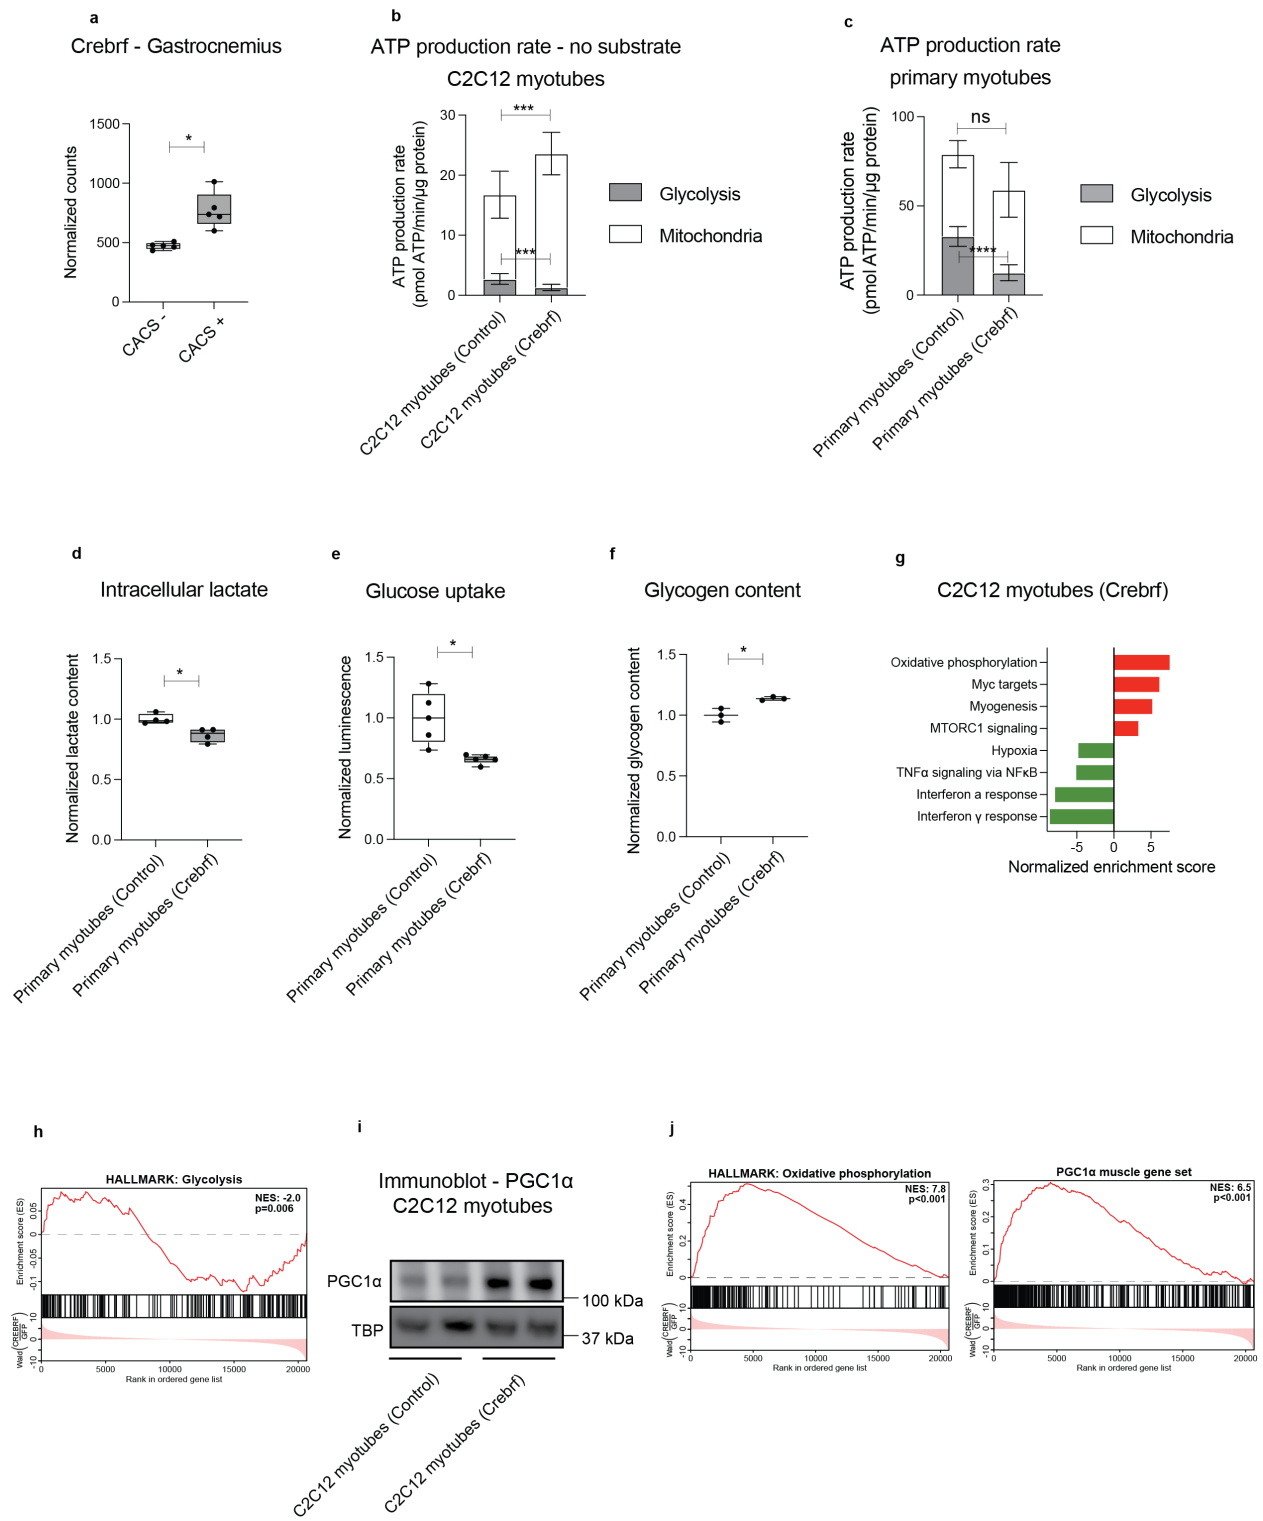

**Supplementary Figure 10: Characterization of the gene expression program driven by CREBRF in mammalian myotubes.** **a** *Crebrf* mRNA levels assessed by RNA-seq in mouse quadriceps of mice harboring non-small cell lung cancer that did (CACS +) or did not (CACS -) exhibit cachexia. Data adapted from a published dataset<sup>1</sup> ( $p=0.014^*$ ).  $N=5$  biologically independent samples. **b** ATP production rate contributed by glycolysis and mitochondrial respiration in C2C12 myotubes upon adenoviral expression of *Crebrf*. No glucose, pyruvate, or glutamine were present in the media (Glycolysis  $p=0.0006^{***}$ , Mitochondria  $p=0.0001^{***}$ ). **c** ATP production rate contributed by glycolysis and mitochondrial respiration in myotubes derived from primary cells upon adenoviral expression of *Crebrf* (Glycolysis  $p<0.0001^{****}$ , Mitochondria  $p=0.94$  ns). Values for glycolysis and mitochondrial respiration were calculated from  $N=10$  biologically independent bioanalyzer wells for each condition (**b**, **c**). **d-f** lactate ( $p=0.011^*$ ) (**d**), glucose uptake ( $p=0.0226^*$ ) (**e**) and glycogen content ( $p=0.0435^*$ ) (**f**) upon *Crebrf* expression in myotubes derived from primary myoblasts.  $N=3-5$  biologically independent samples. **g** Top four HALLMARK gene sets enriched amongst genes up- or down-regulated upon *Crebrf* expression in C2C12 myotubes, as determined by RNA-seq and Gene Set Enrichment Analysis ( $p<0.001$  for each gene set).  $N=3$  biologically independent samples. **h** Gene set enrichment plot assessing the HALLMARK glycolysis gene set in C2C12 myotubes expressing *Crebrf*. **i** Immunoblot of PGC1 $\alpha$  protein in C2C12 myotubes expressing *Gfp* or *Crebrf*. TBP immunoblot of input.  $N=2$  biologically independent samples. **j** Gene set enrichment plots assessing the expression of the PGC1 $\alpha$  muscle gene set (Supplementary Data 1) or the HALLMARK oxidative phosphorylation gene set. Genes detected in RNA-seq were ranked based on Wald statistic, with the first ranked gene corresponding to the gene most significantly upregulated in *Crebrf* cells. Hash marks represent positions in the ranked list corresponding to members of a given gene set. Normalized enrichment score (NES) indicates whether these members are enriched toward the up-regulated end of this list (positive NES) or the downregulated end of this list (negative NES) as compared to chance expectation. Results were reproduced in two independent experiments (**b-f**).

Data shows mean with  $\pm$  SD (**b**, **c**) or boxplots (median and quartiles) with whiskers (minimum to maximum) (**a**, **d-f**). Values were normalized to the average of control samples (**a**, **d-f**). Statistical analysis was done using two-tailed *t*-test with Welch's correction (**a**, **d-f**). Source data are provided as a Source Data file.

Supplementary Table 1 – qPCR primers used in this work

| qRT-PCR Primers - <i>Drosophila</i> | Sequence 5'-3'          | Source                                               |
|-------------------------------------|-------------------------|------------------------------------------------------|
| <i>aTubulin-Fwd</i>                 | CAACCAGATGGTCAAGTGCG    | 2                                                    |
| <i>aTubulin-Rev</i>                 | ACGTCCTTGGGCACAACATC    |                                                      |
| <i>Rp49-Fwd</i>                     | ATCGGTTACGGATCGAACAA    | 3                                                    |
| <i>Rp49-Rev</i>                     | GACAATCTCCTTGCGCTTCT    |                                                      |
| <i>4E-BP-Fwd</i>                    | TCCTGGAGGCACCAAACCTTATC | 4                                                    |
| <i>4E-BP-Rev</i>                    | GGAGCCACGGAGATTCTTCA    |                                                      |
| <i>REPTOR-Fwd</i>                   | GCCGAGAGCTTCTCTTCAC     | 5                                                    |
| <i>REPTOR-Rev</i>                   | CGTCCTGCGAGAAGTCAAT     |                                                      |
| <i>ImpL2-Fwd</i>                    | AAGAGCCGTGGACCTGGTA     | 6                                                    |
| <i>ImpL2-Rev</i>                    | TTGGTGAACCTGAGCCAGTCG   |                                                      |
| <i>Yki-Fwd</i>                      | TCGCCGATCAAGTCCAACAA    | This work. Kindly provided<br>by Raghuvir Viswanatha |
| <i>Yki-Rev</i>                      | CGTGAAGAAGGAGTTGGGCA    |                                                      |
| <i>Hex-A-Fwd</i>                    | CTGCTTCTAACGGACGAACAG   | 6                                                    |
| <i>Hex-A-Rev</i>                    | GCCTTGGGATGTGTATCCTTGG  |                                                      |
| <i>Hex-C-Fwd</i>                    | GCGGAGGTGCGAGAACTTAT    | 6                                                    |
| <i>Hex-C-Rev</i>                    | CCACTTCCAGGCAAAAGCGA    |                                                      |
| <i>Pfk-Fwd</i>                      | CGAGCCTGTGTCCGTATGG     | 6                                                    |
| <i>Pfk-Rev</i>                      | AGTTGGCTTCCTGGATGCAG    |                                                      |
| <i>Pyk-Fwd</i>                      | GCAGGAGCTGATACCCAACCTG  | 6                                                    |
| <i>Pyk-Rev</i>                      | CGTGCATCCGTGAGAGAA      |                                                      |
| <i>Pgi-Fwd</i>                      | ACTGTCAATCTGTCTGTCCA    | 7                                                    |
| <i>Pgi-Rev</i>                      | GATAACAGGAGCATTCTTCTCG  |                                                      |
| <i>Ald-Fwd</i>                      | GCCCAGAAAATCGTTGCCC     | 6                                                    |
| <i>Ald-Rev</i>                      | GGGTCAGTGCTGAACAACAG    |                                                      |
| <i>GAPDH-Fwd</i>                    | CCAATGTCTCCGTTGTGGA     | 3                                                    |
| <i>GAPDH-Rev</i>                    | TCGGTGTAGCCCAGGATT      |                                                      |
| <i>CG42390-Fwd</i>                  | GCTCAGTACAACGAACCTAACCG | This work.<br>FlyPrimerBank: PP20233                 |
| <i>CG42390-Rev</i>                  | CAGTATGCGTATTTGCTCCTCC  |                                                      |
| <i>Gadd45-Fwd</i>                   | ACATGCACGAGGTACTGCTG    | This work.<br>FlyPrimerBank: PP42383                 |
| <i>Gadd45-Rev</i>                   | CGCAGTAGTCGACTAGCTGG    |                                                      |
| <i>RhoGAP68F-Fwd</i>                | CCAACTCAGGGAGCAGTCTG    | This work                                            |
| <i>RhoGAP68F-Rev</i>                | GGATTTTTCGGGAAAGCGGG    |                                                      |

|                      |                         |                                      |
|----------------------|-------------------------|--------------------------------------|
| <i>CG10383-Fwd</i>   | TCTGCTCAATATCGCCCAAAC   | This work.<br>FlyPrimerBank: PP30860 |
| <i>CG10383-Rev</i>   | CCCAGTCCTTCAAGTGATCCA   |                                      |
| <i>CG1673-Fwd</i>    | GGCGGACTTCGAGATCACC     | This work.<br>FlyPrimerBank: PP13646 |
| <i>CG1673-Rev</i>    | GACCCAGATTCTTGTCATGCTTA |                                      |
| <i>l(1)G0469-Fwd</i> | GCATCAGAATCCCACAACCG    | This work.<br>FlyPrimerBank: PP13032 |
| <i>l(1)G0469-Rev</i> | GGATCTCGACCACGAAACCG    |                                      |

| <b>qRT-PCR Primers - mouse</b> | <b>Sequence 5'-3'</b>   | <b>Source</b> |
|--------------------------------|-------------------------|---------------|
| <i>Crebrf-Fwd</i>              | AGCGTAAGCGGAATGGACC     | 8             |
| <i>Crebrf-Rev</i>              | CAGGACATCTGTGAAAGTCTCC  |               |
| <i>Tbp-Fwd</i>                 | GAAGCTGCGGTACAATTCCAG   | 8             |
| <i>Tbp-Rev</i>                 | CCCCTTGTACCCTTCACCAAT   |               |
| <i>Rplp0-Fwd</i>               | AGATTTCGGGATATGCTGTTGGC | 8             |
| <i>Rplp0-Rev</i>               | TCGGGTCCTAGACCAGTGTTTC  |               |

Source Data - Supplementary Figure 2a: Immunoblot of pAKT and total AKT in *Drosophila* thoraces

Biological replicate 1

anti-pAKT immunoblot in protein extracts of thoraces (Cell Signaling 4060 - 1:1000)

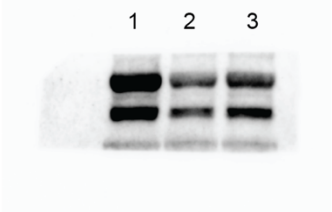

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + Impl2 RNAi

Reblott with anti-AKT (Cell Signaling 9272 - 1:1000)

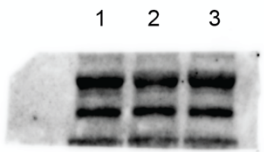

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + Impl2 RNAi

anti-Tubulin immunoblot (Sigma T5168 - 1:20000)

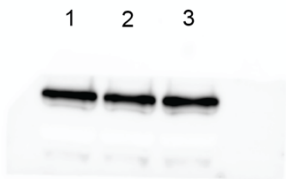

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + Impl2 RNAi

|                           | Densitometry of bands: Adj. Volume |           |          | pAKT/Total AKT ratio |
|---------------------------|------------------------------------|-----------|----------|----------------------|
|                           | pAKT                               | Total AKT | tubulin  |                      |
| Control                   | 49603008                           | 49130600  | 66125794 | 1                    |
| Esg>Yki[S3A]              | 14636352                           | 38909855  | 59090619 | 0.372578069          |
| Esg>Yki[S3A] + Impl2 RNAi | 22951584                           | 41383532  | 65297302 | 0.549324747          |

Lower AKT band was used for analysis (approximately 60 kDa)  
Tubulin is approximately 45 kDa

Loading control - Ponceau staining

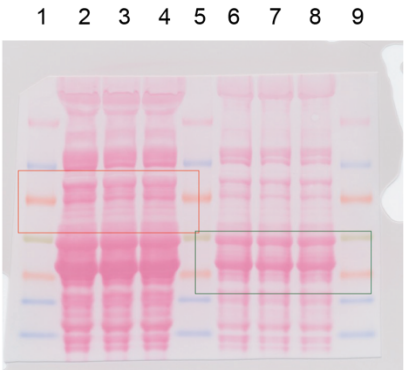

Lane 1 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 2 - Control (30-40 ug of protein)  
Lane 3 - Esg>Yki[S3A] (30-40 ug of protein)  
Lane 4 - Esg>Yki[S3A] + Impl2 RNAi (30-40 ug of protein)  
Lane 5 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 6 - Control (10-15 ug of protein)  
Lane 7 - Esg>Yki[S3A] (10-15 ug of protein)  
Lane 8 - Esg>Yki[S3A] + Impl2 RNAi (10-15 ug of protein)  
Lane 9 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)

Membrane used for pAKT and total AKT immunoblot (red)  
Membrane used for tubulin immunoblot (green)

Source Data - Supplementary Figure 2a: Immunoblot of pAKT and total AKT in *Drosophila* thoraces

Biological replicate 2

anti-pAKT immunoblot in protein extracts of thoraces (Cell Signaling 4060 - 1:1000)

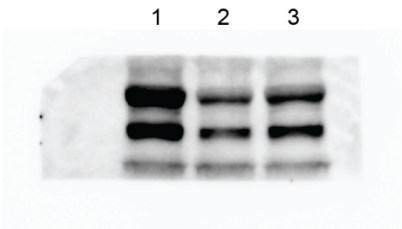

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + ImpL2 RNAi

Reblott with anti-AKT (Cell Signaling 9272 - 1:1000)

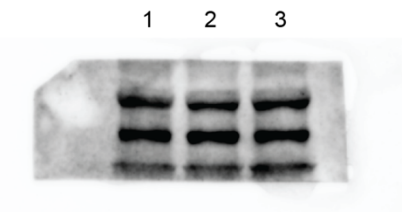

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + ImpL2 RNAi

anti-Tubulin immunoblot (Sigma T5168 - 1:20000)

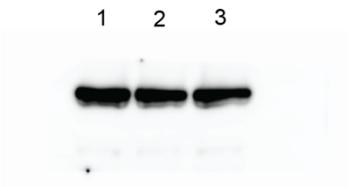

Lane 1 - Control  
Lane 2 - Esg>Yki[S3A]  
Lane 3 - Esg>Yki[S3A] + ImpL2 RNAi

|                           | Densitometry of bands: Adj. Volume |           |           | pAKT/Total AKT ratio |
|---------------------------|------------------------------------|-----------|-----------|----------------------|
|                           | pAKT                               | Total AKT | tubulin   |                      |
| Control                   | 44773680                           | 25398820  | 100729202 | 1                    |
| Esg>Yki[S3A]              | 12627132                           | 37056712  | 84371115  | 0.193298546          |
| Esg>Yki[S3A] + ImpL2 RNAi | 18995050                           | 30740130  | 78973314  | 0.35053024           |

Lower AKT band was used for analysis (approximately 60 kDa)  
Tubulin is approximately 45 kDa

Loading control - Ponceau staining

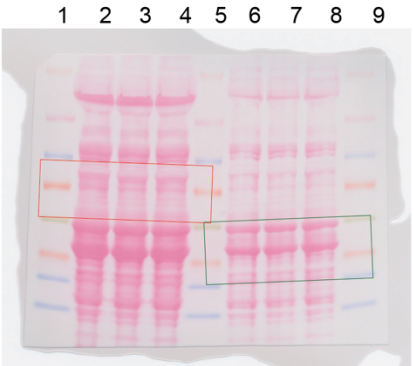

Lane 1 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 2 - Control (30-40 ug of protein)  
Lane 3 - Esg>Yki[S3A] (30-40 ug of protein)  
Lane 4 - Esg>Yki[S3A] + ImpL2 RNAi (30-40 ug of protein)  
Lane 5 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 6 - Control (10-15 ug of protein)  
Lane 7 - Esg>Yki[S3A] (10-15 ug of protein)  
Lane 8 - Esg>Yki[S3A] + ImpL2 RNAi (10-15 ug of protein)  
Lane 9 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)

Membrane used for pAKT and total AKT immunoblot (red)  
Membrane used for tubulin immunoblot (green)

Source Data - Supplementary Figure 5e: Immunoblot of pS6K and total S6K in *Drosophila* thoraces

Biological replicate 1

anti-pS6K immunoblot in protein extracts from thoraces (Cell Signaling 9209 - 1:1000)

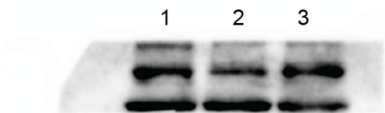

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

Reblott with anti-S6K (PMID: 20444422 - 1:10000)

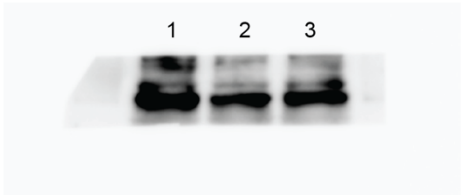

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

anti-Tubulin immunoblot (Sigma T5168 - 1:20000)

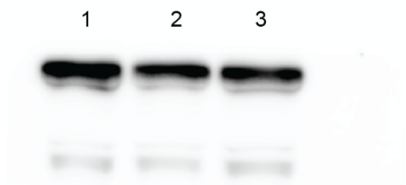

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

|                                                | Densitometry of bands: Adj. Volume |           |          | pS6K/ Total S6K ratio |
|------------------------------------------------|------------------------------------|-----------|----------|-----------------------|
|                                                | pS6K                               | total s6K | tubulin  |                       |
| Lane 1 - Control                               | 53468976                           | 56821408  | 78741663 | 1                     |
| Lane 2 - Esg-LexA>Yki[S3A]-GFP                 | 34309315                           | 32537916  | 55345108 | 1.120553091           |
| Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT | 62329215                           | 36764212  | 57805202 | 1.801675279           |

pS6K and total S6K bands are approximately 60 kDa  
Tubulin is approximately 45 kDa

Loading control - Ponceau staining

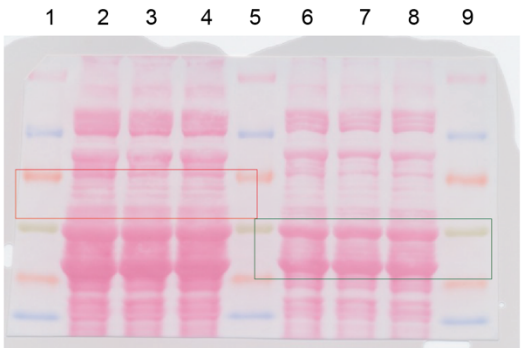

Lane 1 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 2 - Control (30-40 ug of protein)  
Lane 3 - Esg-LexA>Yki[S3A]-GFP (30-40 ug of protein)  
Lane 4 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT (30-40 ug of protein)  
Lane 5 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 6 - Control (10-15 ug of protein)  
Lane 7 - Esg-LexA>Yki[S3A]-GFP (10-15 ug of protein)  
Lane 8 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT (10-15 ug of protein)  
Lane 9 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)

Membrane used for pS6K and total S6K immunoblot (red)  
Membrane used for tubulin immunoblot (green)

Source Data - Supplementary Figure 5e: Immunoblot of pS6K and total S6K in *Drosophila* thoraces

Biological replicate 2

anti-pS6K immunoblot in protein extracts from thoraces (Cell Signaling 9209 - 1:1000)

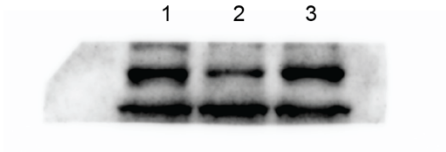

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

Reblott with anti-S6K (PMID: 20444422 - 1:10000)

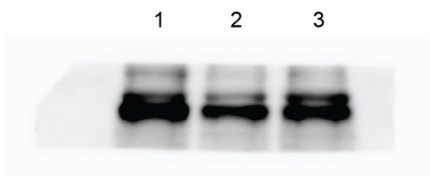

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

anti-Tubulin immunoblot (Sigma T5168 - 1:20000)

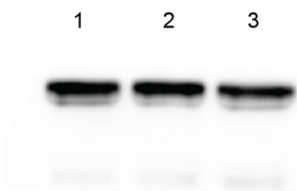

Lane 1 - Control  
Lane 2 - Esg-LexA>Yki[S3A]-GFP  
Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT

|                                                | Densitometry of bands: Adj. Volume |           |          | pS6K/ Total S6K ratio |
|------------------------------------------------|------------------------------------|-----------|----------|-----------------------|
|                                                | pS6K                               | total s6K | tubulin  |                       |
| Lane 1 - Control                               | 43431084                           | 59952480  | 68282832 | 1                     |
| Lane 2 - Esg-LexA>Yki[S3A]-GFP                 | 28543569                           | 34120416  | 67504422 | 1.154783158           |
| Lane 3 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT | 54491905                           | 39335040  | 57594249 | 1.912312564           |

pS6K and total S6K bands are approximately 80 kDa  
Tubulin is approximately 45 kDa

Loading control - Ponceau staining

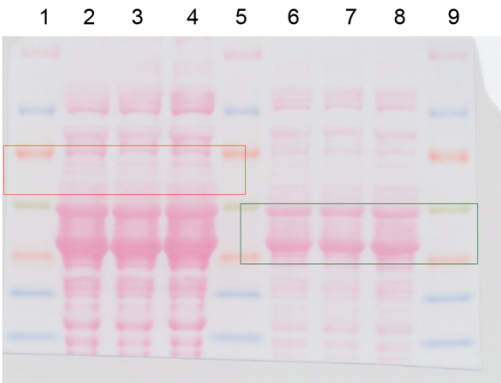

Lane 1 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 2 - Control (30-40 ug of protein)  
Lane 3 - Esg-LexA>Yki[S3A]-GFP (30-40 ug of protein)  
Lane 4 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT (30-40 ug of protein)  
Lane 5 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)  
Lane 6 - Control (10-15 ug of protein)  
Lane 7 - Esg-LexA>Yki[S3A]-GFP (10-15 ug of protein)  
Lane 8 - Esg-LexA>Yki[S3A]-GFP + dMef2>Myr-AKT (10-15 ug of protein)  
Lane 9 - Spectra Multicolor Broad Range Protein Ladder (Pierce #26634)

Membrane used for pS6K and total S6K immunoblot (red)  
Membrane used for tubulin immunoblot (green)

Source Data - Supplementary Figure 10i: Immunoblot of Pgc1 $\alpha$  in C2C12 myotubes

anti-Pgc1 $\alpha$  immunoblot of protein extracts from C2C12 myotubes (EMD Millipore ST1202 - 1:1000)

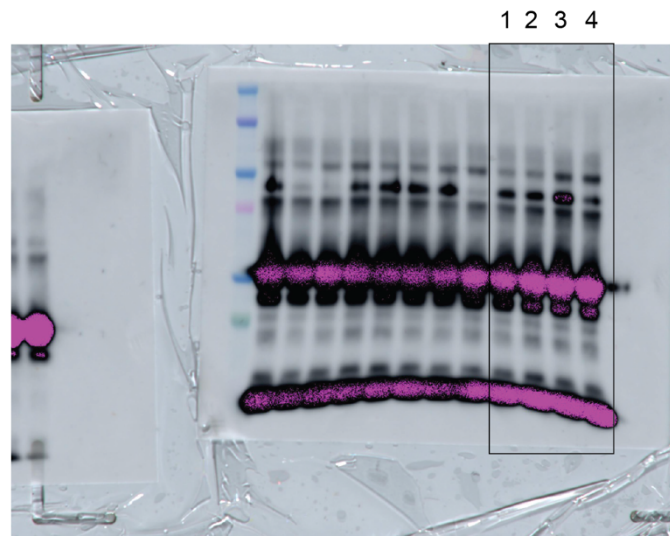

Pgc1 $\alpha$  band is approximately 100 kDa

anti-Tbp immunoblot of protein extracts from C2C12 myotubes (Cell Signaling 44059 - 1:1000)

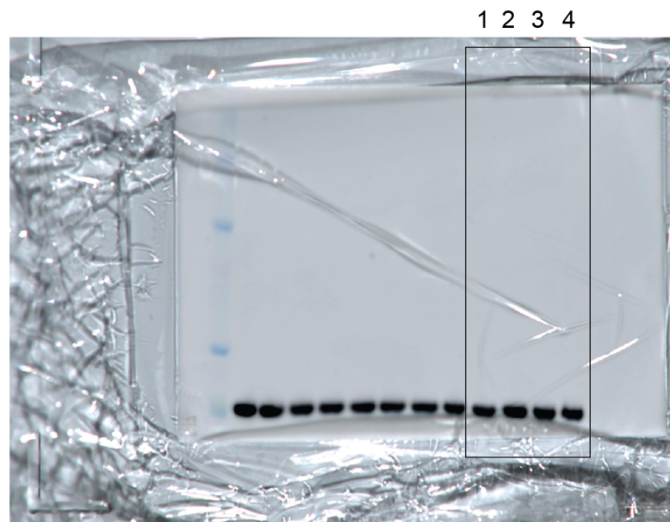

Tbp band is approximately 40 kDa

- Lane 1 - Biological replicate 1 C2C12 myotubes (Control)
- Lane 2 - Biological replicate 2 C2C12 myotubes (Control)
- Lane 3 - Biological replicate 1 C2C12 myotubes (Crebrf overexpression)
- Lane 4 - Biological replicate 2 C2C12 myotubes (Crebrf overexpression)

## Supplementary references

- 1 Queiroz, A. L. *et al.* Blocking ActRIIB and restoring appetite reverses cachexia and improves survival in mice with lung cancer. *Nat Commun* **13**, 4633, doi:10.1038/s41467-022-32135-0 (2022).
- 2 Zirin, J. *et al.* Interspecies analysis of MYC targets identifies tRNA synthetases as mediators of growth and survival in MYC-overexpressing cells. *Proc Natl Acad Sci U S A* **116**, 14614-14619, doi:10.1073/pnas.1821863116 (2019).
- 3 Ewen-Campen, B. *et al.* Optimized strategy for in vivo Cas9-activation in *Drosophila*. *Proc Natl Acad Sci U S A* **114**, 9409-9414, doi:10.1073/pnas.1707635114 (2017).
- 4 Demontis, F. & Perrimon, N. FOXO/4E-BP signaling in *Drosophila* muscles regulates organism-wide proteostasis during aging. *Cell* **143**, 813-825, doi:10.1016/j.cell.2010.10.007 (2010).
- 5 Tiebe, M. *et al.* REPTOR and REPTOR-BP Regulate Organismal Metabolism and Transcription Downstream of TORC1. *Dev Cell* **33**, 272-284, doi:10.1016/j.devcel.2015.03.013 (2015).
- 6 Kwon, Y. *et al.* Systemic organ wasting induced by localized expression of the secreted insulin/IGF antagonist ImpL2. *Dev Cell* **33**, 36-46, doi:10.1016/j.devcel.2015.02.012 (2015).
- 7 Krejcova, G. *et al.* *Drosophila* macrophages switch to aerobic glycolysis to mount effective antibacterial defense. *Elife* **8**, doi:10.7554/eLife.50414 (2019).
- 8 Wang, X., Spandidos, A., Wang, H. & Seed, B. PrimerBank: a PCR primer database for quantitative gene expression analysis, 2012 update. *Nucleic Acids Res* **40**, D1144-1149, doi:10.1093/nar/gkr1013 (2012).

# Supplementary material for: REPTOR and CREBRF encode key regulators of muscle energy metabolism
**Source:** Nat Commun. 2023 Aug 15;14:4943. doi: 10.1038/s41467-023-40595-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files Document**

### **Supplementary Dataset 1:**

Analysis of the bulk RNA-seq datasets and list of genes from the 'PGC1 $\alpha$  muscle gene set.'

### **Supplementary Dataset 2:**

Analysis of the snRNA-seq dataset

### **Supplementary Dataset 3:**

List of the Drosophila genotypes for each figure

### **Supplementary Dataset 4:**

Targeted Mass Spectrometry values for all metabolites quantified in this work and respective ID database.

# Supplementary material for: REPTOR and CREBRF encode key regulators of muscle energy metabolism
**Source:** Nat Commun. 2023 Aug 15;14:4943. doi: 10.1038/s41467-023-40595-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | R (vs4.1.2) package: Harmony (vs0.10) and Seurat (vs4.3.0). DESeq2 (vs1.34.0), STAR (vs2.7.2b), PANGAEA (vs1), DIOPT (vs9.2), Fiji (vs2.9.0), GraphPad Prism (vs9.5.1), Image Lab software (vs6.0.1), 10x Genomics Loupe Browser (vs6.4.1), 10x Genomics Cell Ranger (vs7.0.0). For the mammalian work, fastp (vs0.20.1); RNA STAR (vs2.7.8); DESeq2 (vs2.11.40.6); GSEA (vs4.0.1). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and snRNA-seq datasets generated in this work were deposited in the Gene Expression Omnibus (GEO) databases under the following accession codes:

GSE189214, GSE189218, GSE228034, GSE227038

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for quantification of protein, glucose and triglycerides in thoraces was based on the previous publications (PMID: 27572262, PMID: 27185732, PMID: 30554999). For ATP quantification, the sample size was based on a previous publication (PMID: 30872605). For qRT-PCR experiments, sample size was based on several publications. For mammalian experiments the number of biological replicates was based on similar experiments previously published (PMID: 28475869, PMID: 31235694). No statistical method was used to determine sample size.              |
| Data exclusions | There were no data exclusions in any panel of results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Quantification of protein, glucose and triglycerides and ATP content were replicated in all three independent experiments performed. Western blots results were replicated in three independent experiments, with the exception of the quantification of the pS6K/S6K ratio in Figure 2b that was replicated in two independent experiments that had comparable levels of total S6K across samples. Immunostainings showed similar results in five different animals analyzed. Results with mammalian samples were reproduced in the two independent experiments performed. |
| Randomization   | Randomization was not applicable in this study. Genotypes were separated and grouped by genetic background.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | No blinding was done. The investigators set up the experiments, collected and analyzed the data making it impossible to perform blind analysis.                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

For immunostaining of *Drosophila* samples, primary antibodies used were mouse anti-CoxIV (1:200-1:500, Abcam – 33985), chicken anti-GFP (1:2000, Aves Labs – GFP-1020), mouse anti-bPS1 (1:50, DSHB – CF.6G11), mouse anti-dlg1 (1:50, DSHB – 4F3) and rabbit anti-amphiphysin (Dr Andrew Zelhof, PMID: 11711432 - #9906 - 1:200). Secondary antibodies used were anti-mouse Alexa Fluor 488 (1:500, Thermo Fisher Scientific – A-21202), anti-chicken 488 (1:500, Jackson ImmunoResearch – 703-545-155) or Alexa Fluor 647 (1:500, Thermo Fisher Scientific – A-21244).

For immunoblots of *Drosophila* samples, primary antibodies used were rabbit anti-pAKT (1:1000, Cell Signaling – 4060), rabbit anti-Akt (1:1000, Cell Signaling – 9272), rabbit anti-pS6K (1:1000, Cell Signaling – 9209), guinea pig anti-S6K (Dr Aurelio Teleman, PMID: 20444422 - 1:10000), mouse anti-tubulin (1:10000, Sigma – T5168), guinea pig anti-REPTOR (Dr Aurelio Teleman, PMID: 25920570 - 1:1000). Secondary antibodies used were anti-mouse HRP (1:10000, Amersham – NXA931), anti-rabbit HRP (1:10000, Amersham – NA934) and anti-guinea pig HRP (1:10000, Jackson ImmunoResearch – 106-035-003).

For immunoblots of mouse samples, primary antibodies used were rabbit anti-TBP (1:1000, Cell Signaling – 44059) and mouse anti-PGC1 $\alpha$  (1:1000, EMD Millipore – ST1202). Secondary antibodies used were anti-rabbit HRP (Promega – W4011) or anti-mouse HRP (Promega – W4021).

### Validation

Validation of commercially available antibodies:

anti-CoxIV (Abcam – 33985): <https://www.abcam.com/products/primary-antibodies/cox-iv-antibody-mabcam33985-mitochondrial-marker-ab33985.html>

anti-GFP (Aves Labs – GFP-1020): <https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>

anti-bPS1 (DSHB – CF.6G11): <https://dshb.biology.uiowa.edu/CF-6G11>

anti-dlg1 (DSHB – 4F3): <https://dshb.biology.uiowa.edu/4F3-anti-discs-large>

anti-pAKT (Cell Signaling – 4060): <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>

anti-Akt (Cell Signaling – 9272): <https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>

anti-pS6K (Cell Signaling – 9209): <https://www.cellsignal.com/products/primary-antibodies/phospho-drosophila-p70-s6-kinase-thr398-antibody/9209>

anti-tubulin (Sigma – T5168): <https://www.sigmaaldrich.com/US/en/product/sigma/t5168>

anti-TBP (Cell Signaling – 44059): <https://www.cellsignal.com/products/primary-antibodies/tbp-d5c9h-xp-rabbit-mab/44059>

anti-PGC1 $\alpha$  (EMD Millipore – ST1202): [https://www.emdmillipore.com/US/en/product/Anti-PGC-1-Mouse-mAb-4C1.3,EMD\\_BIO-ST1202](https://www.emdmillipore.com/US/en/product/Anti-PGC-1-Mouse-mAb-4C1.3,EMD_BIO-ST1202)

For non-commercial antibodies the information is in the following relevant publications.

anti-amphiphysin, PMID: 11711432

anti-REPTOR, PMID: 25920570

anti-S6K, PMID: 20444422

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

C2C12 mouse myoblasts line obtained from ATCC (CRL-1772). HEK293A were obtained from Thermo Fisher (R70507).

### Authentication

Cells obtained from ATCC and Thermo Fisher were not authenticated.

### Mycoplasma contamination

Not tested for mycoplasma

### Commonly misidentified lines (See [ICLAC](#) register)

None used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The strains of *Drosophila melanogaster* lines used in this work and their origin are listed: Bloomington *Drosophila* Stock Center (BDSC): *esg.LexA::GAD* (P{ST.LexA::HG}SJH-1, 66632). *UAS-p60* (P{UAS-Pi3K21B.HA}2, 25899). *UAS-Myr-Akt* (P{UAS-myr-Akt. $\Delta$ PH}3, 80935). *tub-GAL80[TS]* (P{tubP-GAL80[ts]}10, 7108). *P{tubP-GAL80ts}7, 7018*; *UAS-CPT1 RNAi* (P{y[+t7.7] v[+t1.8]}=TriP.HMS00040) attP2, 34066). National Institute of Genetics Stock Center (NIG): *UAS-ImplL2-RNAi* (15009R-3). *UAS-REPTOR-RNAi* (13624R-3). Vienna *Drosophila* Research Center (VDRC): *Act88f::GFP* (PBac{fTRG10028.sfGFP-FT}, v318362). Laboratory stocks: *w[1118]. tub-GAL80[ts]*, *dmef2-GAL4. tub-GAL80[ts]*; *lpp-GAL4. esg-GAL4, UAS-GFP, tub-GAL80[ts]* (PMID: 16340959). *UAS-yki[S3A]* (PMID: 19330023). *UAS-s.ImplL2* (PMID: 18412985). *UAS-Tsc1/Tsc2* (PMID: 11348591). *UAS-Transtimer* (PMID: 31140975). The stock *UAS-Empty[VK33]* (3rd chromosome) was a gift from Hugo Bellen laboratory. The stocks *UAS-REPTOR[ACT]* (PMID: 25920570) and *UAS.PRAS40* (PMID: 22264732) were a gift from Aurelio Teleman. The stocks *UAS-HA-FoxO[ACT]*, *UAS-REPTOR[WT]*, *LexAop-nls-sfGFP* and *LexAop-yki[S3A]-sfGFP* were made in this work. A list of the genotypes used for each Figure is presented in Supplementary Data 3.

The age of the flies was precisely defined according to the nature of the experiment: for gut yki-tumors, eclosed male flies of the

right genotype were collected every 24-48 hours and then incubated at 29°C (GAL4) for 2, 8, 14 or 20 days, or 27°C (LexAop) for 12, 16 or 19 days, to induce  $\gamma$ ki[S3A] expression in the gut. For muscle-specific expression (dMef2-GAL4), new adult males were collected every 48-72 hours, kept at 18°C for an additional 4-5 days and then incubated at 29°C to induce gene expression for (4, 8 or 20 days).

Regarding the mammalian work, Mouse C57BL/6J were used and all animals were 8-12 weeks old.

Wild animals

No wild animals were collected or used in this study

Reporting on sex

All animals used in this study were males. Primary myoblasts were isolated from female C57BL/6J mice.

Field-collected samples

No field-collected samples were used in this work.

Ethics oversight

Protocols were approved by Animal Care and Use Committee of the Beth Israel Deaconess Medical Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

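RNA from thoraces of adult males was sequenced in 10 libraries: control flies at days 2, 14 and 38 and Esg>yki[S3A] flies at days 2, 8, 14, 20, 26, 32 and 38. Flies were kept at 29 °C until day 14 and at 18 °C after it. Conditions were taken from the sample labels and checked against the paper's methods and Supplementary Fig. 3a. Each condition is 1 library, so libraries were compared singly and no test across replicates was made.

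The authors depleted rRNA, divided each library into 4 pools sequenced on an Illumina NextSeq, and aligned the reads with STAR 2.7.2b to FlyBase release 6.30. The values the authors deposited are estimated counts per gene, not divided by depth or by gene length: each is a multiple of 0.25, as a mean over the 4 pools would be. The counting program, its use of strand and its treatment of reads that match more than 1 gene are not stated in the paper's text, which names DESeq2 1.34.0 for differential expression. The comparisons had been planned for values in RPKM, the unit of the paper's supplementary table, and the deposited values turned out to be counts. They were multiplied by 4, on the assumption that each is a mean over the 4 pools, which gives whole numbers without rounding. These were taken as reads and divided by the library's total reads on genes and by the gene's merged exon length, which gives RPKM. Exon lengths and coordinates come from the Ensembl release 115 annotation of the Release 6 assembly, the assembly that FlyBase release 6.30 annotates; 99.7% of the gene identifiers matched, and the 57 genes without a length hold 0.0760% of the reads and were left out. This scaling was chosen as the nearest to the planned unit, and it was kept after the results under the other scalings were seen.

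Genes were counted past a cut-off on the log2 ratio of RPKM with no pseudocount: 1.3 from day 2 to day 14 with a reversal of 1.5-fold by day 38, and 1 between genotypes at day 14, each with at least 2 RPKM in the larger library. The cut-offs on the log2 ratio are those of the paper's methods, which also select genes on an adjusted P value from DESeq2. That filter was not applied here, since each condition has 1 library. The reversal of 1.5-fold and the minimum of 2 RPKM were set here before the data were examined, just under the lowest values in the paper's supplementary table. No p-value across genes was computed. A gene set was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size, drawn from genes outside the set in the same of 10 bins of mean RPKM. Genes with a read in either library entered; this choice of eligible genes was made after seeing the data, and a minimum of 2 RPKM was run as an alternative. Percentiles under 2.5 or over 97.5 were read as standing apart from the matched lists. Gene lists for glycolysis, the TCA cycle, oxidative phosphorylation, the ribosomes, heat shock, antimicrobial peptides, the clock, fat body, flight muscle, digestive enzymes and testis were written before the data were examined. Intervals on a ratio of 2 libraries are 95% exact Clopper-Pearson intervals on the reads of the gene in those libraries. They cover counting error only and say nothing of the spread between flies or library preparations. Where a gene had at most 3 reads, the fold was computed against 3 reads and is a lower bound.

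The genes named are REPTOR, the genes the paper names as measured in Esg>yki[S3A] thoraces or lists in Supplementary Fig. 3h and in its FoxO target sheet, members of the gene sets, and the 5 genes in each direction with the largest change from day 2 to day 14 among those that met the whole rule, had at least 10 RPKM and had moved the same way by day 8. Ranking with reads raised to a floor of 3 was adopted after a first ranking had left genes with 0 reads tied. The mitochondrial genes mt:CoI and mt:ND1 were chosen after their values were seen.

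Alternatives were pseudocounts of 0.1 and 1 RPKM, scaling by edgeR's TMM factors, by DESeq2's median of ratios and by the reads on nuclear protein-coding genes, other cut-offs, minimums and reversals, the neighboring libraries, and the use of the control libraries as a filter or as a difference. Scaling by the totals that the RPKM values of the paper's supplementary table imply, a minimum of 2 RPKM for gene sets, 50 bins, and the glycolysis change less the control change were added after seeing the data. The counting rules were tested on simulated reads, in which 100 genes lowered and 100 genes raised 4-fold at day 14 were all recovered. Of 17363 unchanged genes, 1 and 3 were called by the rules for reversed genes and 11 and 13 by the rules for the day 14 comparison. A set of 20 lowered genes lay at percentile 0 and an unchanged set at 13.5. All simulated libraries shared 1 mean profile and differed by counting error only. The changed genes were well expressed, and the unchanged genes include those under 2 RPKM. The simulation thus checks that the rules work as written and gives no rate of false calls for these libraries. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 (scaling factors only), Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. In the tests of technical explanations, the bound of 80% of enzymes on the same side of their median was set after the data were examined, and the test on digestive enzymes at day 20 was changed from a percentile to a sum after the percentile had been seen, because fewer than 80% of the enzymes had a read. GO and KEGG enrichment was not recomputed, because no annotation of all genes with these terms was used here.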

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

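Among the tests in this part, those on REPTOR at day 20, on the mitochondrial share of reads and on digestive enzymes in the day 20 library were chosen only after the results were seen. Which values to compare between libraries was likewise settled after the data were examined: REPTOR and the sum of each gene set in the libraries the paper does not use, and the direction of each gene set from day 2 to day 14 in both genotypes.

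REPTOR was at 62.4 RPKM in Esg>yki[S3A] thoraces at day 20, after 6 days at 18 °C, above all 3 control libraries, the highest of which was 47.7 RPKM at day 38. The paper does not use this library. If the scaling between libraries had produced the difference, it could vanish under another scaling. REPTOR at day 20 was above every control library under all 4 scalings that cover this day. The totals the paper's RPKM imply, which changed REPTOR at day 38 most, do not cover day 20. Scaling is therefore not ruled out as the source. No control library exists at day 20, and with 1 library the level cannot be told apart from the spread between libraries. The paper's own qRT-PCR after 6 days of recovery (Supplementary Fig. 3i) reports no significant difference between genotypes.

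The 13 antimicrobial peptide genes sum to 3099 RPKM in Esg>yki[S3A] thoraces at day 20, a library the paper does not use, against 637 in the highest control library, at day 2, and 418 in Esg>yki[S3A] thoraces at day 14. DptA alone was at 1203 RPKM. Gut tissue carried over at dissection would bring digestive enzymes with it. The summed RPKM of the 26 digestive enzyme genes was 87.3 at day 20, below the 117, 170 and 212 of the control libraries. Among the Esg>yki[S3A] libraries only that of day 14 was lower, at 64.4. The sum gives no sign of more gut tissue than in control thoraces. Gut tissue is not ruled out, since no gut sample shows how much enzyme RNA a tumor gut would bring. An infection of the flies in 1 vial was not tested, and the high control value at day 2 shows that these genes also vary between libraries without a tumor.

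Mitochondrial genes held 46.9% of the reads on genes in Esg>yki[S3A] thoraces at day 14, against 25.2% to 29.3% in the control libraries and at most 32.5% in any other library; the paper does not discuss these genes. If mt:CoI alone took the reads, the other mitochondrial protein-coding genes would not stand out once it is left out, but they held 23.8% of the remaining reads at day 14, against at most 14.3% in any other library. If rRNA depletion had failed, mitochondrial rRNA would be high, but it held 3.82% of the reads, within the range of 2.53% to 9.31% in the control libraries. These tests speak against both explanations. Differences in RNA extraction between libraries were not tested, so no biological explanation is put forward.

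The fat body genes moved in opposite directions from day 2 to day 14: their median log2 ratio was -0.89 in Esg>yki[S3A] and 0.95 in control thoraces, a difference of medians of -1.84. The signs were the same under all 4 other scalings. The difference was not tested, since there is 1 library per condition. It rests in part on the day 2 libraries. There the set was already higher in Esg>yki[S3A] than in control thoraces, with a median of 0.44, at percentile 99.17 of matched lists. The serum protein genes Lsp2 and Lsp1beta, at 0.0639 and 0.138 RPKM in Esg>yki[S3A] thoraces at day 14 and 58.9 and 172 RPKM in control thoraces, contribute the extreme values. The control library of day 14 was the highest control library for both. In control thoraces at days 2 and 38, Lsp2 was at 5.91 and 0.828 RPKM and Lsp1beta at 13.7 and 5.46 RPKM. From day 2 to day 14 the fat body set lay at percentile 7.96 of matched lists in Esg>yki[S3A] thoraces, within their range, and the flight muscle set at 0.07. Between genotypes at day 14 they lay at 0.82 and 10.2. The fat body genes sum to 2404 RPKM in the control library of day 14, the highest of the 10 libraries. They sum to 918 RPKM in control thoraces at day 2 and to 840 RPKM in Esg>yki[S3A] thoraces at day 14. The control library of day 14 also had the highest testis sum, 13.3 RPKM, so the difference at day 14 may rest in part on that library. The low fat body values are the observation itself, so loss of fat body tissue and lower expression of these genes in the same tissue cannot be told apart here.

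The antimicrobial peptide genes also moved in opposite directions from day 2 to day 14, with a difference of medians between Esg>yki[S3A] and control thoraces of 9.29. This difference was not tested either. It rests in part on the control library of day 2, where 13 of 13 genes were higher than in the control library of day 14 and than in the Esg>yki[S3A] library of day 2. No technical explanation was tested for the high values of that control library.

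In the same comparison from day 2 to day 14, the set of Clk and cry, the cytosolic ribosome and the mitochondrial ribosome had medians of opposite sign in the genotypes, and none of these differences was tested. The median of Clk and cry was -0.89 in Esg>yki[S3A] and 0.49 in control thoraces, a difference of -1.38. Clk rose in both genotypes, by 0.42 and 1.02, and cry was at -2.20 and -0.05. Neither gene itself moved in opposite directions, so the opposite signs come from averaging the 2 genes. The cytosolic ribosome was at -0.22 and 0.37, a difference of -0.59, and the mitochondrial ribosome at -0.66 and 0.17, a difference of -0.82. The opposite signs did not hold under every scaling: with nuclear protein-coding reads the cytosolic ribosome rose in both genotypes (0.20 and 0.44), and with TMM the mitochondrial ribosome fell in both (-0.64 and -0.19). In control thoraces the median of all genes with at least 2 RPKM rose by 0.34 over this step. No explanation was tested for these sets.

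In the libraries the paper does not use, the sums of 5 further comparisons were above every control library. At day 8 the heat shock genes sum to 1310 RPKM, against 879 in the highest control library, and the dusk clock genes to 204.4 RPKM, against 199.1. At day 32 the set of Clk and cry sums to 86.1 RPKM, against 78.8, the cytosolic ribosome to 50396 RPKM, against 42095, and the mitochondrial ribosome to 2129 RPKM, against 2101. Under the 3 other scalings that cover these days, the heat shock genes and the dusk clock genes at day 8 and the cytosolic ribosome at day 32 stayed above every control library. The mitochondrial ribosome did so under none of the 3, with 1926 against 2419 RPKM under TMM. The set of Clk and cry was below the highest control library with TMM, at 77.9 against 78.6 RPKM, and with the median of ratios. These are single libraries without a control of the same day, and no other explanation, technical or biological, was tested for them.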

How the results depend on the processing

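No paired analysis was possible because each condition has 1 library and the libraries carry no replicate numbers. The same reason rules out leaving out replicates and regrouping samples. Unless said otherwise, the alternatives were set before the data were examined, and the cause of a change was not tested.

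REPTOR kept its direction in all 3 comparisons under every alternative run, and so did the 17 single genes compared at day 14: of their 102 values, 42 stayed within the counting interval, 60 moved beyond it and 0 changed sign. The median of each of the 4 gene set comparisons also kept its sign. Their percentiles cannot change with the scaling, which shifts all genes alike. Under the other alternatives the TCA cycle set stayed within the range of matched lists, and the glycolysis fall from day 2 to day 14 stayed below all of them except as given next. The following results lost their place outside the matched lists when a further difference was taken off. Less the day 2 difference, the day 14 median was -0.91 for glycolysis (percentile 3.93) and -0.63 for oxidative phosphorylation (percentile 3.00). The glycolysis change from day 2 to day 14 less the control change, added after seeing the data, is the same quantity, -0.91.

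Over all genes with at least 2 RPKM, the median log2 ratio between genotypes at day 14 was -0.36 with the total on genes, -0.02 with TMM, -0.06 with the median of ratios and 0.08 with nuclear protein-coding reads. Genes lower and higher at day 14, 1421 and 250 (15.0% higher), became 691 and 533 with TMM (43.5% higher), 749 and 472 with the median of ratios (38.7%) and 632 and 810 with nuclear protein-coding reads (56.2%). The log2 ratio of REPTOR to control at day 14, 1.19, became 1.54, 1.50 and 1.64 under these 3 scalings, and its change from day 14 to day 38, -0.94, became -1.35, -1.28 and -1.40. The reversed genes, 855 lower then higher and 321 higher then lower (27.3% of the latter kind), became 515 and 983 with nuclear protein-coding reads (65.6%), and 735 and 470 with TMM (39.0%). The transcription factors that met the rule, 8 of 23, were 14 with TMM, 13 with the median of ratios and 16 with nuclear protein-coding reads. The rise of REPTOR from day 2 to day 14, 2.06, became 2.49 with nuclear protein-coding reads. With the totals the paper's RPKM imply, added after seeing the data, there were 392 and 495 reversed genes (55.8%) and 21 transcription factors, REPTOR changed by 1.28 between genotypes and by -2.01 from day 14 to day 38, and also leaving out genes past the cut-off in control thoraces gave 307 genes lower then higher. From day 14 to day 38, 8 of 11 glycolysis genes rose and 23 of 23 transcription factors fell with these totals.

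Without an expression minimum there were 1584 and 1189 reversed genes and 3969 and 1101 genes lower and higher at day 14. A pseudocount of 1 RPKM gave a REPTOR rise of 2.00. A cut-off of 2 gave 434 and 140 reversed genes and 2 transcription factors. A cut-off of 1.3 at day 14 gave 758 and 153 genes and 8 FoxO candidates in place of 13. A reversal of any size gave 483 genes higher then lower and 16 transcription factors, and a reversal of more than 1.3 gave 142 and 2. Recovery at day 32 gave 13 transcription factors.

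The control libraries changed the genes higher then lower more than the genes lower then higher. Leaving out genes past the cut-off in control thoraces left 155 of the former, and taking off the control change gave 93, with 3 transcription factors. Control day 14 as the baseline gave 92 genes and 1 transcription factor. With Esg>yki[S3A] day 2 as the reference at day 14, 1081 genes were higher. With day 8 in place of day 14, 187 genes were lower then higher, 175 were higher then lower and 0 transcription factors met the rule. REPTOR at day 8 was higher by 1.35 than at day 2. It was higher by 0.48 than in control thoraces of day 14, which are older flies.

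Of the 855 genes lower then higher, 60 had at most 3 reads at day 14, so that the size of their fall is a lower bound. The day 38 libraries hold the fewest reads of each genotype.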

Differences from the paper's values

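Genes lower then higher numbered 855, against the paper's 241. The paper's methods select genes on an adjusted P value as well as on the fold change. No such filter was applied here, so that part of this gap and of the day 14 gap below may come from it, which was not tested. Of the alternatives set before the data were examined, only the day 8 library in place of day 14 came within 1.5 times the paper's value, with 187; the others gave between 434 and 1584. Leaving out genes past the cut-off in control thoraces together with the totals the paper's RPKM imply, chosen after seeing the values, gave 307, and the implied totals alone gave 392.

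Of the 23 transcription factors the paper lists, 8 met the rule. Scaling to nuclear protein-coding reads and a reversal of any size each gave 16, within 1.5 times the paper's value. None of the other alternatives set before the data were examined closed the gap; with TMM there were 14. The totals the paper's RPKM imply, chosen after seeing the values, gave 21.

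Genes lower at day 14 numbered 1421, against the paper's 751. The gap closed with TMM (691), the median of ratios (749), nuclear protein-coding reads (632), a cut-off of 1.3 (758) and a pseudocount of 1 RPKM (1096). For the genes higher at day 14, 250 here against the paper's 236, TMM (533), the median of ratios (472), nuclear protein-coding reads (810) and a cut-off of 1.3 (153) each opened a gap of more than 1.5 times, while a pseudocount of 1 RPKM (190) did not. The gap for the lower genes did not close with a pseudocount of 0.1 RPKM (1378), without an expression minimum (3969), with a minimum of 5 RPKM (1176), with Esg>yki[S3A] day 2 as the reference (1603) or less the day 2 difference (1396). The totals the paper's RPKM imply, chosen after seeing the values, gave 1085, also within 1.5 times.

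The log2 ratio of REPTOR from day 14 to day 38 was -0.94, against -2.02 from the paper's values. None of the alternatives set before the data were examined closed the gap; the nearest was -1.40 with nuclear protein-coding reads. With the totals the paper's RPKM imply, chosen after seeing the values, it was -2.01. At day 14 the log2 ratio of REPTOR to control was 1.19, against the paper's 1.29. None of the alternatives set before the data were examined came within the counting error of the paper's value, and the implied totals, chosen after seeing the values, gave 1.28.

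Another 5 single genes differed from the paper's day 14 values by more than the counting error. For Pfk the log2 ratio was -1.11 against the paper's -1.02; a pseudocount of 1 RPKM, set before the data were examined, gave -1.07, within the error, and no other such alternative did. For PyK it was -1.33 against the paper's -1.22, for CG1673 1.08 against 1.21, for scyl 0.89 against 1.01 and for CG32066 0.90 against 1.08, and none of the alternatives set before the data were examined closed these gaps. TMM, the median of ratios and nuclear protein-coding reads nevertheless put both scyl and CG32066 past the cut-off of 1, where the paper has them; with TMM and the median of ratios, scyl was at 1.23 and 1.19 and CG32066 at 1.24 and 1.20. The totals the paper's RPKM imply, chosen after seeing the values, gave -1.02 for Pfk, -1.24 for PyK, 1.17 for CG1673, 0.97 for scyl and 0.99 for CG32066.

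The paper's sheet of FoxO targets gives CG17928 as upregulated by activated FoxO in muscle nuclei and lists it among the genes changed in Esg>yki[S3A] thoraces. Here it was lower in Esg>yki[S3A] thoraces at day 14, by a log2 ratio of -1.53, and the paper's own day 14 list gives -1.45. The paper treats REPTOR as restored during the shutdown phase, on the basis of qRT-PCR; in these libraries it was at 34.1 RPKM at day 38 in Esg>yki[S3A] thoraces, above 15.6 RPKM at day 2 and below the 47.7 RPKM of control thoraces at day 38. The comparison with day 2 depends on the scaling: the log2 ratio of day 38 to day 2 was 1.12 here, 0.73 with TMM, 0.77 with the median of ratios and 1.08 with nuclear protein-coding reads, and it was 0.03 with the totals the paper's RPKM imply, chosen after seeing the values.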

Other observations

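The tests on clock genes, on control thoraces for the reversed genes, on fat body and on digestive enzymes moving together were set before the data were examined. Those on the day 2 library, on the scaling of day 38 and on the glycolysis change in control thoraces were chosen only after the results were seen.

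Control flies share age and the shift from 29 to 18 °C with Esg>yki[S3A] flies, and may account for part of the reversed genes. Of the 1176 genes reversed in either direction, 671 (57.1%) moved the same way in both steps in control thoraces. For the glycolysis genes, the median change from day 2 to day 14 in control thoraces was 74.4% of that in Esg>yki[S3A] thoraces on the log2 scale. A share of the change from day 2 to day 14 that does not depend on the tumor remains a candidate explanation for both. The day 14 comparison between genotypes does not contain it, since both libraries were made at the same age and temperature.

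Of the 23 transcription factors, vri, Pdp1 and cwo belong to the circadian clock and peak near dusk. Collection at a later hour of the day would raise these and per and tim, and lower Clk and cry. All 7 genes differed in that direction between Esg>yki[S3A] and control thoraces at day 14: per was higher by 0.98, tim by 0.02, vri by 1.20, Pdp1 by 0.80 and cwo by 0.60, and Clk and cry changed by -0.42 and -1.79. The difference for tim is within its counting interval (-0.02 to 0.07), that for Clk is close to the median of all genes, and under scaling to nuclear protein-coding reads 6 of the 7 kept the direction. Of the 7 genes, vri, Pdp1, cwo and cry are in the paper's lists because they changed by day 14, so that only per, tim and Clk were free to go either way. The count of 7 is therefore no test of the hour of collection, and an effect of the hour cannot be told apart from an effect of the tumor on these genes.

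Digestive enzymes appear among the reversed genes: 8 of 26 were lower then higher. The test set beforehand counted the libraries in which nearly all enzymes lie on one side of their own median, 2 of the 10. It cannot speak for or against gut tissue carried over to a varying degree, since a library with a middling amount would have enzymes on both sides. A second test asked about the Esg>yki[S3A] library of day 2 alone, in which 13 of the 19 enzymes with at least 10 reads were higher than in every other library and 19 of 19 above their median. Mal-A1 was at 40.6 RPKM there and between 2.18 and 4.17 RPKM in the other 9 libraries. Gut tissue in that library is thus a candidate source of the fall of such genes by day 14, and may also hold for CG8997, CG31198 and CG31343, whose reads were likewise high in that library; this was not tested for them.

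The transcription factors that fell by more than 1.5-fold from day 14 to day 38 in Esg>yki[S3A] thoraces numbered 8 of 23 when libraries were scaled by the reads on genes and 22 with the totals the paper's RPKM imply. Of the paper's 269 genes that rose and fell, 157 fell by that much under the first scaling and 264 under the second. The second scaling was derived from the RPKM values of the paper's supplementary table. Whether the paper's genes were selected on it is not stated. The reads on genes are 35.1% of the implied total at day 38 and 73.5% at day 14; in control thoraces they are 40.2% at day 38 and 69.2% at day 14. The median of all genes from day 14 to day 38 was 0.35 with the reads on genes and -0.72 with the implied totals. The scaling of the day 38 library may therefore decide how many of these genes count as reversed.

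Metabolic genes were lower in Esg>yki[S3A] thoraces at day 14, and the fat body set, at percentile 0.82, was lower than the matched lists as well. FASN1 had a log2 ratio of -1.94 and apolpp of -1.31. The control library of day 14 had the highest fat body sum of the 10 libraries, so a high control value may contribute to these ratios. A smaller amount of fat body RNA may add to the fall of metabolic genes that both tissues express, and the libraries of whole thoraces do not separate the tissues.

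Genes that the paper names in its work on Esg>yki[S3A] flies had these log2 ratios of Esg>yki[S3A] to control thoraces at day 14: CG42390 0.36, RhoGAP68F 0.21, Gadd45 0.24, Thor 1.77, foxo 0.39, ImpL2 0.16, yki 0.17 and whd -0.66. The 95% exact intervals of Gadd45 (-0.02 to 0.50), ImpL2 (-0.05 to 0.36) and yki (-0.09 to 0.42) include 0 under this scaling, which puts the median of all genes at -0.36; with TMM the ratios of these 3 genes were 0.58, 0.50 and 0.51, above those intervals. The flight muscle actin gene Act88F rose by 2.37 from day 2 to day 14 in control thoraces and fell by 1.54 in Esg>yki[S3A] thoraces. Testis genes sum to 13.3 RPKM in the control library of day 14 and to at most 3.24 RPKM in the other 9 libraries.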
